# The histone deacetylase complex MiDAC regulates a neurodevelopmental gene expression program to control neurite outgrowth

**DOI:** 10.7554/eLife.57519

**Published:** 2020-04-16

**Authors:** Baisakhi Mondal, Hongjian Jin, Satish Kallappagoudar, Yurii Sedkov, Tanner Martinez, Monica F Sentmanat, Greg J Poet, Chunliang Li, Yiping Fan, Shondra M Pruett-Miller, Hans-Martin Herz

**Keywords:** mitotic deacetylase complex MiDAC, DNTTIP1, ELMSAN1/MIDEAS, HDAC1, neurite ourgrowth, SLIT and NETRIN signaling pathways, H4K20 acetylation, H3K27 acetylation, Mouse

## Abstract

The mitotic deacetylase complex (MiDAC) is a recently identified histone deacetylase (HDAC) complex. While other HDAC complexes have been implicated in neurogenesis, the physiological role of MiDAC remains unknown. Here, we show that MiDAC constitutes an important regulator of neural differentiation. We demonstrate that MiDAC functions as a modulator of a neurodevelopmental gene expression program and binds to important regulators of neurite outgrowth. MiDAC upregulates gene expression of pro-neural genes such as those encoding the secreted ligands SLIT3 and NETRIN1 (NTN1) by a mechanism suggestive of H4K20ac removal on promoters and enhancers. Conversely, MiDAC inhibits gene expression by reducing H3K27ac on promoter-proximal and -distal elements of negative regulators of neurogenesis. Furthermore, loss of MiDAC results in neurite outgrowth defects that can be rescued by supplementation with SLIT3 and/or NTN1. These findings indicate a crucial role for MiDAC in regulating the ligands of the SLIT3 and NTN1 signaling axes to ensure the proper integrity of neurite development.

## Introduction

Epigenetic regulators often constitute chromatin-modifying enzymes which catalyze the addition and removal of posttranslational modifications on histones and are involved in the control of gene expression by modulating chromatin structure and function. Among them, the families of histone acetyltransferases (HATs) and histone deacetylases (HDACs) acetylate and deacetylate lysine residues on histones and other proteins, respectively (Shahbazian and Grunstein, 2007). Based on initial studies, a model emerged in which nuclear HDACs were thought to be recruited by transcription factors to facilitate transcriptional repression by creating a more condensed chromatin landscape at their target genes (Kadosh and Struhl, 1998; Rundlett et al., 1998; Yang et al., 1996; Yang et al., 1997). However, more recently it was shown that HDACs tend to localize to transcriptionally active loci including promoters, gene bodies and enhancers (Wang et al., 2009). Additionally, gene expression profiling studies also demonstrated that knockout of individual HDACs resulted not only in upregulation but also downregulation of a significant number of genes suggesting both activating and repressive roles for HDACs in regulating gene transcription (Bernstein et al., 2000; Harrison et al., 2011; Yamaguchi et al., 2010; Zupkovitz et al., 2006).

HDAC1 and HDAC2 belong to the family of class I HDACs, are highly similar (83% identity) and are involved in the control of gene expression by modulating chromatin structure and function. Their vital and often redundant roles in neurogenesis are well established (Chen et al., 2011; Gräff et al., 2012; Guan et al., 2009; Jacob et al., 2011; Kim et al., 2010; Montgomery et al., 2009; Ye et al., 2009). They form the catalytic core of the SIN3, NuRD, CoREST and mitotic deacetylase (MiDAC) complexes (Kelly and Cowley, 2013; Millard et al., 2017). HDAC1/2 activity and targeting to specific gene loci strongly depends on their incorporation into these complexes (Kelly and Cowley, 2013; Millard et al., 2017). At least one of the scaffolding proteins within the NuRD, CoREST and MiDAC complexes contains an ELM2-SANT domain which is instrumental in recruiting and activating HDAC1/2 (Millard et al., 2017). While the molecular function of the SIN3, NuRD and CoREST complexes have been studied in greater detail little is known about the molecular function of MiDAC (Kelly and Cowley, 2013; Millard et al., 2017).

MiDAC is conserved from nematodes to humans (Bantscheff et al., 2011; Hao et al., 2011). In humans, MiDAC is composed of HDAC1/2, the scaffolding protein DNTTIP1, and the ELM2-SANT domain containing scaffolding protein ELMSAN1 (also known as MIDEAS) and/or the closely ELMSAN1-related proteins TRERF1 and ZNF541 (ZFP541 or SHIP in mice) (Figure 1A; Banks et al., 2018; Bantscheff et al., 2011; Choi et al., 2008; Hao et al., 2011; Joshi et al., 2013). MiDAC constitutes a stoichiometric tetrameric complex that requires the N-terminal dimerization domain of DNTTIP1 for assembly. The C-terminus of DNTTIP1 mediates MiDAC recruitment to nucleosomes in vitro (Itoh et al., 2015). MiDAC specifically associates with cyclin A2 (CCNA2) and cyclin dependent kinase 2 (CDK2) and interacts more prominently with certain HDAC inhibitors in mitotically arrested versus non-synchronized proliferating cells, suggesting a role in cell cycle regulation (Bantscheff et al., 2011; Hein et al., 2015; Huttlin et al., 2015; Pagliuca et al., 2011). Before MiDAC was described as a complex its individual subunits DNTTIP1 and TRERF1 were reported to function predominantly as transcriptional activators for select genes of the steroidogenesis and ossification pathways, respectively (Gizard et al., 2001; Gizard et al., 2002; Gizard et al., 2005; Gizard et al., 2006; Gizard et al., 2004; Koiwai et al., 2015; Kubota et al., 2013). In agreement with these findings, ELMSAN1 was found to be associated with chromatin enriched for the histone mark H3K27ac suggesting a role in active transcription (Ji et al., 2015). While SIN3, NuRD, and CoREST have been functionally characterized as regulators of neurogenesis, the physiological role of MiDAC remains unexplored (Andrés et al., 1999; Knock et al., 2015; Nitarska et al., 2016; Wang et al., 2016).

**Figure 1.**
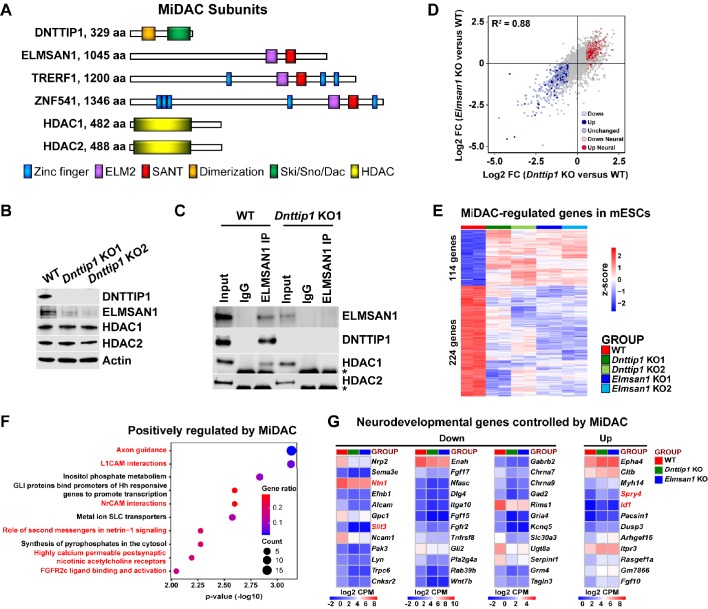
MiDAC controls a neurodevelopmental gene expression program. (**A**) Subunits with domains of the human histone deacetylase complex MiDAC. (**B**) WB for the indicated MiDAC components from total cell lysates of WT, *Dnttip1* KO1 and *Dnttip1* KO2 mESCs. Actin is the loading control. (**C**) IPs were carried out with IgG and ELMSAN1 antibodies from nuclear extracts of WT and *Dnttip1* KO1 mESCs followed by WB for the indicated MiDAC components. The asterisk marks the IgG heavy chain. (**D**) Scatter plot comparing all DEGs in *Dnttip1* KO (KO1 and KO2) versus WT mESCs from Figure 1—figure supplement 2A (x-axis) with DEGs in *Elmsan1* KO (KO1 and KO2) versus WT mESCs from Figure 1—figure supplement 2B (y-axis). Both axes depict normalized gene expression (log_2_ FC of CPM). (**E**) RNA-seq heatmap depicting DNTTIP1 and ELMSAN1 co-regulated (MiDAC-regulated) genes in mESCs (fold change (FC) >1.5 or <−1.5, p<0.01). The color scale depicts normalized gene expression (log_2_ CPM). (**F**) Reactome analysis showing the most highly enriched gene categories of genes that are positively regulated by MiDAC (both down in *Dnttip1* KO (KO1 and KO2) and *Elmsan1* KO (KO1 and KO2) versus WT mESCs, FC <−1.5, p<0.01). Pathways associated with neural differentiation and function are highlighted in red. (**G**) RNA-seq heatmaps depicting down- and upregulated genes from a gene set of neurodevelopmental genes that is mutually regulated by DNTTIP1 and ELMSAN1 (FC <−1.5 or >1.5, p<0.05). The color scale depicts the z-score of normalized gene expression (log_2_ CPM). (**D**) DEGs, (**E**) MiDAC-regulated genes, (**F**) Reactome gene categories and (**G**) differentially expressed neurodevelopmental genes were determined based on two biological replicates each from WT mESCs and two *Dnttip1* KO and two *Elmsan1* KO clones, respectively.

**Figure 1—figure supplement 1.**
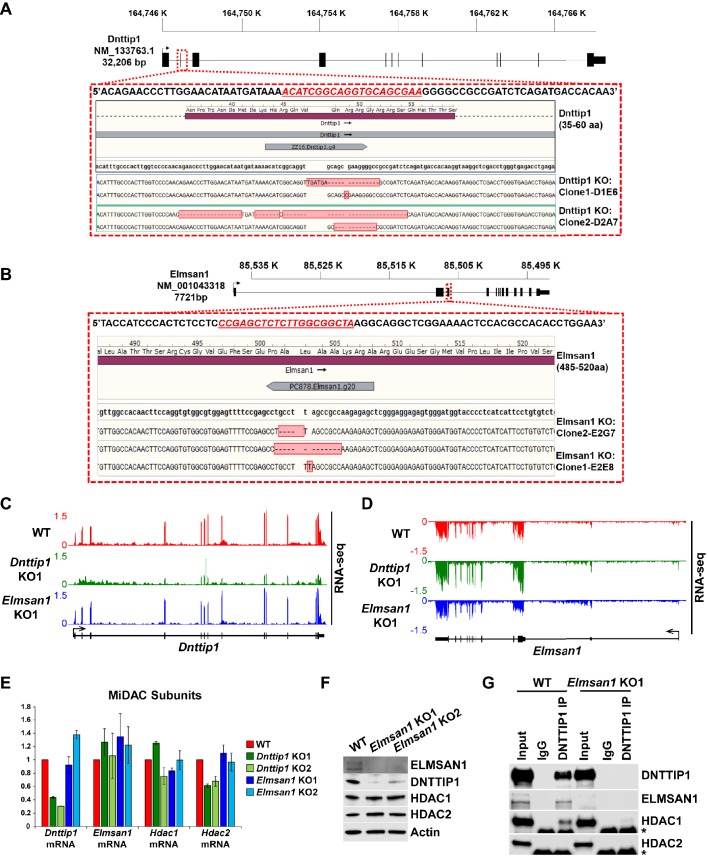
Characterization of *Dnttip1* KO and *Elmsan1* KO mESCs. (**A, B**) Gene structures of *Dnttip1* and *Elmsan1* highlighting the region within exon 2 that was targeted by CRISPR/Cas9 in mESCs. The gDNA sequence is shown underlined in red. The resulting indels for each allele within the (**A**) *Dnttip1* KO1, *Dnttip1* KO2 and (**B**) *Elmsan1* KO1 and *Elmsan1* KO2 clones are highlighted by red boxes. (**C, D**) RNA-seq tracks of the (**C**) *Dnttip1* and (**D**) *Elmsan1* locus in WT, *Dnttip1* KO1 and *Elmsan1* KO1 mESCs. The RNA-seq track files depict replicate 1 from WT mESCs and the *Dnttip1* KO1 and *Elmsan1* KO1 clone, respectively. (**E**) qRT-PCR for *Dnttip1*, *Elmsan1*, *Hdac1*, and *Hdac2* mRNA in WT, *Dnttip1* KO (KO1 and KO2) and *Elmsan1* KO (KO1 and KO2) mESCs. Expression was normalized to *Gapdh*. (**F**) WB for the indicated MiDAC components from total cell lysates of WT, *Elmsan1* KO1 and *Elmsan1* KO2 mESCs. Actin is the loading control. (**G**) IPs were carried out with IgG and DNTTIP1 antibodies from nuclear extracts of WT and *Elmsan1* KO1 mESCs followed by WB for the indicated MiDAC components. The asterisk marks the IgG heavy chain.

**Figure 1—figure supplement 2.**
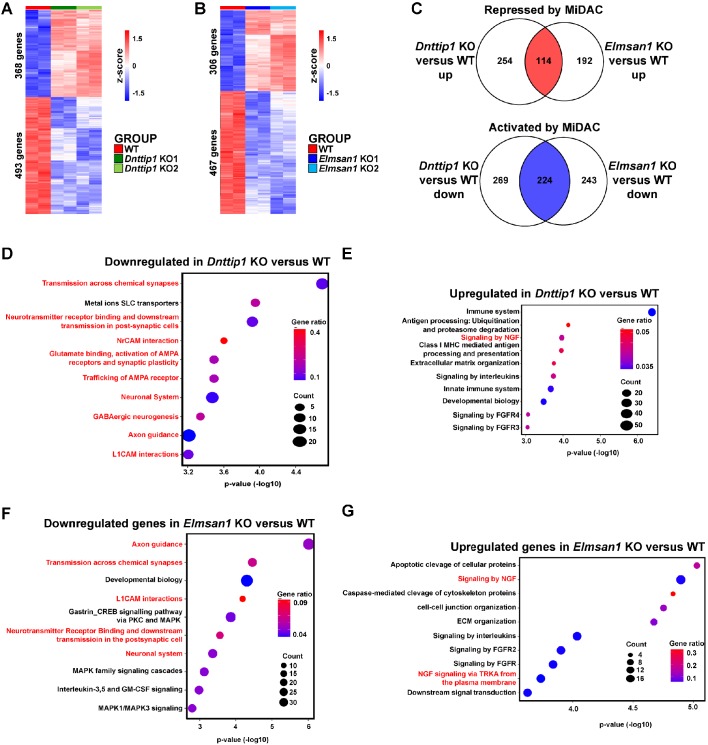
MiDAC controls a neurodevelopmental gene expression program. (**A, B**) RNA-seq heatmaps obtained by hierarchical clustering of differentially expressed genes (DEGs) in (**A**) WT and *Dnttip1* KO (KO1 and KO2) and (**B**) WT and *Elmsan1* KO (KO1 and KO2) mESCs (fold change (FC) >1.5 or <−1.5, p<0.01). The color scale depicts normalized gene expression (log_2_ CPM). (**C**) Venn diagrams showing the numbers of a downregulated (blue, 224 genes) and upregulated (red, 114 genes) gene set that is common to both *Dnttip1* KO (KO1 and KO2) and *Elmsan1* KO (KO1 and KO2) mESCs (FC <−1.5 or >1.5, p<0.01). (**D, E**) Reactome analysis showing the most highly enriched gene categories of (**D**) down- and (**E**) upregulated genes in *Dnttip1* KO (KO1 and KO2) versus WT mESCs (FC <−1.5 or >1.5, p<0.01). Pathways associated with neuronal differentiation and function are highlighted in red. (**F, G**) Reactome analysis showing the most highly enriched gene categories of (**F**) down- and (**G**) upregulated genes in *Elmsan1* KO (KO1 and KO2) versus WT mESCs (FC <−1.5 or >1.5, p<0.01). Pathways associated with neuronal differentiation and function are highlighted in red. (**A, B**) DEGs, (**C**) MiDAC-regulated genes and (**D–G**) Reactome gene categories were determined based on two biological replicates each from WT mESCs and two *Dnttip1* KO and two *Elmsan1* KO clones, respectively.

**Figure 1—figure supplement 3.**
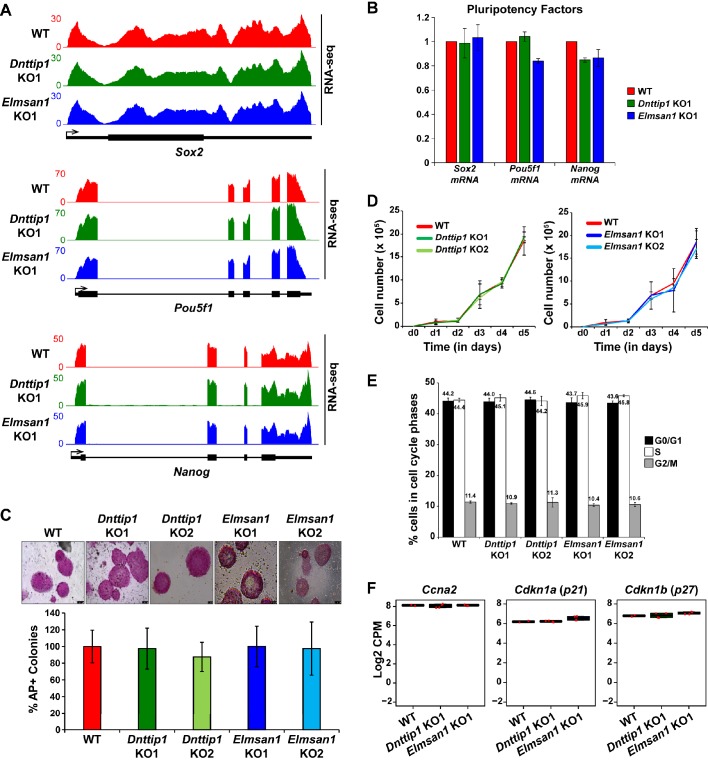
MiDAC is dispensable for self-renewal, pluripotency and cell cycle distribution of mESCs. (**A**) RNA-seq tracks of the *Sox2*, *Pou5f1* and *Nanog* loci in WT, *Dnttip1* KO1 and *Elmsan1* KO1 mESCs. The RNA-seq track files depict replicate 1 from WT mESCs and the *Dnttip1* KO1 and *Elmsan1* KO1 clone, respectively. (**B**) qRT-PCR for *Sox2*, *Pou5f1* and *Nanog* mRNA in WT, *Dnttip1* KO1 and *Elmsan1* KO1 mESCs. Expression was normalized to *Gapdh*. (**C**) Alkaline phosphatase (AP) staining and quantification of AP-positive WT, *Dnttip1* KO (KO1 and KO2) and *Elmsan1* KO (KO1 and KO2) mESC colonies as percentage of the whole population. (**D**) Proliferation time course comparing WT with *Dnttip1* KO (KO1 and KO2) and WT with *Elmsan1* KO (KO1 and KO2) mESCs. (**E**) Cell cycle distribution of WT, *Dnttip1* KO (KO1 and KO2) and *Elmsan1* KO (KO1 and KO2) mESCs. Black: G0/G1 phase. White: S phase. Gray: M phase. (**F**) Box plots showing the normalized gene expression levels (log_2_ CPM) of *cyclin A2* (*Ccna2*) and the cyclin-dependent kinase inhibitors *Cdkn1a* (*p21*) and *Cdkn1b* (*p27*) in WT, *Dnttip1* KO (KO1 and KO2) and *Elmsan1* KO (KO1 and KO2) mESCs. Gene expression levels were determined based on two biological replicates each from WT mESCs and two *Dnttip1* KO and two *Elmsan1* KO clones, respectively.

To decipher the physiological function of MiDAC, we employed mESCs as an experimental model system. We found that MiDAC is recruited to promoters and enhancers genome-wide, directly regulates a set of neurodevelopmental genes, and can act as both an activator and repressor of different gene sets to modulate gene expression by negatively regulating the repressive histone mark H4K20ac or the active histone mark H3K27ac, respectively. Specifically, MiDAC binds to promoters and enhancers of axon guidance ligands of the SLIT and NETRIN families and is required for their activation. Genetic deletion of MiDAC components results in inactivation of SLIT3 and NTN1 signaling during neural differentiation and severely impairs neurite outgrowth and network formation. These findings reveal a novel function for MiDAC in regulating neural gene expression programs to ensure proper neuronal maturation and/or neurite outgrowth during neurogenesis.

## Results

### DNTTIP1 interacts with ELMSAN1 and the histone deacetylase HDAC1 to form MiDAC in mESCs

We began by investigating the function of DNTTIP1 and ELMSAN1, two scaffolding components of MiDAC, in mESCs (Figure 1A). Firstly, we generated and validated CRISPR/Cas9-mediated knock outs (KOs) of *Dnttip1* and *Elmsan1* in mESCs (Figure 1B; Figure 1—figure supplement 1A-F; Supplementary file 1). 

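The guide RNA against *Dnttip1*, ACATCGGCAGGTGCAGCGAA, has 1 perfect match beside a PAM, the short motif that Cas9 needs next to its target, in NCBIM37, the mouse genome build to which the authors aligned their reads. The match lies on the + strand of chromosome 2 from 164572230 to 164572249 and is followed by the PAM GGG. Cas9 is expected to cleave it between positions 164572246 and 164572247. *Dnttip1* is read from the same strand, and the annotation (GENCODE vM1) places this position in exon 2 of the 13 exons of its transcript Dnttip1-001, a coding exon of 71 bases from 164572207 to 164572277. With 20 bases on each side, the reference sequence is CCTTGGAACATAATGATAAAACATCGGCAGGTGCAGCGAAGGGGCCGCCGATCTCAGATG. The guide RNA against *Elmsan1*, which this annotation lists as *C130039O16Rik*, is GCTCTCTTGGCGGCTAAGGC and also has 1 perfect match beside a PAM, on the + strand of chromosome 12 from 85512612 to 85512631, followed by the PAM AGG. The gene is read from the opposite strand. The expected cleavage, between positions 85512628 and 85512629, falls in a coding exon of 300 bases from 85512410 to 85512709, which is exon 3 of 13 in both transcripts of this annotation that hold it. The reference sequence there, with the same flanks, is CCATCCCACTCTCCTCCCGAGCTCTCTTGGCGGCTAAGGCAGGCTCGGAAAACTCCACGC. These guide RNAs are those of Supplementary file 1. For *Elmsan1*, Figure 1—figure supplement 1B underlines a target that starts 4 bases earlier, CCGAGCTCTCTTGGCGGCTA, with 1 perfect match from 85512608 to 85512627 that is also followed by AGG, for which the expected cleavage would lie between 85512624 and 85512625 in the same exon. The indels of the individual clones were not analysed here.

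**Figure D1:**
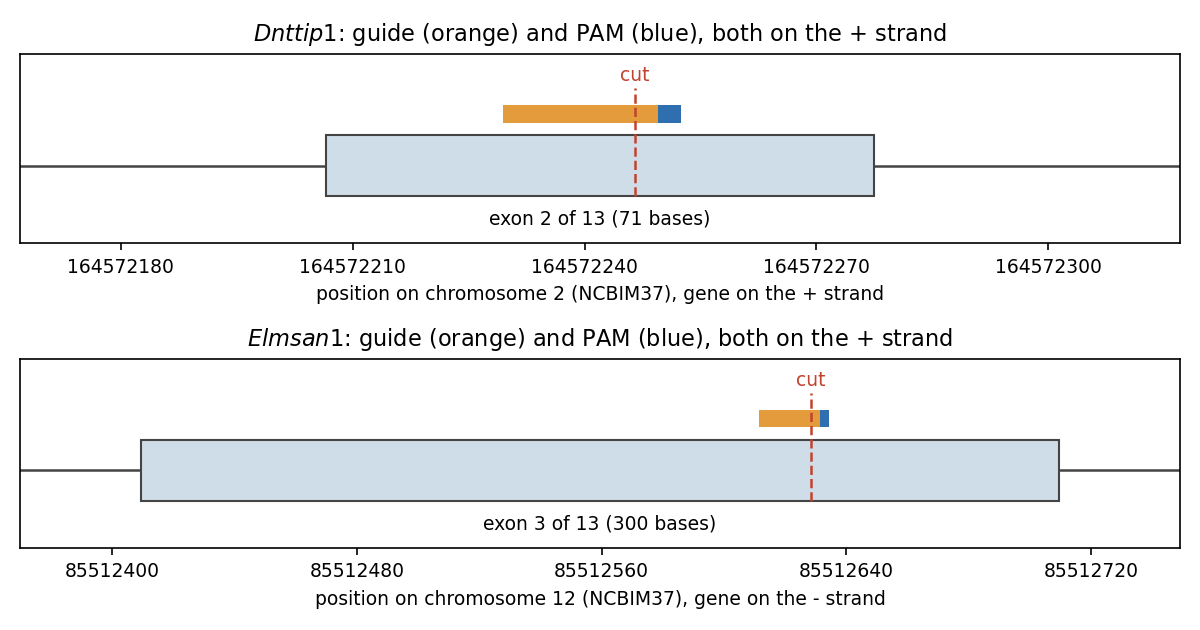
Position of each guide RNA (orange) and its PAM (blue) on the targeted exon (light box) of *Dnttip1* on chromosome 2 and of *Elmsan1* on chromosome 12, in NCBIM37 coordinates, with the expected cleavage position as a dashed line. The *Dnttip1* exon spans 71 bases and the *Elmsan1* exon 300 bases, and each dashed line falls inside its exon.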

Indels in the identified *Dnttip1* KO and *Elmsan1* KO clones resulted in the introduction of a premature stop codon downstream, producing KO clones with a complete loss of DNTTIP1 or ELMSAN1 protein compared to wild-type (WT) mESCs, respectively (Figure 1B; Figure 1—figure supplement 1A,B,F). To determine whether DNTTIP1 and ELMSAN1 function within MiDAC in mESCs, we examined the mRNA and protein levels of other MiDAC components in *Dnttip1* KO and *Elmsan1* KO mESCs (Bantscheff et al., 2011; Choi et al., 2008; Hao et al., 2011). 

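RNA-seq of WT mESCs and of the *Dnttip1* KO clones D2A7 and D1E6 gave FPKM values (fragment counts scaled for exon length and library size) for 2 libraries of each. *Dnttip1* (ENSMUSG00000017299) lies on chromosome 2 of NCBIM37 from 164571483 to 164594107. Its level was 8.29 ± 0.193 FPKM (SD, n = 2) in WT and 3.59 ± 1.13 FPKM (SD, n = 4) in *Dnttip1* KO mESCs, a log2 fold change of -1.26 (standard error 0.285, adjusted p = 0.0471 from limma), with all 4 KO libraries below both WT libraries. Clone D1E6 retained less of the transcript than D2A7, with log2 fold changes from WT of -1.66 and -0.87, a difference between the clones larger than that between libraries of a clone (adjusted p = 0.000951). *Elmsan1* (ENSMUSG00000042507) lies on chromosome 12 from 85490126 to 85559831. It was measured at 5.46 ± 0.0979 FPKM (SD, n = 2) in WT and 8.42 ± 0.425 FPKM (SD, n = 4) in *Dnttip1* KO mESCs, a log2 fold change of 0.59 (standard error 0.073, adjusted p = 0.00972), again with all 4 KO libraries on the same side of WT. This increase sits at the 1.5-fold threshold of the paper. It was below the threshold without D2A7 replicate 2 (0.57), either D1E6 library (0.58 each) or WT replicate 2 (0.54, with a single WT library and no test), and was 0.64 without WT replicate 1. Over the alternative ways of processing, its adjusted p ranged from 0.00283 to 0.147, the highest with libraries of a clone treated as correlated. FPKM counts transcripts whatever their reading frame, so a mutated transcript that escapes decay still adds to the value.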

*Elmsan1* and *Hdac1* mRNA levels were unchanged, *Hdac2* mRNA levels slightly reduced and *Dnttip1* mRNA levels more strongly reduced in *Dnttip1* KO versus WT mESCs (Figure 1—figure supplement 1C and E). However, ELMSAN1 protein levels were severely reduced with no significant effects on HDAC1 or HDAC2 protein levels in *Dnttip1* KO versus WT mESCs (Figure 1B). 

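In the *Elmsan1* KO clones E2E8 and E2G7, *Elmsan1* RNA was at 4.87 ± 0.24 FPKM (SD, n = 4), a log2 fold change from WT of -0.19 (standard error 0.0793, adjusted p = 0.188), and all 4 libraries lay below both WT libraries. *Dnttip1* RNA was at 7.16 ± 0.632 FPKM (SD, n = 4), with a log2 fold change of -0.24 (standard error 0.0969, adjusted p = 0.177). It was lower in E2E8 (-0.35) than in E2G7 (-0.12), and the difference of -0.22 between these clones had an adjusted p of 0.012. Compared directly, *Dnttip1* KO and *Elmsan1* KO libraries differed in *Elmsan1* RNA by a log2 fold change of 0.78 (adjusted p = 0.0128) and in *Dnttip1* RNA by -1.03 (adjusted p = 0.251).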

Compared to WT mESCs, *Elmsan1* KO mESCs showed no significant differences in *Elmsan1*, *Dnttip1*, *Hdac1*, or *Hdac2* mRNA levels (Figure 1—figure supplement 1D and E); at the protein level, HDAC1 and HDAC2 appeared unaltered, but DNTTIP1 levels were significantly lower (Figure 1—figure supplement 1F). These results suggest that in mESCs MiDAC becomes destabilized upon loss of its core subunits, DNTTIP1 or ELMSAN1. Immunoprecipitation (IP) of ELMSAN1 in WT and *Dnttip1* KO mESCs confirmed the existence of an HDAC1-containing MiDAC complex (Figure 1C). Furthermore, consistent with the ELMSAN1 IP in WT and *Dnttip1* KO mESCs, IP of DNTTIP1 in WT and *Elmsan1* KO mESCs corroborated the presence of an HDAC1-containing MiDAC complex in mESCs (Figure 1—figure supplement 1G). However, we did not observe an interaction between ELMSAN1 and HDAC2 and DNTTIP1 and HDAC2 in mESCs, suggesting that only DNTTIP1, ELMSAN1 and HDAC1 interact to form MiDAC in mESCs (Figure 1C; Figure 1—figure supplement 1G).

### MiDAC controls a neurodevelopmental gene expression program

To determine transcriptional targets of MiDAC, we performed RNA sequencing (RNA-seq) in WT, *Dnttip1* KO and *Elmsan1* KO mESCs. 

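Total RNA was sequenced from WT mESCs, a male C57/BL6 line (Bruce-4), and from 4 clonal lines derived from it by CRISPR/Cas9, with 2 libraries per line and 10 libraries in all. D2A7 and D1E6 are *Dnttip1* KO clones and E2E8 and E2G7 are *Elmsan1* KO clones. The library labels call D2A7 KO1 and D1E6 KO2, whereas the paper's gene structures (Figure 1—figure supplement 1A) number these clones the other way round, so clones are named here by their codes. The KO lines each grew from a single sorted cell, and the paper does not state whether the WT cells were cloned or sorted. The libraries were made with a stranded total RNA kit and read from both ends on HiSeq or NovaSeq instruments, and which library ran on which instrument is not stated. The authors aligned the reads to NCBIM37, counted fragments per gene and deposited FPKM values for 34591 genes. For genes with small values, FPKM multiplied by the exon length in GENCODE vM1 falls on whole multiples of a single step in each library, which gives the number of fragments behind each value. The WT libraries hold 31098269 and 37921195 fragments on genes, the *Dnttip1* KO libraries 62136382 and 53187506 (D2A7) and 48262654 and 62336055 (D1E6), and the *Elmsan1* KO libraries 75788434 and 67143664 (E2E8) and 80579601 and 86463774 (E2G7). The 10 most abundant genes take between 19.7% and 33.2% of the summed FPKM of a library. Each library was therefore divided by a further factor, the median ratio to the geometric mean over the 11270 genes with at least 1 FPKM in all libraries, and these factors ranged from 0.965 to 1.01.

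Genes with at least 0.1 FPKM in at least 2 libraries of a comparison were tested with limma on log2(FPKM + 0.1), with a variance trend on expression level, and called as differentially expressed genes (DEGs) by the paper's rule of a fold change of at least 1.5 and an unadjusted p under 0.01. Each knockout was compared with the 2 WT libraries using all 4 of its libraries as independent samples, although they come from only 2 clones. With 2 libraries against 4, an exact two-sided permutation test of a single gene cannot give a p under 0.0667. Libraries of the same line differed beyond counting noise, with a chi-square per gene from 5.12 to 6.03 for the clones, where counting noise alone gives a value near 1. For WT it was 54.4, most of which comes from the single gene *AY036118*, and 5.27 without that gene. The median SD of a gene between libraries of the same line was 0.0778 on the log2 scale, and the median SD between clones of the same knockout beyond that noise was 0.171.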

We identified 493 downregulated and 368 upregulated genes in *Dnttip1* KO versus WT mESCs (Figure 1—figure supplement 2A; Supplementary file 2). 

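Of 17435 genes tested between *Dnttip1* KO and WT mESCs, 565 were called downregulated and 569 upregulated. At an adjusted p under 0.05 and any fold change, 747 genes were lower and 904 higher, and 853 of the called genes were among them. The largest adjusted p of a called gene was 0.0744. The number of downregulated genes moved most when the libraries of a clone were treated as correlated (correlation 0.704), which left 255 downregulated and 283 upregulated genes, of which 254 and 280 were among the genes called with independent libraries, and only 57 genes with an adjusted p under 0.05, against 1651. A pseudocount of 1 gave the lowest number of upregulated genes, 251. Tested alone against WT, D2A7 gave 846 downregulated and 1667 upregulated genes and D1E6 874 and 733, and the direct comparison of these clones gave 634 genes lower and 1564 higher in D2A7. Of the 493 downregulated genes in the paper's supplementary list, 491 were tested, all were lower, and 448 were called. Of its 368 upregulated genes, 367 were tested, all were higher, and 340 were called. In simulated data with the noise between libraries and the differences between lines seen here, but with no effect of the knockout, *Dnttip1* KO libraries gave means of 483 downregulated and 483 upregulated genes over 20 runs. Noise between libraries alone gave 24.8 and 25.7.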

Differential gene expression analysis via RNA-seq revealed 467 downregulated and 306 upregulated genes in *Elmsan1* KO versus WT mESCs (Figure 1—figure supplement 2B; Supplementary file 2). 

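Between *Elmsan1* KO and WT mESCs, 17205 genes were tested, and 633 were called downregulated and 472 upregulated. An adjusted p under 0.05, without a threshold on the fold change, was reached by 842 genes that were lower and 965 that were higher, among them 870 of the called genes. No called gene had an adjusted p above 0.0717. Treating libraries of a clone as correlated (correlation 0.768) again reduced the counts most for downregulated genes, to 253 downregulated and 233 upregulated genes, and left 64 genes with an adjusted p under 0.05, against 1807, while a pseudocount of 1 gave the lowest number of upregulated genes, 227. E2E8 alone gave 912 downregulated and 1624 upregulated genes against WT, and E2G7 gave 1008 and 576. In the direct comparison of these clones, 547 genes were lower and 1752 higher in E2E8. The paper's lists for this knockout hold 467 downregulated and 306 upregulated genes. All were tested and all changed in the direction listed, and 441 and 280 were called. The simulation with differences between lines but no effect of the knockout gave means of 462 downregulated and 467 upregulated genes.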

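Across the 1733 genes called in either knockout and tested in both, the log2 fold changes of *Dnttip1* KO and *Elmsan1* KO mESCs had a squared Pearson correlation (R²) of 0.771, with a jackknife standard error of 0.154 over the 10 libraries, and 96.2% of these genes changed in the same direction. Across all 16878 genes tested in both, R² was 0.547. These correlations are across genes, which are not independent replicates. Both knockouts are compared with the same WT libraries, so part of the correlation arises from the shared reference. In simulated data without any effect of the knockouts, noise between libraries alone gave a mean R² of 0.689 over 20 runs (0.572 to 0.777), over far fewer called genes. With differences between lines added, drawn independently for each line, the mean was 0.60 (0.568 to 0.640). The mean share of genes with the same direction was 95.6% in the first simulation and 90.8% in the other. The value depended on which clones were compared. For the same 1733 genes, R² was 0.417 between D2A7 and E2E8, 0.633 between D2A7 and E2G7, 0.727 between D1E6 and E2E8, and 0.913 between D1E6 and E2G7. Clones of the same knockout gave 0.681 (D2A7 and D1E6) and 0.758 (E2E8 and E2G7). Pooled R² lay between 0.733 and 0.814 under the alternative ways of processing the values and between 0.698 and 0.826 with each library left out in turn.

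**Figure D2:**
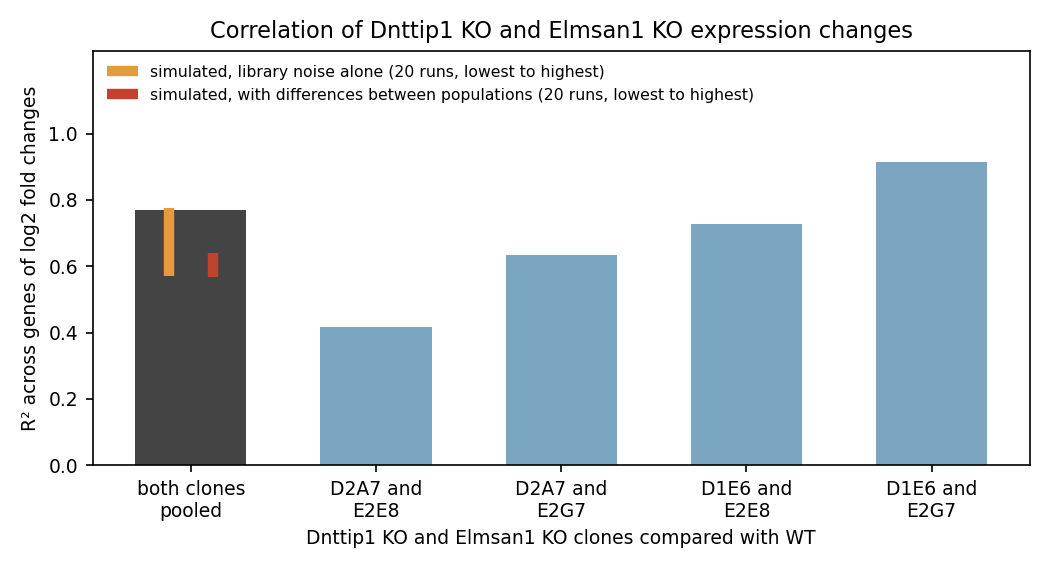
Squared correlation (R², no unit) across 1733 genes of the log2 fold changes from WT, for *Dnttip1* KO and *Elmsan1* KO libraries pooled over clones (dark bar) and for each pair of clones (light bars). Vertical lines on the dark bar give the lowest and highest values of 20 simulated data sets without an effect of the knockouts, with noise between libraries alone (orange) or with differences between cell populations added (red). The clone pairs range from 0.417 to 0.913.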

The gene expression patterns between *Dnttip1* KO and *Elmsan1* KO mESCs were highly correlated (R^2^ = 0.88) with many differentially expressed genes (DEGs) shared between *Dnttip1* KO and *Elmsan1* KO mESCs (Figure 1D; Supplementary file 2). 

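Genes called in both knockouts numbered 268 in the downward and 212 in the upward direction, and 0 genes were called in opposite directions. A further 297 genes were called downregulated only in *Dnttip1* KO and 365 only in *Elmsan1* KO mESCs, and 357 and 260 were called upregulated only in each. Being called in a single knockout does not show a difference between the knockouts, which a direct comparison tests. In the simulated data with noise between libraries alone, at most 6 downregulated and 5 upregulated genes were shared. With differences between lines added, shared genes numbered 134 to 174 downregulated and 121 to 175 upregulated, fewer than measured in each of the 20 runs. These differences were drawn independently for each line, whereas D1E6 and E2G7, clones of different knockouts, changed alike (r = 0.917 across expressed genes). The simulation therefore cannot exclude likeness between single clones as a source of the excess. With the medians of chromosomes 6 and 8 set to that of WT in each clone, the common sets held 281 downregulated and 161 upregulated genes. This centring was chosen after seeing the data. The 161 genes lie inside the simulated range, which was made without the centring. The smallest common sets under any alternative held 119 downregulated genes, with libraries of a clone treated as correlated, and 95 upregulated genes, with a pseudocount of 1.

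Among the 120 common downregulated genes with a mean of at least 1 FPKM and all 8 KO libraries below both WT libraries, the largest mean log2 fold changes were those of *AY036118* (-9.10), *Peg10* (-4.78) and *C330008G21Rik* (-4.32). *AY036118* (ENSMUSG00000045999), a pseudogene on chromosome 17 from 39985048 to 39985772, was at 35676 and 2400 FPKM in the WT libraries, which differ from each other by a factor of 14.9. *Peg10*, an imprinted gene on chromosome 6 from 4697306 to 4710514, had log2 fold changes of -5.34 (standard error 1.01, adjusted p = 0.0303) in *Dnttip1* KO and -4.22 (standard error 0.192, adjusted p = 0.00102) in *Elmsan1* KO mESCs. *C330008G21Rik*, a processed transcript on chromosome 2 from 162216549 to 162219681, fell by 4.27 and 4.37 on the log2 scale. Among the 166 common upregulated genes that met the same conditions, the largest mean log2 fold changes were those of *2510046G10Rik* (1.90), the pseudogene *Gm13623* (1.76) and *Nod2* (1.75). *2510046G10Rik* rests on only 2 and 9 fragments in the WT libraries, and *Gm13623* on 5 and 9. Without WT replicate 1 the log2 fold changes of *2510046G10Rik* were 1.01 and 1.38 in *Dnttip1* KO and *Elmsan1* KO mESCs, below those of *Gm13623* (1.59 and 1.54) and *Nod2* (1.99 and 1.59), and without WT replicate 2 they were 2.42 and 2.80. *Nod2* lies on chromosome 8 from 91171214 to 91212373, in a chromosome whose genes were higher than WT in all 4 clones.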

Of the DEGs in *Dnttip1* KO and *Elmsan1* KO mESCs a common set of 114 upregulated and 224 downregulated genes was identified (Figure 1E; Figure 1—figure supplement 2C). Pathway analysis of this MiDAC-regulated gene set revealed an enrichment for axon guidance signaling and neural development related genes among the downregulated category (Figure 1F). 

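Of the 224 downregulated and 114 upregulated genes in the paper's common set, 212 and 106 were called in both knockouts here. Supplementary file 2 of the paper prints Reactome terms beside the called genes, and 16 of the common downregulated genes carry the term axon guidance there. Their median log2 fold change was -1.18 in *Dnttip1* KO (-2.21 to -0.75) and -1.01 in *Elmsan1* KO mESCs (-2.57 to -0.66), and 15 of the 16 were called in both knockouts. These genes are *Alcam*, *Cnksr2*, *Dlg4*, *Enah*, *Fgf15*, *Fgf17*, *Fgfr2*, *Itga10*, *Ncam1*, *Nfasc*, *Nrp2*, *Ntn1*, *Pak3*, *Sema3e*, *Slit3* and *Trpc6*. In *Elmsan1* KO mESCs *Dlg4* met the fold change and missed the unadjusted p of 0.01. None of the common upregulated genes carries the term. *Ncam1* gave log2 fold changes of -1.33 (standard error 0.0767, adjusted p = 0.00267) and -1.86 (standard error 0.0981, adjusted p = 0.0011), with all 8 KO libraries below both WT libraries. The terms are printed only beside called genes, and only beside some of them, so a gene without the term may still belong to it. The share of axon guidance genes among genes that were tested and not called is unknown, and no enrichment was computed. Of the paper's 114 common upregulated genes, 31 lie on chromosome 8 and 10 on chromosome 6, whose genes were raised as a whole in all 4 and in 3 of the clones.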

Similar results were also obtained when DEGs in only *Dnttip1* KO or only *Elmsan1* KO mESCs were analyzed independently of each other (Figure 1—figure supplement 2D-G). 

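Taking each knockout on its own, 22 of the paper's downregulated genes in *Dnttip1* KO mESCs carry the axon guidance term, with a median log2 fold change of -1.14, and 20 of them were called. In *Elmsan1* KO mESCs the term is printed for 27 downregulated genes, with a median of -0.95 and a highest value of -0.54, and 23 were called. It is printed for 0 upregulated genes of either knockout. Any Reactome term is printed beside only 84 of the 368 and 40 of the 306 upregulated genes. The 0 therefore does not show that no axon guidance gene rose.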

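Supplementary file 2 also lists neural genes among those called in each knockout. The 39 listed as downregulated in *Dnttip1* KO mESCs had a median log2 fold change of -0.94 (-3.04 to -0.50), and 33 were called, 27 of them at an adjusted p under 0.05. All 39 were lower in *Elmsan1* KO mESCs as well, with a median of -0.78, and 22 were called there. The 23 listed as upregulated in *Dnttip1* KO mESCs had a median of 0.79, 22 were called, and 22 were also higher in *Elmsan1* KO mESCs, where 10 were called and the median was 0.62. The 19 listed as upregulated in *Elmsan1* KO mESCs had a median of 0.70 and 18 were called. All 19 were higher in *Dnttip1* KO mESCs, with a median of 0.63 and 8 called. These lists were drawn from the same libraries, so they describe the size of the changes and are no independent test of them.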

Downregulated gene classes were generally associated with promoting neural differentiation (e.g., nervous system, axon guidance and GABAergic neurogenesis), whereas upregulated genes showed enrichment for pathways associated with repression of neuronal development (e.g., antagonists of nerve growth factor (NGF) signaling) (Figure 1—figure supplement 2D-G; Supplementary file 2). Importantly, we identified a set of neurodevelopmental genes that is associated with neurogenesis, axon guidance, and neurotransmitter receptor signaling and co-regulated by both ELMSAN1 and DNTTIP1 (Figure 1D and G). However, loss of MiDAC function did not affect self-renewal or pluripotency as evaluated by assessing the mRNA levels of the pluripotency factors *Sox2*, *Pou5f1*, and *Nanog* (Figure 1—figure supplement 3A and B), nor did it alter the percentage of alkaline phosphatase (AP)-positive colonies (Figure 1—figure supplement 3C). Furthermore, DNTTIP1 or ELMSAN1 loss in mESCs did not alter the proliferation rate or cell cycle profile (Figure 1—figure supplement 3D and E), in contrast to the reported growth-promoting function of DNTTIP1 in oral and non-small cell lung cancer (Sawai et al., 2018; Zhang et al., 2018). 

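The heatmap of neurodevelopmental genes in Figure 1G names 36 downregulated and 12 upregulated genes, and all of them were expressed above the filter. All 36 were lower in both knockouts. Their median log2 fold change was -1.22 in *Dnttip1* KO (-2.21 to -0.60), where 34 were called and 25 had an adjusted p under 0.05, and -0.98 in *Elmsan1* KO mESCs, where 31 were called and 24 had an adjusted p under 0.05. Adjusted over the list alone, all 36 were under 0.05 in each knockout, which is not independent evidence because the study chose the list on these samples. All 12 upregulated genes were higher in both knockouts, with medians of 0.91 and 0.70, and 11 and 7 were called. Over all genes 10 and 6 of them had an adjusted p under 0.05, and over the list alone 11 and 10. With the rule that the legend of Figure 1G names, a fold change of at least 1.5 with an unadjusted p under 0.05, 36 and 34 of the downregulated and 11 and 9 of the upregulated genes passed. *Spry4* missed the p in both knockouts (0.0915 and 0.143), and *Id1* missed it in *Elmsan1* KO mESCs (0.397). There *Chrna7* (-0.57), *Serpini1* (-0.55) and *Rasgef1a* (0.56) met the p and missed the fold change alone. Compared directly, the knockouts differed by a log2 fold change of -0.50 in *Chrna7* (adjusted p = 0.299), -0.28 in *Serpini1* (0.39), 0.24 in *Rasgef1a* (0.296) and 0.70 in *Spry4* (0.633). A test of either list as a set would reflect the same choice, so none is given. Among the upregulated genes, *Pacsin1*, with 20 and 28 fragments in the WT libraries, had a log2 fold change of 0.80 (standard error 0.189, adjusted p = 0.0517) in *Dnttip1* KO and 0.92 (standard error 0.347, adjusted p = 0.15) in *Elmsan1* KO mESCs, with all 8 KO libraries above both WT libraries. Its call in *Dnttip1* KO mESCs was lost under several alternatives and when D2A7 replicate 1 (0.73), D1E6 replicate 1 (0.79) or D1E6 replicate 2 (0.83) was left out.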

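*Sox2* (ENSMUSG00000074637, chromosome 3 from 34548927 to 34551383) was at 184 ± 4.63 FPKM (SD, n = 2) in WT, 144 ± 4.08 FPKM (SD, n = 4) in *Dnttip1* KO and 136 ± 2.63 FPKM (SD, n = 4) in *Elmsan1* KO mESCs. Its log2 fold changes were -0.38 (standard error 0.056, adjusted p = 0.0157) and -0.46 (standard error 0.0535, adjusted p = 0.00726), and all 8 KO libraries lay below both WT libraries. *Pou5f1* (ENSMUSG00000024406, chromosome 17 from 35642982 to 35647721) was at 303 ± 9.15 FPKM (SD, n = 2) in WT, 297 ± 21.5 FPKM in *Dnttip1* KO and 266 ± 27.1 FPKM in *Elmsan1* KO mESCs (SD, n = 4 each). Its log2 fold changes of -0.06 (adjusted p = 0.702) and -0.22 (adjusted p = 0.241) stayed within the spread between clones, and without WT replicate 1 the value in *Dnttip1* KO mESCs was 0.0049. *Nanog* (ENSMUSG00000012396, chromosome 6 from 122657507 to 122664651) was at 320 ± 9.27 FPKM (SD, n = 2) in WT, 284 ± 8.56 FPKM in *Dnttip1* KO and 255 ± 13.2 FPKM in *Elmsan1* KO mESCs (SD, n = 4 each). It was lower by 0.20 on the log2 scale (standard error 0.0485, adjusted p = 0.0539) and by 0.35 (standard error 0.0664, adjusted p = 0.0242), with all 8 KO libraries below both WT libraries, although genes on chromosome 6 were raised as a whole in 3 of the clones. With libraries of a clone treated as correlated, no adjusted p of *Sox2* or *Nanog* stayed under 0.05, with 0.174 and 0.168 for *Sox2* and 0.388 and 0.218 for *Nanog* in *Dnttip1* KO and *Elmsan1* KO mESCs. None of the changes reached 1.5-fold, so none of the genes was called. As a set, these 3 genes had median log2 fold changes of -0.20 in *Dnttip1* KO and -0.35 in *Elmsan1* KO mESCs. In *Dnttip1* KO mESCs the adjusted p was 0.053 by limma's camera test, with a preset correlation of 0.01 between genes. It was 0.00843 by fry, a rotation test that needs no preset correlation. In *Elmsan1* KO mESCs the adjusted p was 0.0102 by camera and 0.0079 by fry. Both tests took the libraries of a clone as independent, so fry is no check of that assumption.

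**Figure D3:**
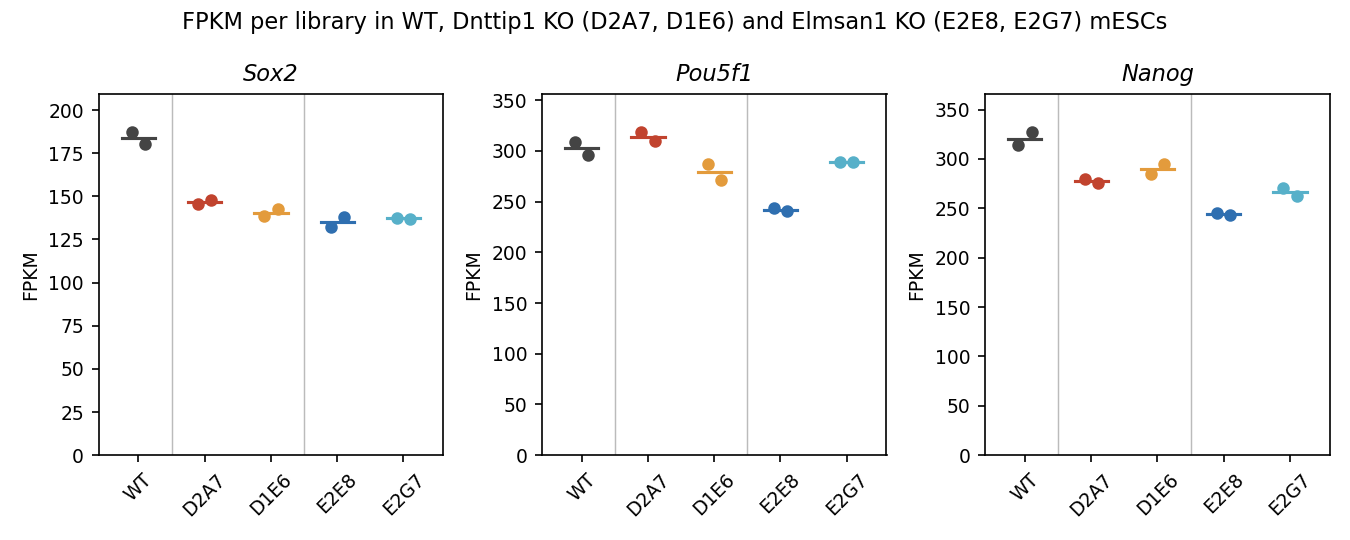
FPKM of *Sox2*, *Pou5f1* and *Nanog* in each library of WT mESCs and of the clones D2A7 and D1E6 (*Dnttip1* KO) and E2E8 and E2G7 (*Elmsan1* KO). Points are libraries, horizontal lines are the means of 2 libraries, and the axes start at 0. *Sox2* and *Nanog* lie below both WT libraries in all 8 KO libraries, and *Pou5f1* in 6 of them.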

Gene expression of *Ccna2* and the cell cycle inhibitors *Cdkn1a* (*p21*) and *Cdkn1b* (*p27*) whose protein products were reported to interact with and/or be regulated by DNTTIP1 were also unaffected in *Dnttip1* KO and *Elmsan1* KO mESCs (Figure 1—figure supplement 3F; Hein et al., 2015; Huttlin et al., 2015; Pagliuca et al., 2011; Sawai et al., 2018). Together, this suggests that loss of MiDAC function does not impair self-renewal and pluripotency in mESCs and that MiDAC’s role in controlling proliferation and the cell cycle is largely cell type or context-dependent. 

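*Ccna2* (ENSMUSG00000027715, chromosome 3 from 36463788 to 36471072) was at 79.4 ± 4.73 FPKM (SD, n = 2) in WT, 76.3 ± 10.4 FPKM in *Dnttip1* KO and 80.0 ± 3.91 FPKM in *Elmsan1* KO mESCs (SD, n = 4 each), with log2 fold changes of -0.09 (adjusted p = 0.66) and -0.01 (adjusted p = 0.918). *Cdkn1a* (ENSMUSG00000023067, chromosome 17 from 29227924 to 29237667) was at 32.8 ± 2.04 FPKM (SD, n = 2), 33.5 ± 1.71 FPKM and 42 ± 6.4 FPKM (SD, n = 4 each). Its log2 fold changes were 0.0064 (standard error 0.0632, adjusted p = 0.962) and 0.32 (standard error 0.134, adjusted p = 0.181), with E2E8 at 0.51 and E2G7 at 0.14, and the difference of 0.37 between these clones had an adjusted p of 0.00116. *Cdkn1b* (ENSMUSG00000003031, chromosome 6 from 134870419 to 134875531) was at 24.2 ± 1.51 FPKM (SD, n = 2), 25.0 ± 4.42 FPKM and 29.3 ± 2.52 FPKM (SD, n = 4 each). The log2 fold changes were 0.0081 (standard error 0.157, adjusted p = 0.982) and 0.25 (standard error 0.0829, adjusted p = 0.111). The near-zero value in *Dnttip1* KO mESCs averages -0.21 in D2A7 and 0.22 in D1E6, a difference between the clones of -0.43 (adjusted p = 0.00098), and D1E6 is a clone in which genes on chromosome 6 were raised as a whole. The signs of the changes in *Ccna2* in *Elmsan1* KO and in *Cdkn1a* and *Cdkn1b* in *Dnttip1* KO mESCs were not stable when libraries were left out in turn. The 3 genes as a set gave adjusted p-values of 0.821 and 0.269 by camera and 0.765 and 0.0394 by fry in *Dnttip1* KO and *Elmsan1* KO mESCs.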

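Called separately against WT in each of the 4 clones, 212 genes were lower and 126 higher in all of them, and 192 and 116 of these were in the common sets called with pooled clones. Of the 36 downregulated genes in Figure 1G, 22 were called in all 4 clones, and 30 of the 126 genes that were higher in all clones lie on chromosome 8. A direct comparison of the 4 *Dnttip1* KO with the 4 *Elmsan1* KO libraries, which does not involve WT, tested 17600 genes and called 73 lower and 195 higher in *Dnttip1* KO mESCs. At an adjusted p under 0.05, 1 was lower and 5 were higher, and 2783 genes had an unadjusted p under 0.05. Direct comparisons of clones of the same knockout, with 2 libraries on each side, gave 2198 called genes for D2A7 against D1E6. For E2E8 against E2G7 the number was 2299. Their error is the spread between libraries of a clone, whereas the comparison of the knockouts also holds differences between clones in its error. The counts therefore do not measure how much clones differ relative to knockouts. Over the 12216 expressed genes compared, the log2 fold changes from WT of D1E6 and E2G7, clones of different knockouts, were correlated with r = 0.917, and those of the other pairs of clones with r between 0.308 and 0.619. From its findings in mESCs, the paper proposes that the targets of both proteins are highly similar.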

Rather, our findings indicate that DNTTIP1 and ELMSAN1 regulate a highly similar set of target genes in mESCs and that MiDAC controls a neurodevelopmental gene expression program, including genes that are important regulators of neurite outgrowth and morphogenesis.

### MiDAC regulates neurite outgrowth

To investigate the function of MiDAC in neuronal development, we differentiated mESCs into neuro-ectoderm (NE) (Figure 2A; Li et al., 2009). We evaluated WT, *Dnttip1* KO and *Elmsan1* KO NE after 8 days of differentiation, a time point that corresponds to the initiation of differentiation into neural progenitor cells (NPCs), which is accompanied by increased expression of *nestin* (*Nes*) and *Pax6* as well as increased protein levels of the early NE differentiation markers, PAX6 and MASH1. No significant differences in mRNA and protein levels of the above-mentioned NPC markers were detected between WT and *Dnttip1* KO or *Elmsan1* KO cells at day 0 or day 8 (Figure 2—figure supplement 1A-D). Moreover, PAX6-positive cells from WT, *Dnttip1* KO and *Elmsan1* KO NE at day 8 displayed a similar cell cycle profile, indicating no differences in cell cycle distribution in NPCs (Figure 2—figure supplement 1E). These results demonstrate that loss of MiDAC function in mESCs does not affect the initiation of differentiation into the NE lineage. Upon extended differentiation through day 12, many WT cells underwent extensive morphological changes and developed into mature neurons with long neurites while the neurite length of *Dnttip1* KO and *Elmsan1* KO neurons was substantially shorter (Figure 2B). Consistent with these observations, *Dnttip1* KO and *Elmsan1* KO neurons showed significantly reduced *Tubb3* and *Map2* mRNA levels (immature and mature neuron marker genes, respectively) compared to WT neurons, suggesting that loss of MiDAC function affects neuronal maturation and/or differentiation (Figure 2C and D). *Dnttip1* KO and *Elmsan1* KO neurons also showed a significant decrease in the average neurite length per neuron as well as the total number of neurites per neuron compared to WT neurons as assessed by MAP2 staining at day 12 of differentiation (Figure 2B,E,F). However, the percentage of neurons within the total differentiated cell population remained unchanged between WT and *Dnttip1* KO or *Elmsan1* KO NE (Figure 2G; Figure 2—figure supplement 1F). We next performed qRT-PCR at day 12 for a subset of NE genes involved in neurite outgrowth and morphogenesis. Similar to our findings in mESCs, *Dnttip1* KO and *Elmsan1* KO NE showed decreased expression of several positive regulators of neuronal development and axon guidance (e.g., *Slit3*, *Ntn1*, *Ncam1*) as well as increased expression of repressors of neuronal development (e.g., *Spry4*, *Id1*, *Pacsin1*) compared to WT neurons (Figure 2H). Overall, our data suggest that MiDAC is required to transcriptionally control a gene set of regulators that are important for neuronal maturation or neurite outgrowth but that loss of MiDAC function does not affect initiation of neuronal differentiation per se.

**Figure 2.**
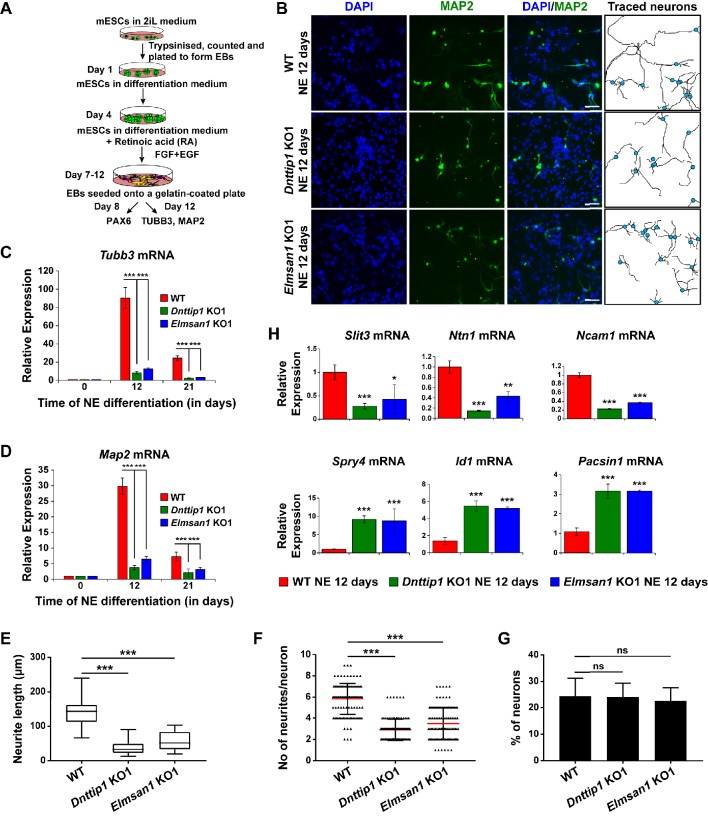
MiDAC regulates neurite outgrowth. (**A**) Schematic outline of neuro-ectoderm (NE) differentiation protocol. (**B**) MAP2 immunofluorescence (IF) staining of WT, *Dnttip1* KO1 and *Elmsan1* KO1 NE after 12 days of differentiation. Nuclei were stained with DAPI. For analysis the neuronal cell body (blue) and its neurites were manually traced with ImageJ software. The white scale bar represents 20 µm. (**C, D**) qRT-PCR for (**C**) *Tubb3* and (**D**) *Map2* mRNA in WT, *Dnttip1* KO1 and *Elmsan1* KO1 mESCs (day 0) and NE after 12 and 21 days of differentiation. Expression was normalized to *Gapdh*. (**E–G**) Quantification of (**E**) neurite length, (**F**) the total number of neurites per neuron and (**G**) the percentage of neurons within the total cell population from traced neurites in WT, *Dnttip1* KO1 and *Elmsan1* KO1 neurons after 12 days of differentiation as determined by MAP2 IF. (**E, F**) The neurites of 200 neurons within the total cell population were assessed per genotype. (**H**) Gene expression levels of the indicated neurodevelopmental genes in WT, *Dnttip1* KO1 and *Elmsan1* KO1 NE after 12 days of differentiation as analyzed by qRT-PCR. Expression was normalized to *Gapdh*. Unpaired t-test was performed throughout where ***, p≤0.001; **, p≤0.01; *, p≤0.05; and ns, p>0.05 is not significant.

**Figure 2—figure supplement 1.**
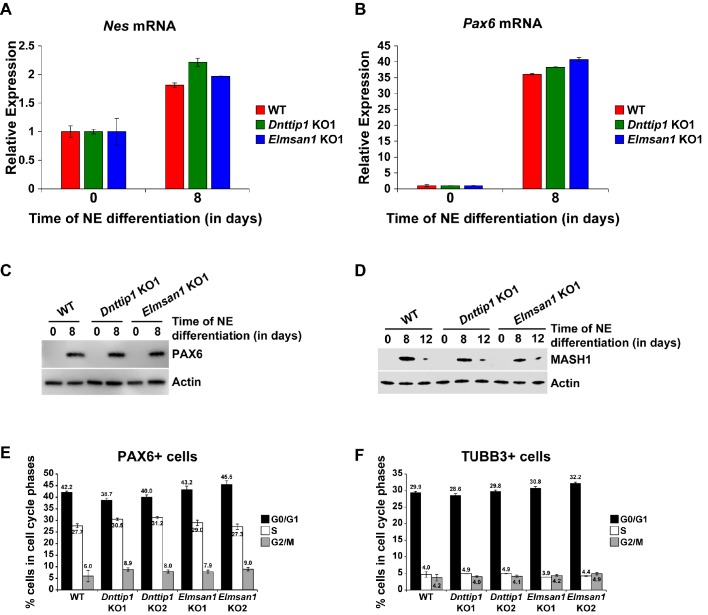
Loss of MiDAC function does not alter the differentiation and cell cycle distribution of neural progenitor cells. (**A, B**) qRT-PCR for (**A**) *Nes* and (**B**) *Pax6* mRNA in WT, *Dnttip1* KO1 and *Elmsan1* KO1 mESCs and NE after 8 days of differentiation. Expression was normalized to *Gapdh*. (**C, D**) WB for (**C**) PAX6 and (**D**) MASH1 from total cell lysates of WT, *Dnttip1* KO1 and *Elmsan1* KO1 mESCs and NE after (**C**) 8 days and (**D**) 8 and 12 days of differentiation. Actin is the loading control. (**E, F**) Cell cycle distribution of (**E**) PAX6 positive and (**F**) TUBB3 positive cells of WT, *Dnttip1* KO (KO1 and KO2) and *Elmsan1* KO (KO1 and KO2) NE after (**E**) 8 and (**F**) 12 days of differentiation. Black: G0/G1 phase. White: S phase. Gray: M phase.

### MiDAC binds to and modulates the expression of genes that regulate neural differentiation and neurite outgrowth

To better understand how MiDAC regulates gene expression in mESCs, we performed ChIP sequencing (ChIP-seq) in WT, *Dnttip1* KO and *Elmsan1* KO mESCs to map the genome-wide occupancy of DNTTIP1. This analysis identified 61,505 DNTTIP1-specific peaks, of which 22% localized within +/- 1 kb of a transcription start site (TSS) (Figure 3A; Supplementary file 3). The remaining 78% of DNTTIP1 binding sites were located upstream of (24%), downstream of (12%), or within (43%) a gene. Of the 47,657 non-TSS DNTTIP1 peaks, a majority (84%) was found at a distance of >5 kb from the TSS (Figure 3A; Supplementary file 3). Interestingly, a significant number of DNTTIP1 binding sites overlapped with the active histone marks H3K4me1 and/or H3K27ac and TSS-associated DNTTIP1 peaks were strongly enriched for the active histone mark H3K4me3 along with H3K27ac and H3K4me1 (Figure 3B; Figure 3—figure supplement 1A). Furthermore, low DNTTIP1 binding at TSS correlated with increased enrichment of the repressive histone mark H3K27me3 (Figure 3—figure supplement 1A). Non-TSS DNTTIP1 binding sites were enriched for the enhancer marks H3K4me1 and H3K27ac, hinting at a potential role for DNTTIP1 in enhancer-mediated processes (Figure 3—figure supplement 1A). We next correlated our DNTTIP1 ChIP-seq data with gene expression data from *Dnttip1* KO mESCs. This analysis revealed that out of 493 downregulated genes in *Dnttip1* KO mESCs, 358 genes (73%) were bound by DNTTIP1, while out of 368 upregulated genes in *Dnttip1* KO mESCs, 314 genes (85%) were occupied by DNTTIP1 at either their promoters or other gene regulatory regions such as enhancers (Figure 3C; Figure 3—figure supplement 1B and C; Supplementary file 4). Importantly, an even higher proportion of differentially expressed neurodevelopmental genes was also bound by DNTTIP1 (36 out of 39 (92%) in the downregulated and 22 out of 23 (96%) in the upregulated category) (Supplementary file 4). This overlap is highly significant and indicates that the majority of DEGs in *Dnttip1* KO mESCs constitute direct targets of DNTTIP1, including important regulators of neuronal differentiation and neurite outgrowth. Moreover, motif analysis of DNTTIP1 peaks revealed that DNTTIP1 binding sites associated with down- or upregulated genes in *Dnttip1* KO mESCs are selectively enriched for transcription factor (TF) binding motifs, including some that have been implicated in neurogenesis (Figure 3—figure supplement 1D). These TFs include RBFOX2 (associated with genes upregulated in *Dnttip1* KO mESCs) and ELK1, a member of the ETS TF family (associated with genes downregulated in *Dnttip1* KO mESCs) (Figure 3—figure supplement 1D; Besnard et al., 2011; Gehman et al., 2012). We further assessed the relationship between DNTTIP1 and ELMSAN1 by determining the genome-wide occupancy pattern of DNTTIP1 in *Elmsan1* KO mESCs. While no DNTTIP1 binding to chromatin could be detected in *Dnttip1* KO mESCs, DNTTIP1 association with chromatin was strongly reduced in the absence of ELMSAN1 (Figure 3D). However, some DNTTIP1 enrichment in *Elmsan1* KO mESCs could still be observed, suggesting that DNTTIP1 retains the ability to bind to chromatin when ELMSAN1 is depleted (Figure 3D). To study the genome-wide MiDAC binding landscape in mESCs, we compared the occupancy patterns of DNTTIP1 and HDAC1. We found that many DNTTIP1-bound regions (58%) also displayed considerable enrichment for HDAC1, and that 40% of all HDAC1 peaks colocalized with DNTTIP1 (Figure 3E). Considering that HDAC1 also exists within several other complexes, including SIN3, NuRD, and CoREST, this finding suggests that a significant number of HDAC1-occupied loci is bound by MiDAC. Collectively, our findings suggest that MiDAC localizes genome-wide to enhancers and promoters in mESCs, thereby transcriptionally activating or inhibiting neurodevelopmental genes. We next examined activators and repressors of neurite outgrowth more specifically. We investigated SLIT3 and NETRIN1 (NTN1), which are key ligands of the SLIT/ROBO and NETRIN/DCC/UNC signaling pathways, and are regulators of neuron maturation and neurite outgrowth but are also playing roles in angiogenesis, lung morphogenesis, mammary gland development and cancer progression involving processes such as cell migration, cell interaction and cell adhesion (Bashaw and Klein, 2010; Blockus and Chédotal, 2016; Lai Wing Sun et al., 2011; Seiradake et al., 2016). Both *Slit3* and *Ntn1* mRNA levels were decreased in *Dnttip1* KO and *Elmsan1* KO versus WT mESCs and NE (Figures 1G and 2H; Supplementary file 2). Furthermore, DNTTIP1 was directly bound to the promoters and putative intra- and intergenic enhancers of *Slit3* and *Ntn1* in mESCs and many of these gene regulatory elements were also co-bound by HDAC1 (Figure 3F; Figure 3—figure supplement 1E). Conversely, a repressor of neurite outgrowth and morphogenesis, *sprouty4* (*Spry4*), and an inhibitor of neural differentiation, *Id1*, were both transcriptionally upregulated in mESCs and NE upon loss of DNTTIP1 or ELMSAN1 (Figures 1G and 2H; Supplementary file 2; Alsina et al., 2012; Lyden et al., 1999; Nam and Benezra, 2009). 

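In mESCs, *Slit3* (ENSMUSG00000056427, chromosome 11 from 34934726 to 35522009) was at 0.558 ± 0.0881 FPKM (SD, n = 2) in WT, 0.045 ± 0.0258 FPKM (SD, n = 4) in *Dnttip1* KO and 0.0261 ± 0.00809 FPKM (SD, n = 4) in *Elmsan1* KO libraries. These values rest on 117 and 114 fragments in the WT libraries and on 7 to 26 fragments in each KO library. The log2 fold changes were -2.21 (standard error 0.247, adjusted p = 0.00791) and -2.40 (standard error 0.198, adjusted p = 0.00297). They ranged from -1.99 in D2A7 to -2.47 in E2G7, with all 8 KO libraries below both WT libraries. Over the alternative ways of processing, the highest adjusted p of *Slit3* was 0.0994 in *Dnttip1* KO and 0.097 in *Elmsan1* KO mESCs. At this level the size of the change depends on the pseudocount, with -3.52 and -4.02 for a pseudocount of 0.01 and -0.58 and -0.61 for a pseudocount of 1, which takes *Slit3* below the 1.5-fold threshold in *Dnttip1* KO mESCs. *Ntn1* (ENSMUSG00000020902, chromosome 11 from 68022866 to 68214325) was at 25.0 ± 0.544 FPKM (SD, n = 2) in WT, 14.1 ± 2.1 FPKM (SD, n = 4) in *Dnttip1* KO and 12.8 ± 0.517 FPKM (SD, n = 4) in *Elmsan1* KO mESCs, with 4813 and 6052 fragments in the WT libraries. Its log2 fold changes were -0.86 (standard error 0.139, adjusted p = 0.0198) and -0.99 (standard error 0.0589, adjusted p = 0.00138), and all 8 KO libraries lay below both WT libraries. The highest adjusted p of *Ntn1* over the alternatives was 0.0847 in *Dnttip1* KO and 0.0286 in *Elmsan1* KO mESCs. The decrease was smaller in D2A7 (-0.67) than in D1E6 (-1.05), a difference of 0.38 with an adjusted p of 0.00265. Neuro-ectoderm libraries were not analysed here.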

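*Spry4* (ENSMUSG00000024427, chromosome 18 from 38745922 to 38760922) was at 0.412 ± 0.0219 FPKM (SD, n = 2) in WT, 2.38 ± 2.01 FPKM (SD, n = 4) in *Dnttip1* KO and 1.2 ± 0.83 FPKM (SD, n = 4) in *Elmsan1* KO mESCs. Its log2 fold changes of 1.76 (standard error 0.883, adjusted p = 0.257) and 1.06 (standard error 0.634, adjusted p = 0.329) were not called, although all 8 KO libraries lay above both WT libraries. The increase was found mainly in a single clone of each knockout, with log2 fold changes of 3.02 in D1E6 and 1.96 in E2G7 against 0.51 in D2A7 and 0.16 in E2E8. The differences between the clones, -2.51 for D2A7 against D1E6 (adjusted p = 0.000443) and -1.80 for E2E8 against E2G7 (adjusted p = 0.000703), were far larger than those between libraries of a clone. *Id1* (ENSMUSG00000042745, chromosome 2 from 152561987 to 152563146) was at 0.508 ± 0.0526 FPKM (SD, n = 2) in WT, 1.41 ± 0.103 FPKM (SD, n = 4) in *Dnttip1* KO and 0.978 ± 0.688 FPKM (SD, n = 4) in *Elmsan1* KO mESCs, from 17 and 24 fragments in the WT libraries. In *Dnttip1* KO mESCs the log2 fold change was 1.29 (standard error 0.126, adjusted p = 0.0058), with all 4 libraries above WT, and the call was lost only when all 10 libraries were fitted together (adjusted p = 0.147, against 0.00482 to 0.147 over the alternatives). In *Elmsan1* KO mESCs it was 0.56 (standard error 0.615, adjusted p = 0.595), with E2G7 at 1.42 and E2E8 at -0.31, below WT, and the difference of -1.73 between these clones had an adjusted p of 0.0015. The direct comparison of the knockouts gave *Id1* a log2 fold change of 0.73 (adjusted p = 0.398).

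**Figure D4:**
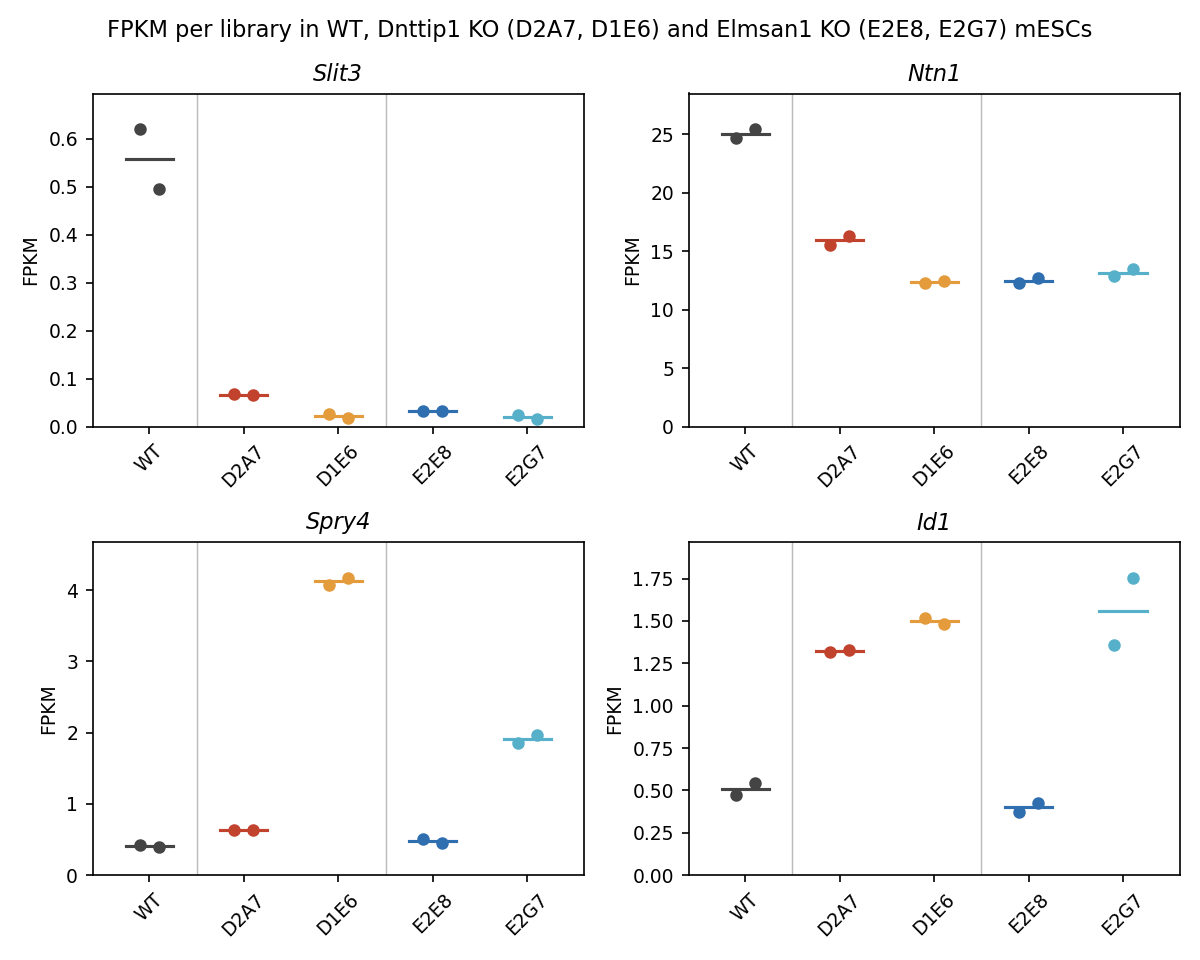
FPKM of *Slit3*, *Ntn1*, *Spry4* and *Id1* in each library of WT mESCs and of the clones D2A7 and D1E6 (*Dnttip1* KO) and E2E8 and E2G7 (*Elmsan1* KO). Points are libraries, horizontal lines are the means of 2 libraries, and the axes start at 0. *Slit3* and *Ntn1* lie below WT in every clone, *Spry4* is highest in D1E6 and E2G7, and *Id1* lies below WT in E2E8.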

DNTTIP1 and HDAC1 co-occupied the promoters and putative enhancers of *Spry4* and *Id1* (Figure 3G; Figure 3—figure supplement 1F). In summary, these results indicate that MiDAC binds to regulatory regions of activators and repressors of neural differentiation and neurite outgrowth, thereby positively or negatively modulating their transcriptional output, which is in accordance with the phenotypic defects observed in *Dnttip1* KO and *Elmsan1* KO neurons (Figure 2B,E,F). We next sought to identify potential histone substrates of MiDAC by screening for global changes of several histone acetylation marks in WT, *Dnttip1* KO, and *Elmsan1* KO mESCs. Of the histone acetylation marks tested, only H4K20ac was found to be consistently increased in *Dnttip1* KO and *Elmsan1* KO mESCs, suggesting that H4K20ac could be a major MiDAC substrate (Figure 3H). 

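Downregulated genes made up 49.8% of the DEGs in *Dnttip1* KO and 57.3% of those in *Elmsan1* KO mESCs. The balance depended on which genes were tested and how. Restricted to genes with a mean of at least 1 FPKM, the same test called 288 downregulated and 375 upregulated genes in *Dnttip1* KO (43.4% down) and 276 and 327 in *Elmsan1* KO mESCs (45.8% down). With limma's voom on the fragments recovered from the FPKM, 60.0% and 67.2% of the DEGs were downregulated. Voom is the method the paper names for its own test, and was chosen here as an alternative after seeing the data. Genes on chromosome 8, which make up 5.05% and 5.13% of the tested genes, made up 104 of the 569 upregulated genes in *Dnttip1* KO (18.3%) and 21.4% of the 472 in *Elmsan1* KO mESCs, and chromosome 6 added 41 and 50. When the medians of chromosomes 6 and 8 were set to that of WT in each clone, also a choice made after seeing the data, 599 genes were called downregulated and 454 upregulated in *Dnttip1* KO (56.9% down), and 672 and 354 in *Elmsan1* KO mESCs (65.5% down).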

Interestingly, H4K20ac has been recently described as a repressive histone acetylation mark, and its targeting by MiDAC might explain why we observed a greater number of downregulated compared to upregulated genes in *Dnttip1* KO and *Elmsan1* KO mESCs versus WT mESCs (Kaimori et al., 2016).

**Figure 3.**
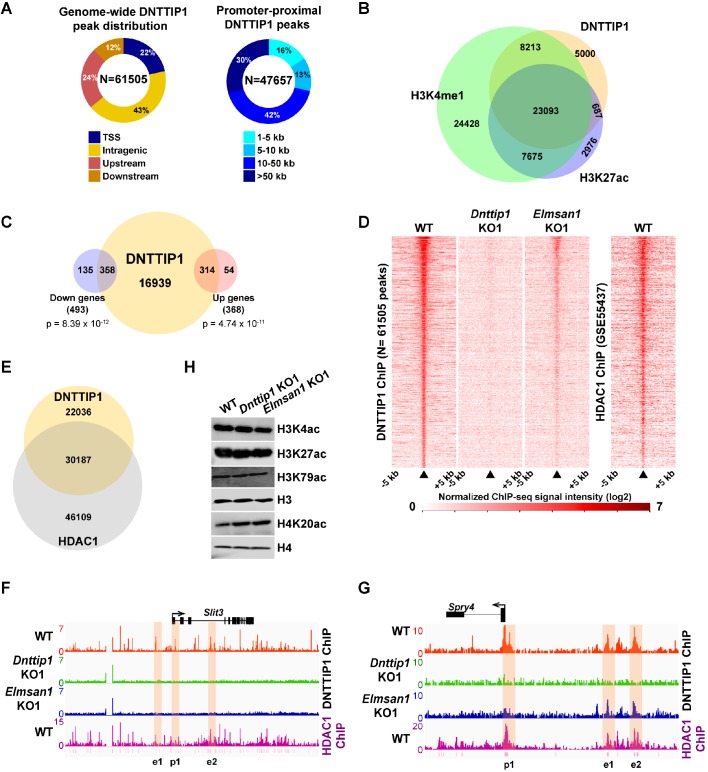
MiDAC binds to and modulates the expression of genes that regulate neural differentiation and neurite outgrowth. (**A**) Pie charts displaying the genome-wide distribution (left) and promoter distal distribution (right) of DNTTIP1 in WT mESCs. DNTTIP1 peaks within 1 kb of the transcription start site (TSS) were assigned to TSS. (**B**) Venn Diagram depicting the overlap between DNTTIP1, H3K4me1 and H3K27ac peaks in WT mESCs. (**C**) Venn diagram showing the number of downregulated and upregulated genes in *Dnttip1* KO (KO1 and KO2) versus WT mESCs that are bound by DNTTIP1 in WT mESCs. (**D**) Heatmaps displaying the genome-wide distribution of all DNTTIP1 binding sites in WT, *Dnttip1* KO1 and *Elmsan1* KO1 mESCs sorted by enrichment in descending order in WT mESCs and compared to HDAC1 occupancy in WT mESCs. The color scale depicts the normalized ChIP-seq signal intensity (log_2_ CPM per 20 bp bin). (**E**) Venn diagram showing the co-occupancy between DNTTIP1 and HDAC1 peaks in WT mESCs. (**A–E**) DNTTIP1, H3K4me1 and H3K27ac ChIP-seq peaks were determined based on the average of two replicates each from WT mESCs and where applicable based on the average of two replicates each from *Dnttip1* KO1 and *Elmsan1* KO1 mESCs, respectively. HDAC1 ChIP-seq data were obtained from GSE55437. Downregulated and upregulated genes were determined based on two biological replicates each from WT mESCs and two *Dnttip1* KO (KO1 and KO2) clones. (**F, G**) ChIP-seq profiles of the (**F**) *Slit3* and (**G**) *Spry4* loci for DNTTIP1 in WT, *Dnttip1* KO1 and *Elmsan1* KO1 mESCs and for HDAC1 in WT mESCs. Promoter and putative enhancer regions used for manual ChIP experiments in Figure 4 are highlighted by orange boxes. The track files depict the average of two ChIP-seq replicates each from WT mESCs and the average of two replicates each from the *Dnttip1* KO1 and *Elmsan1* KO1 clone, respectively. (**H**) WB for the specified histone acetylation marks from total cell lysates of WT, *Dnttip1* KO1 and *Elmsan1* KO1 mESCs. H3 and H4 are loading controls.

**Figure 3—figure supplement 1.**
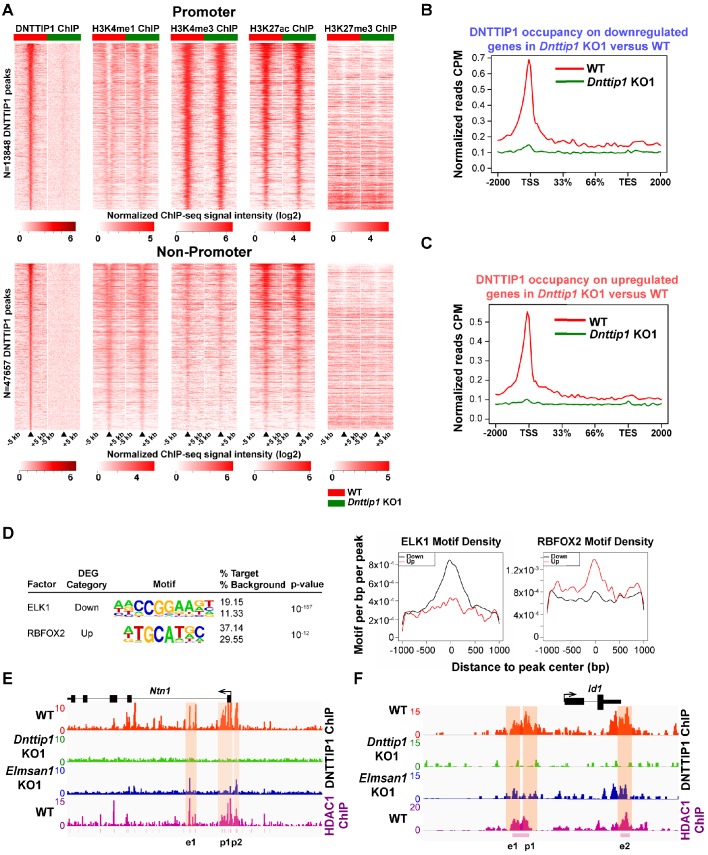
MiDAC binds to and modulates the expression of genes that regulate neural differentiation and neurite outgrowth. (**A**) Heatmaps displaying the genome-wide distribution of all DNTTIP1 binding sites on promoters (TSS) and promoter-distal elements in WT and *Dnttip1* KO1 mESCs sorted by enrichment in descending order in WT mESCs and compared to H3K4me1, H3K4me3, H3K27ac and H3K27me3 occupancy in WT and *Dnttip1* KO1 mESCs. The color scale depicts the normalized ChIP-seq signal intensity (log_2_ CPM per 20 bp bin). (**B, C**) Occupancy plots displaying the average DNTTIP1 enrichment over gene bodies stratified by (**B**) transcriptionally down- (FC <−1.5, p<0.01) or (**C**) upregulated (FC >1.5, p<0.01) genes in WT versus *Dnttip1* KO1 mESCs. (**D**) De novo motif analysis of DNTTIP1-bound genes that are down- or upregulated in *Dnttip1* KO1 versus WT mESCs with motif-enrichment plots for ELK1 and RBFOX2. (**E, F**) ChIP-seq profiles of the (**E**) *Ntn1* and (**F**) *Id1* loci for DNTTIP1 in WT, *Dnttip1* KO1 and *Elmsan1* KO1 mESCs and for HDAC1 in WT mESCs. Promoter and putative enhancer regions used for manual ChIP experiments Figure 4—figure supplement 1 are highlighted by orange boxes. (**A–F**) Enrichment of DNTTIP1, H3K4me1, H3K4me3, H3K27ac, H3K27me3 and motif density was determined based on the average of two ChIP-seq replicates each from WT mESCs and where applicable based on the average of two replicates each from the *Dnttip1* KO1 and *Elmsan1* KO1 clone, respectively. HDAC1 ChIP-seq data were obtained from GSE55437.

### MiDAC directly targets positive and negative regulators of neurite outgrowth during neural differentiation

To further decipher the role of MiDAC in regulating select target genes during neurogenesis, we performed ChIP analysis of DNTTIP1, ELMSAN1, HDAC1 and the histone acetylation marks H3K27ac (active) and H4K20ac (repressive) in NE after 12 days of differentiation. We focused our attention on the four previously described neurodevelopmental genes– *Slit3*, *Ntn1*, *Spry4*, and *Id1*– that we had identified as being bound by MiDAC in mESCs and transcriptionally regulated in mESCs and NE amongst other target genes (Figures 1G, 2H and 3F and G; Figure 3—figure supplement 1E and F). In WT NE, DNTTIP1, ELMSAN1, and HDAC1 occupied the promoter regions and putative enhancer regions of all four genes, and MiDAC binding was abrogated in *Dnttip1* KO and *Elmsan1* KO NE (Figure 4A–C and F–H; Figure 4—figure supplement 1A-C and F-H). Interestingly, we observed gene-specific changes in the active histone mark H3K27ac and the repressive histone mark H4K20ac depending on whether a gene was upregulated or downregulated in *Dnttip1* KO and *Elmsan1* KO compared to WT mESCs and NE. For example, genes that were positively regulated by MiDAC in NE, such as *Slit3* and *Ntn1*, displayed a strong increase in H4K20ac in *Dnttip1* KO and *Elmsan1* KO versus WT NE on promoter and associated enhancer regions without major changes in H3K27ac (Figure 4D and E; Figure 4—figure supplement 1D and E). The reverse scenario was observed for genes that were repressed by MiDAC in NE cells, such as *Spry4* and *Id1*, which showed a higher enrichment of H3K27ac at their promoter and putative enhancer regions without any alteration in H4K20ac in *Dnttip1* KO and *Elmsan1* KO compared to WT NE (Figure 4I and J; Figure 4—figure supplement 1I and J). In summary, our data indicate that MiDAC differentially regulates the active H3K27ac and repressive H4K20ac marks on neurodevelopmental genes during neurogenesis. Furthermore, genes that are positively regulated by MiDAC tend to be activators of neurite outgrowth and morphogenesis, whereas genes that are under negative control of MiDAC appear to be repressors of neural differentiation.

**Figure 4.**
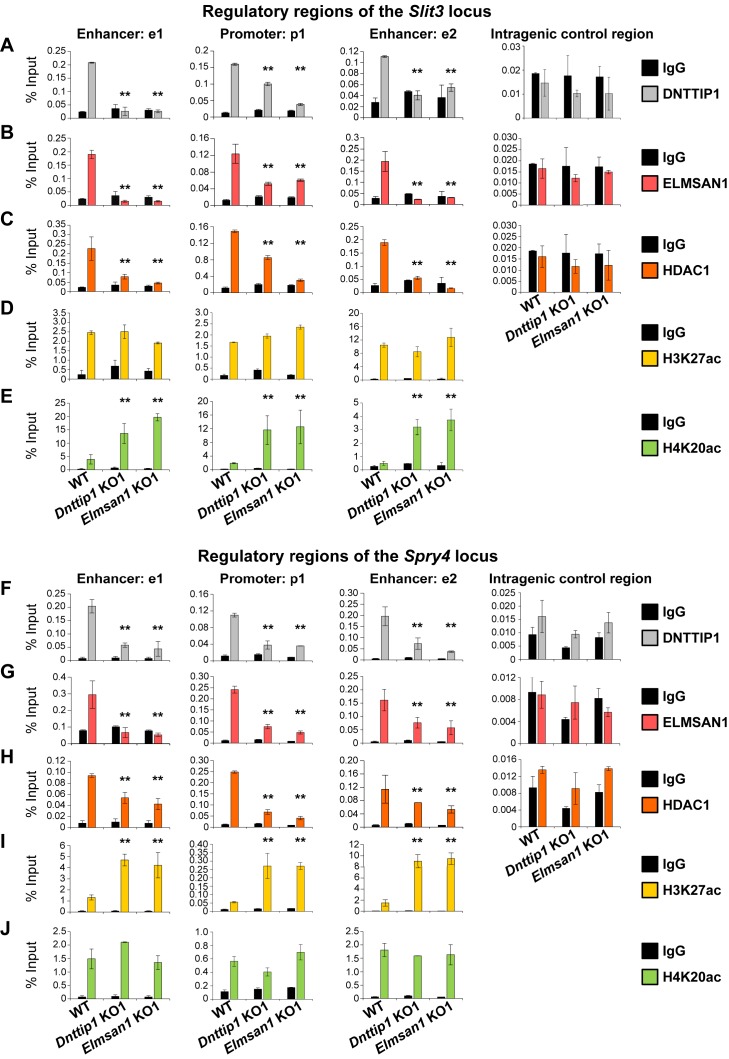
MiDAC directly targets positive and negative regulators of neurite outgrowth during neural differentiation. (**A–J**) qPCR from manual ChIP experiments against (**A, F**) DNTTIP1, (**B, G**) ELMSAN1, (**C, H**) HDAC1, (**D, I**) H3K27ac and (**E, J**) H4K20ac from WT, *Dnttip1* KO1 and *Elmsan1* KO1 NE targeting select promoter, putative enhancer and intragenic control regions of (**A–E**) *Slit3* or (**F-J**) *Spry4* loci as highlighted in Figure 3F and G. IgG was used as a control antibody. Unpaired t-test was performed throughout where **, p≤0.01; and ns, p>0.05 is not significant.

**Figure 4—figure supplement 1.**
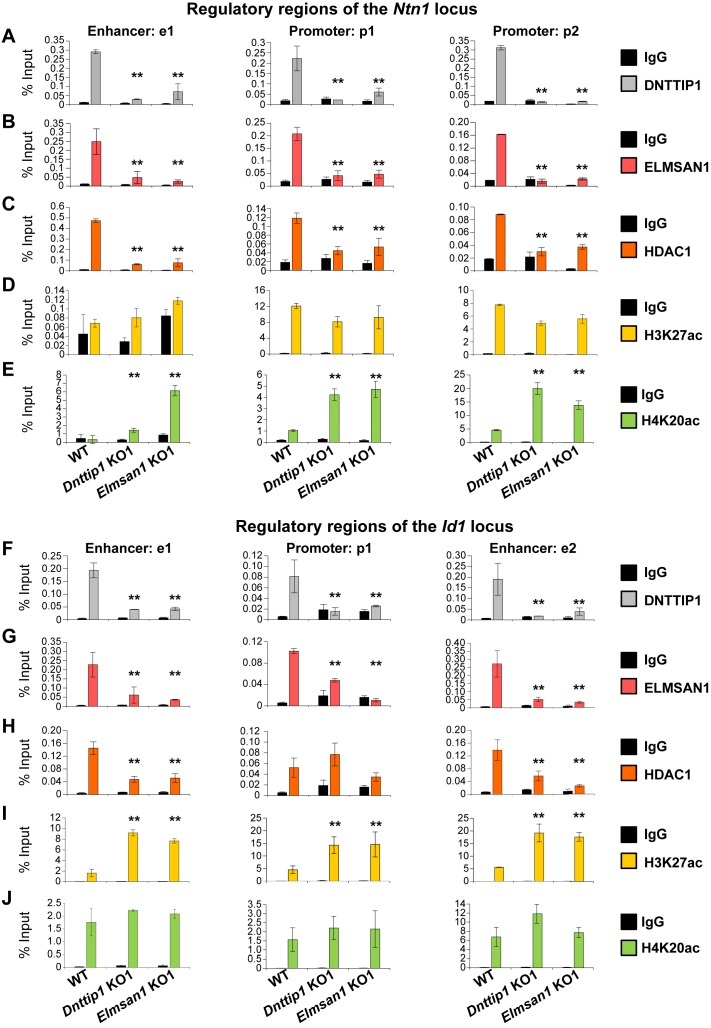
MiDAC directly targets positive and negative regulators of neurite outgrowth during neural differentiation. (**A–J**) qPCR from manual ChIP experiments against (**A, F**) DNTTIP1, (**B, G**) ELMSAN1, (**C, H**) HDAC1, (**D, I**) H3K27ac and (**E, J**) H4K20ac from WT, *Dnttip1* KO1 and *Elmsan1* KO1 NE targeting select promoter, putative enhancer and intragenic control regions of (**A–E**) the *Ntn1* or (**F-J**) the *Id1* loci as highlighted in Figure 3—figure supplement 1E and F. IgG was used as a control antibody. Unpaired t-test was performed throughout where **, p≤0.01; and ns, p>0.05 is not significant.

**Figure 4—figure supplement 2.**
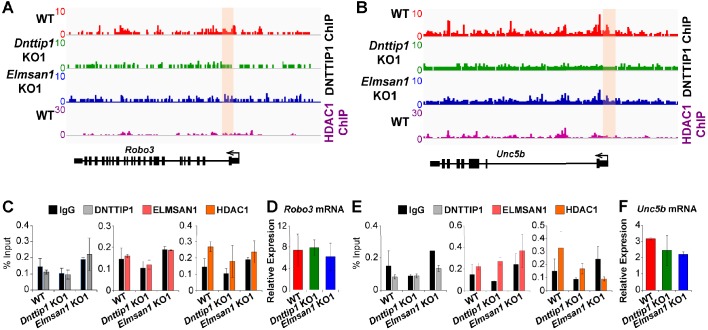
MiDAC does not transcriptionally regulate the genes of the ROBO3 and UNC5B receptors of the SLIT3 and NTN1 signaling pathways. (**A, B**) ChIP-seq profiles of the (**A**) *Robo3* and (**B**) *Unc5b* loci for DNTTIP1 in WT, *Dnttip1* KO1 and *Elmsan1* KO1 mESCs and for HDAC1 in WT mESCs. Promoter regions used for manual ChIP experiments in (**C**) and (**E**) are highlighted by orange boxes. DNTTIP1 ChIP-seq peaks were determined based on the average of two replicates each from WT mESCs and based on the average of two replicates each from the *Dnttip1* KO1 and *Elmsan1* KO1 clone, respectively. HDAC1 ChIP-seq data were obtained from GSE55437. (**C**) qPCR from manual ChIP experiments against DNTTIP1, ELMSAN1 and HDAC1 from WT, *Dnttip1* KO1 and *Elmsan1* KO1 NE targeting the promoter of the *Robo3* locus as highlighted in (**A**). IgG was used as a control antibody. (**D**) qRT-PCR for *Robo3* mRNA in WT, *Dnttip1* KO1 and *Elmsan1* KO1 NE after 12 days of differentiation. Expression was normalized to Gapdh. (**E**) qPCR from manual ChIP experiments against DNTTIP1, ELMSAN1 and HDAC1 from WT, *Dnttip1* KO1 and *Elmsan1* KO1 NE targeting the promoter of the *Unc5b* locus as highlighted in (**B**). IgG was used as a control antibody. (**F**) qRT-PCR for *Unc5b* mRNA in WT, *Dnttip1* KO1 and *Elmsan1* KO1 NE after 12 days of differentiation. Expression was normalized to *Gapdh*.

### MiDAC regulates neurite outgrowth via the SLIT3/ROBO3 and NTN1/UNC5B signaling pathways

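Of the 9 genes of the SLIT and NETRIN ligands (*Slit1*, *Slit2*, *Slit3*, *Ntn1*, *Ntn3*, *Ntn4*, *Ntn5*, *Ntng1* and *Ntng2*), 5 were expressed above the filter in mESCs, and *Slit3* and *Ntn1* were called downregulated in both knockouts. The other tested ligands were not called. *Slit2*, at 6.92 FPKM in WT, had log2 fold changes of -0.24 (adjusted p = 0.24) and -0.12 (adjusted p = 0.479) in *Dnttip1* KO and *Elmsan1* KO mESCs. *Slit1*, at 0.102 FPKM in WT, had 0.28 (adjusted p = 0.501) and 0.15 (adjusted p = 0.694), and *Ntn3*, at 0.406 FPKM, had 0.54 (adjusted p = 0.221) and 0.19 (adjusted p = 0.598). As a set, the 5 tested ligands gave adjusted p-values of 0.187 and 0.0533 by camera and 0.0828 and 0.00208 by fry.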

We noticed that several downregulated genes in *Dnttip1* KO and *Elmsan1* KO mESCs and NE encoded secreted ligands of the SLIT and NETRIN families, which are important regulators of neurite development and axon guidance signaling (Figures 1G and 2H). Furthermore, our findings also indicated that MiDAC is bound to promoters and enhancers of *Slit3* and *Ntn1*, suggesting that MiDAC directly activates the genes encoding these secreted ligands during neurogenesis (Figure 3F; Figure 3—figure supplement 1E). However, MiDAC did not transcriptionally regulate the genes of their cognate receptors *Robo3* and *Unc5b* in mESCs and NE and even though it was bound to the promoter and putative enhancer regions of *Unc5b* in mESCs no enrichment for MiDAC components was detected on the promoters of *Robo3* and *Unc5b* in NE (Figure 4—figure supplement 2A-F). Thus, we hypothesized that the observed defect in neurite outgrowth upon loss of MiDAC might be caused at least in part by transcriptional downregulation of *Slit3* and/or *Ntn1*. To address this question, we differentiated WT, *Dnttip1* KO and *Elmsan1* KO mESCs into NE for 12 days and supplemented *Dnttip1* KO and *Elmsan1* KO cells daily with conditioned medium (CM) from differentiating WT cells from day 7 onward (Figure 5—figure supplement 1A). 

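In mESCs, *Robo3* (ENSMUSG00000032128, chromosome 9 from 37223254 to 37240760) fell below the expression filter, with 0 to 4 fragments per library and a total of 1 fragment in the WT, 10 in the *Dnttip1* KO and 7 in the *Elmsan1* KO libraries, so that a change of this gene was not detectable at this depth. *Unc5b* (ENSMUSG00000020099, chromosome 10 from 60225358 to 60294329) was at 8.29 ± 0.21 FPKM (SD, n = 2) in WT, 14.2 ± 0.102 FPKM (SD, n = 4) in *Dnttip1* KO and 12.0 ± 3.06 FPKM (SD, n = 4) in *Elmsan1* KO mESCs, and all 8 KO libraries lay above both WT libraries. Its log2 fold change was 0.74 (standard error 0.0551, adjusted p = 0.00362) in *Dnttip1* KO mESCs, where it was called upregulated, with the same 0.74 in each clone. In *Elmsan1* KO mESCs it was 0.47 (standard error 0.233, adjusted p = 0.25), with 0.14 in E2E8 and 0.79 in E2G7, a difference of -0.65 between the clones (adjusted p = 0.00151). The knockouts compared directly differed by 0.28 (adjusted p = 0.396). Of the 10 SLIT and NETRIN receptor genes, 4 (*Robo1*, *Unc5a*, *Unc5b* and *Neo1*) were expressed above the filter, and *Unc5b* was the only one called in either knockout. As a set they gave adjusted p-values of 0.667 and 0.859 by camera and 0.00192 and 0.775 by fry in *Dnttip1* KO and *Elmsan1* KO mESCs. Levels in neuro-ectoderm were not analysed here.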

After 12 days of differentiation, NE was stained for MAP2 followed by analysis of neurite length (Figure 5A). Consistent with our previous findings, the average neurite length per neuron was reduced in *Dnttip1* KO and *Elmsan1* KO compared to WT neurons and was partly restored upon treatment with CM of WT NE (Figure 5A and B). Interestingly, classification of the neurite length into two categories, <50 µm or ≥50 µm, showed that only longer neurites (≥50 µm in length) were significantly affected in *Dnttip1* KO and *Elmsan1* KO neurons and could be selectively rescued by supplementation with WT CM (Figure 5B). The impairment of longer neurites upon loss of MiDAC function implies that MiDAC might either regulate neuronal maturation or neurite outgrowth at an advanced stage. In addition, the reduced number of neurites per neuron in *Dnttip1* KO and *Elmsan1* KO versus WT neurons was also significantly restored upon treatment with CM of WT NE (Figure 5C). To further validate these findings, we used a chamber assay to co-culture granule neuron progenitor cells (GNPs) in the lower chamber in parallel with differentiating WT, *Dnttip1* KO or *Elmsan1* KO NE in the upper chamber comprising a time window from day 7–12 of differentiation to induce neuronal network formation of GNPs (Figure 5—figure supplement 1B). Co-culturing of GNPs with differentiating WT NE resulted in extensive neuronal network formation, while neuronal network formation was severely impaired when GNPs were co-cultured with *Dnttip1* KO and *Elmsan1* KO NE (Figure 5—figure supplement 1C and D). In summary, these results suggest that the loss of MiDAC function in NE results in a lack of certain secretome components that are otherwise required for proper neurite outgrowth.

**Figure 5.**
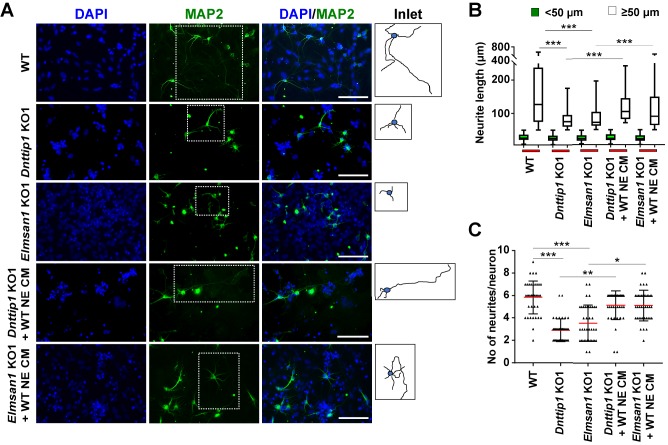
The regulatory role of MiDAC in neural differentiation and neurite outgrowth is carried out in part by secreted components. (**A**) MAP2 IF staining after 12 days of differentiation performed on WT, *Dnttip1* KO1 and *Elmsan1* KO1 NE supplemented daily with conditioned medium (CM) of WT NE from day 7–12. Nuclei were stained with DAPI. For analysis the neuronal cell body (blue) and its neurites (black) were manually traced with ImageJ software and for each sample one traced neuron is displayed in the inlet. The white scale bar represents 50 µm. (**B, C**) Quantification of (**B**) neurite length and (**C**) the total number of neurites per neuron from the MAP2 IF staining in (**A**) using ImageJ. (**B**) Neurite length was divided into two categories of short neurites <50 µm (green box plots) and longer neurites ≥50 µm (white box plots). (**B, C**) The neurites of 200 neurons were assessed per sample. One-way ANOVA was performed throughout where ***, p≤0.001; **, p≤0.01; and *, p≤0.05.

**Figure 5—figure supplement 1.**
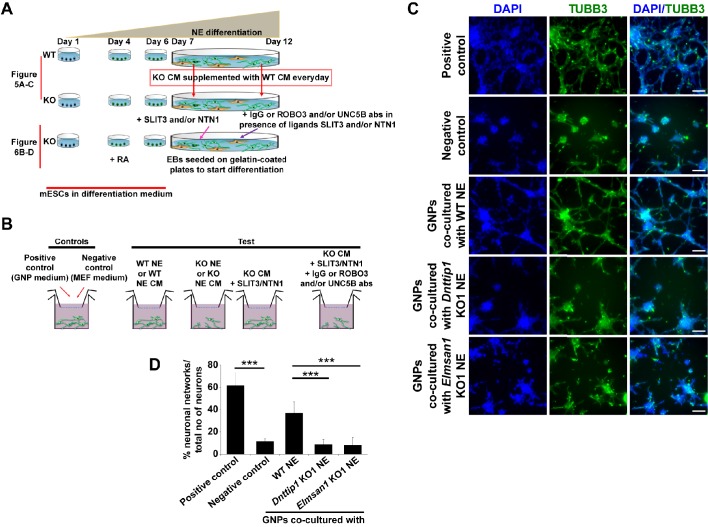
The regulatory role of MiDAC in neural differentiation and neurite outgrowth is carried out in part by secreted components. (**A**) Experimental outline of assay to rescue neurite outgrowth defects in *Dnttip1* KO1 or *Elmsan1* KO1 NE as described in Figures 5A–C and 6B–D. (**B**) Experimental outline of the chamber assay to rescue the neuronal network formation defects of granule neuron progenitor (GNP)-derived neurons co-cultured with *Dnttip1* KO1 or *Elmsan1* KO1 NE as described in (**C**) and (**D**) or CM of *Dnttip1* KO1 or *Elmsan1* KO1 NE as described in Figure 6—figure supplement 1A and B. (**C**) Chamber assay utilizing GNPs that were co-cultured in the lower chamber in parallel with differentiating WT, *Dnttip1* KO1 or *Elmsan1* KO1 NE in the upper chamber comprising a time window from day 7–12 of differentiation to induce neuronal network formation from GNPs. Defined differentiation-inducing GNP medium was used as a positive and CM from mouse embryonic fibroblasts (MEFs) as a negative control. TUBB3 IF staining of GNP-derived neuronal networks was performed after 6 days of differentiation. Nuclei were stained with DAPI. The white scale bar represents 100 µm. (**D**) Quantification of neuronal network formation from the TUBB3 IF staining in (**C**) using ImageJ. The percentage of formed neuronal networks within the total population of TUBB3-positive neurons is displayed. A neuronal network was scored when a closed local circuit was detected around an individual neuron. Neuronal network formation was assessed for 100 neurons per sample in triplicate.

To further establish the specific effects of MiDAC on the SLIT3 and NTN1 signaling pathways, we investigated the ligand-receptor pairs SLIT3/ROBO3 and NTN1/UNC5B. Importantly, compared to lysates from WT NE, lysates from *Dnttip1* KO NE showed strong reductions in SLIT3 and NTN1, whereas ROBO3 and UNC5B were not significantly affected (Figure 6A). Furthermore, we also observed a significant reduction of SLIT3 and NTN1 in CM of *Dnttip1* KO versus WT NE (Figure 6A). The downstream effectors DAB1 of the NTN pathway and FAK of the SLIT/NTN signaling cascade were also deactivated, as shown by decreased phosphorylation of DAB1 and FAK in *Dnttip1* KO versus WT NE, despite no change in total protein levels (Figure 6A; Zelina et al., 2014). Having established that the SLIT3 and NTN1 signaling cascades are directly targeted by MiDAC during neurogenesis, we sought to test whether the loss of activity of these pathways is sufficient to explain the neurite outgrowth defects detected in neurons that had lost MiDAC function. To address this question, we differentiated *Dnttip1* KO mESCs into NE for 12 days and supplemented the CM from day 7 onward with recombinant SLIT3, NTN1, or a combination of SLIT3 and NTN1 (Figure 5—figure supplement 1A). To assess the specific effects of these ligands with their corresponding pathways, we combined the supplementation of CM with recombinant ligands with a blocking approach involving antibodies directed against the extracellular domains of either ROBO3 (SLIT3 pathway), UNC5B (NTN1 pathway), or a combination of ROBO3/UNC5B (Figure 5—figure supplement 1A). We found that SLIT3, NTN1, and SLIT3/NTN1 were all able to largely restore the neurite outgrowth defects observed in *Dnttip1* KO neurons and that the restoration of the phenotype was directly mediated by signaling through the ROBO3 and UNC5B signaling receptors (Figure 6B–D). We also obtained similar results using a modified version of the chamber assay described above, in which GNPs were treated with CM of WT or *Dnttip1* KO NE and identical combinations of recombinant ligands and blocking antibodies (Figure 5—figure supplement 1B). The reduced neuronal network formation, that was observed when GNPs were treated with CM of *Dnttip1* KO NE, was largely rescued in the presence of SLIT3, NTN1, or SLIT3/NTN1, and the restoration of network formation was significantly abrogated by pre-blocking GNP-derived neurons with neutralizing antibodies against ROBO3 and/or UNC5B before ligand-containing CM of *Dnttip1* KO NE was added (Figure 6—figure supplement 1A and B). Taken together, these findings indicate that the loss of MiDAC function in NE during neural differentiation results in strongly reduced SLIT3 and NTN1 signaling which accounts for the majority of the observed neurite outgrowth defects.

**Figure 6.**
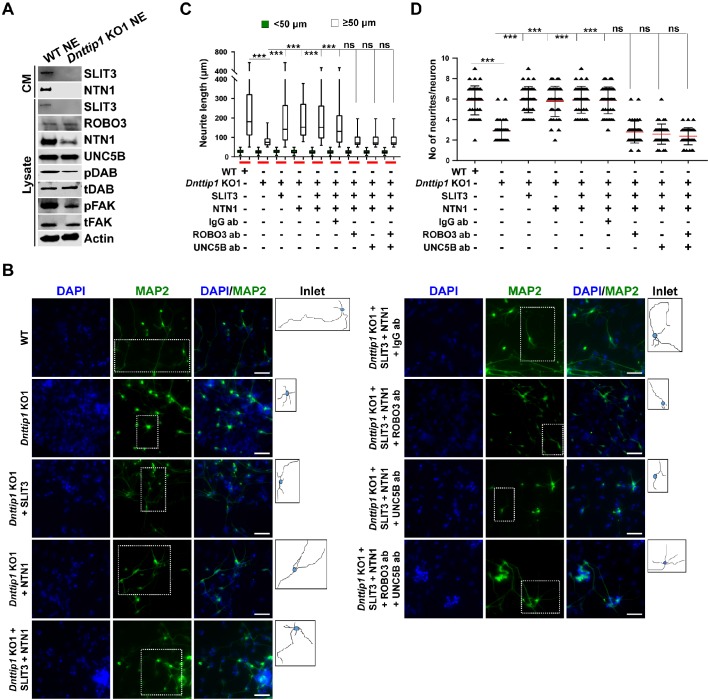
MiDAC regulates neurite outgrowth via the SLIT3/ROBO3 and NTN1/UNC5B signaling pathways. (**A**) WB for signaling components of the SLIT3/ROBO3 and NTN1/DCC/UNC5B signaling axes from CM and total cell lysates of WT and *Dnttip1* KO1 NE after 12 days of differentiation. To enrich SLIT3 and NTN1 from CM, IPs were performed with SLIT3 and NTN1 antibodies from CM of WT and *Dnttip1* KO1 NE. Actin is the loading control for the total cell lysates. (**B**) Assay to rescue the neurite outgrowth defects in *Dnttip1* KO1 NE. CM of *Dnttip1* KO1 NE was supplemented with the recombinant signaling ligands SLIT3 and/or NTN1 from day 7–12 without or with preblocking of *Dnttip1* KO1 NE with IgG or signaling receptor antibodies against ROBO3 and/or UNC5B. MAP2 IF staining was performed after 12 days of differentiation. Nuclei were stained with DAPI. To facilitate analysis the neuronal cell body (blue) and its neurites were manually traced with ImageJ software and for each sample one traced neuron is displayed in the inlet. The white scale bar represents 50 µm. (**C, D**) Quantification of (**C**) neurite length and (**D**) the total number of neurites per neuron from the MAP2 IF staining in (**B**) using ImageJ. (**C**) Neurite length was divided into two categories of short neurites <50 µm (green box plots) and longer neurites ≥50 µm (white box plots). (**C, D**) The neurites of 200 neurons were assessed per sample. One-way ANOVA was performed throughout where ***, p≤0.001; and ns, p>0.05 is not significant.

**Figure 6—figure supplement 1.**
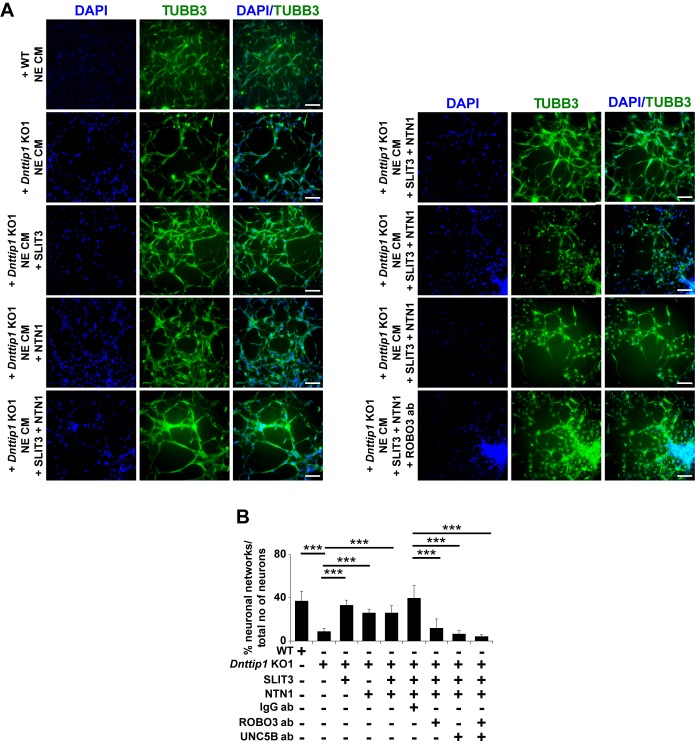
MiDAC regulates neurite outgrowth via the SLIT3/ROBO3 and NTN1/UNC5B signaling pathways. (**A**) Chamber assay to rescue the network formation defects of GNP-derived neurons that were supplemented with CM of *Dnttip1* KO1 NE. CM of *Dnttip1* KO1 NE was supplemented with the recombinant signaling ligands SLIT3 and/or NTN1 from day 7–12 without or with pre-blocking of GNP-derived neurons with control IgG or signaling receptor antibodies against ROBO3 and/or UNC5B. TUBB3 IF staining was performed after 12 days of differentiation. Nuclei were stained with DAPI. The white scale bar represents 100 µm. (**B**) Quantification of neuronal network formation from the TUBB3 IF staining in (**A**) using ImageJ. The percentage of formed neuronal networks within the total population of TUBB3-positive neurons is displayed. A neuronal network was scored when a closed local circuit was detected around an individual neuron. Neuronal network formation was assessed for 100 neurons per sample in triplicate. Unpaired t-test was performed throughout where ***, p≤0.01.

## Discussion

Here, we report that in mESCs, DNTTIP1 in association with ELMSAN1 and HDAC1, form a chromatin-associated mitotic deacetylase complex called MiDAC. We provide evidence that MiDAC is enriched at promoters and enhancers genome-wide and can function as an activator and repressor of transcription in mESCs. More specifically, we uncover a crucial role for MiDAC in regulating a neurodevelopmental gene expression program that controls neurite outgrowth and network formation during neurogenesis. MiDAC achieves this by positively regulating a set of neurodevelopmental genes including genes of the axon guidance ligands SLIT3 and NTN1, while at the same time suppressing negative regulators of neurogenesis such as *Spry4* and *Id1*. The results presented here support a model in which MiDAC is required to activate the promoters and enhancers of pro-neural genes such as *Slit3* and *Ntn1* by H4K20 deacetylation while in parallel repressing negative regulators of neurogenesis by removing H3K27ac from promoters and enhancers of genes such as *Spry4* and *Id1* to allow neurons to attain their required neurite length during differentiation (Figure 7).

**Figure 7.**
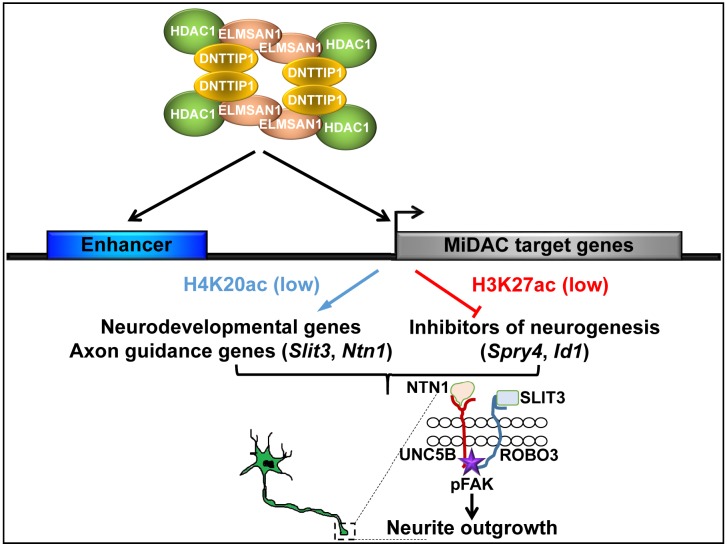
Model of MiDAC function in neurite outgrowth and morphogenesis. MiDAC directly binds to and deacetylates H4K20ac on regulatory elements of pro-neural genes such as those of the axon guidance ligands SLIT3 and NTN1 resulting in the activation of these genes. Conversely, MiDAC inhibits the gene expression of negative regulators of neurogenesis such as SPRY4 and ID1 by binding and removing H3K27ac from their promoters and enhancers. SLIT3 and NTN1, the downstream targets of MiDAC, bind to their cognate receptors ROBO3 and UNC5B respectively thereby activating the signaling cascade responsible for promoting neurite outgrowth.

MiDAC originally obtained its name from a chemoproteomic profiling study due to its increased association with certain HDAC inhibitors in protein extracts from mitotically arrested versus non-synchronized proliferating cells that otherwise displayed comparable levels of DNTTIP1 (Bantscheff et al., 2011). Individual MiDAC subunits have been shown to interact with CCNA2 and/or the cyclin dependent kinase CDK2, and were reported to positively regulate the cell cycle inhibitors CDKN1A and CDKN1B and cell growth in various cancer cell lines, thus implying a potential role for MiDAC in cell cycle regulation (Gizard et al., 2005; Gizard et al., 2006; Hein et al., 2015; Huttlin et al., 2015; Pagliuca et al., 2011; Sawai et al., 2018; Zhang et al., 2018). However, we did not observe any effect on cell proliferation, cell cycle distribution, or any transcriptional changes in the above-mentioned cell cycle-related genes (*Ccna2*, *Cdkn1a*, *Cdkn1b*) in mESCs with a loss in MiDAC function, arguing in favor of a cell- and/or context-specific role for MiDAC in controlling cell proliferation and the cell cycle.

The C-terminus of DNTTIP1 has been reported to bind to a specific DNA binding motif following ChIP-seq studies utilizing a FLAG-tagged version of DNTTIP1 in HEK293 cells (motif: TGCAGTG-(14 bp)-CACTGCA flanked by AT-tracts) (Koiwai et al., 2015). In concordance with these results, our study confirms a chromatin-associated function and binding of DNTTIP1 to both promoter-proximal and -distal elements in mESCs. Although we did not find evidence of a clear DNTTIP1 consensus binding motif, we did detect a significant enrichment of several TF motifs at DNTTIP1-bound sites (data not shown). This implies that MiDAC is specifically recruited to chromatin by TFs and that its ability to bind nucleosomes might aid in MiDAC spreading from its initial recruitment site to carry out histone deacetylation. Furthermore, motif analysis of differentially expressed genes that display DNTTIP1 enrichment at their promoters or enhancers revealed the binding motifs of several TFs with previously reported roles in neurogenesis. We postulate that MiDAC upregulates a transcriptional program that is driven by ELK1, a member of the ETS family of pioneer transcription factors, while downregulating genes through RBFOX2, which negatively affects neurodevelopmental processes (Besnard et al., 2011; Gehman et al., 2012). However, it remains to be determined whether these TFs affect MiDAC recruitment and/or function during neurogenesis. Although DNTTIP1 levels are strongly reduced in *Elmsan1* KO mESCs, we still observed some DNTTIP1 recruitment to chromatin. With TRERF1 and ZFP541 (ZNF541 in humans) two ELMSAN1-related proteins have been described that could also potentially be incorporated into MiDAC (Choi et al., 2008; Gizard et al., 2001). While ZFP541 is expressed in a tissue-specific manner during spermatogenesis and not in mESCs, TRERF1 expression can be detected in mESCs (data not shown) (Choi et al., 2008). Thus, the remaining DNTTIP1 in *Elmsan1* KO mESCs might form an alternative MiDAC complex with the ELMSAN1 paralog TRERF1 which could account for the residually detected DNTTIP1 recruitment in the absence of ELMSAN1.

HDAC1/2-containing complexes are generally considered repressors of transcription (Kadosh and Struhl, 1998; Rundlett et al., 1998; Yang et al., 1996). However, accumulating evidence suggests that HDAC1/2 might also be involved in transcriptional activation (Bernstein et al., 2000; Harrison et al., 2011; Yamaguchi et al., 2010). Moreover, genome-wide studies have shown that HDAC1/2 localize to promoters, gene bodies, and enhancers of actively transcribed genes, thus implicating HDAC1/2 as positive regulators of transcription (Wang et al., 2009). Here, our finding that a high percentage of DNTTIP1-bound loci is associated with both down- and upregulated DEGs in *Dnttip1* KO versus WT mESCs and NE shows for the first time a direct role for MiDAC in both transcriptional activation and repression. The exact mode of action whereby MiDAC achieves activation or repression has yet to be elucidated in greater detail, but our studies provide evidence for at least two possible scenarios. First, MiDAC could control gene activation and repression by deacetylating histones. Most histone acetylation marks, including H3K27ac, correlate with transcriptional activation, but recently H4K20ac has been reported as a mark that is associated with silenced genes (Kaimori et al., 2016). Our data indicate that MiDAC might function as a repressor of genes that are marked by H3K27ac and more broadly as an activator on repressed genes by mediating deacetylation of H4K20. However, the relationship between H4K20ac and MiDAC in regulating gene expression is currently only restricted to correlative evidence and it remains to be determined to which degree H4K20ac is instructive in mediating gene repression and whether this mark constitutes a direct substrate of MiDAC. As a second possibility, MiDAC might exert its function by deacetylating TFs or other chromatin-modifying proteins such as histone acetyltransferases (HATs). If specific TFs or HATs are negatively regulated by deacetylation through MiDAC at distinct target sites, this could also potentially explain the increase in H3K27ac (through CBP/p300) or other histone acetylation marks on enhancers and promoters of up- or downregulated genes between WT, *Dnttip1* KO and *Elmsan1* KO mESCs and NE.

HDAC1 and HDAC2 are important regulators of many developmental processes including neurogenesis (Kelly and Cowley, 2013). But their function remains enigmatic as they can be recruited into at least four independent HDAC1/2-containing complexes (Millard et al., 2017). While the HDAC1/2-containing SIN3, NuRD and CoREST complexes have been implicated in neurogenesis, the physiological function of MiDAC has been unexplored to date (Andrés et al., 1999; Knock et al., 2015; Nitarska et al., 2016; Wang et al., 2016). Here, we report that MiDAC directly controls a neurodevelopmental gene expression program and specifically targets enhancers and promoters of positive and negative regulators that are involved in neurite outgrowth during neural differentiation. While this study emphasizes the role of MiDAC in neural differentiation and neurite outgrowth, it is evident from our gene expression analyses that this neurodevelopmental gene expression program only constitutes a fraction of the MiDAC-regulated transcriptome in mESCs pointing to other biological roles of MiDAC. SLIT/ROBO, EPHRIN/EPH, NETRIN/DCC/UNC, and SEMAPHORIN/PLEXIN signaling represent the four major canonical axon guidance pathways (Bashaw and Klein, 2010). Integration of our gene expression and ChIP data showed that MiDAC directly activates the genes of the axon guidance ligands SLIT3 and NTN1 while repressing the genes of the negative regulators SPRY4 and ID1. SLIT3 and NTN1 are ligands for their cognate receptors ROBO3 and UNC5B, respectively. Recombinant SLIT3 and NTN1 either alone or in combination were able to largely rescue the neurite outgrowth defects in neurons that have lost MiDAC subunits. Interestingly, blocking only ROBO3 or only UNC5B signaling was sufficient to inhibit the rescue effects of SLIT3 in combination with NTN1, suggesting that a heteromeric ROBO3/UNC5B axis is required for efficient transduction of SLIT3/NTN1 signaling to ensure proper neurite outgrowth. While evidence exists that heteromeric receptor association and signaling of ROBO3/UNC5B occurs, it has yet to be determined whether this also applies to the role of MiDAC in an in vivo system (Zelina et al., 2014). In summary, while individual TFs have been reported to transcriptionally regulate select axon guidance ligands or receptors little is known about their regulation through chromatin-modifying components (Kim et al., 2016; Labrador et al., 2005). Here, we describe how the axon guidance ligands SLIT3 and NTN1 are transcriptionally controlled by an epigenetic regulator, the MiDAC complex. Finally, neurite outgrowth defects are observed in several neurodevelopmental disorders such as autism, epilepsy, fragile X-syndrome and psychiatric disorders (Gilbert and Man, 2017; Huang and Song, 2019; Krejčí et al., 2017; Wen et al., 2017). However, the underlying molecular mechanisms remain unclear. Our study implicates MiDAC as an essential regulator of neurite outgrowth which suggests that it might be playing an important role in certain neurodevelopmental disorders. Interestingly, a recent study reported noncoding mutations in several MiDAC components among autism patients, thus supporting a potential role for MiDAC in certain neurodevelopmental disorders (Zhou et al., 2019). Future studies of MiDAC in this context are thus likely to yield insightful mechanistic details about disease pathogenesis.

## Materials and methods

### Cell lines

Male C57/BL6 Bruce-4 mESCs were purchased from Millipore (Millipore, SF-CMTI-2). WT mESCs and their *Dnttip1* KO and *Elmsan1* KO derivatives were originally cultured under feeder free culture conditions (KnockOut DMEM medium) on 0.1% gelatin-coated flasks or plates. After CRISPR/Cas9 genome-editing mESCs were transitioned to chemically defined naïve culture conditions (2iL) on 0.1% gelatin-coated flasks or plates. mESC identity was authenticated by various methods including alkaline phosphatase staining, staining and cytometry analysis of the pluripotency marker FUT4 (SSEA-1) and the ability to differentiate into the three main germ layers. All mESC lines tested negative for mycoplasma contamination.

Feeder-free culture conditions (SL):
  KnockOut DMEM (no L-Glutamine); 15% FBS (ES cell qualified); 2 mM L-Glutamine or GlutMAX (1:100); 1 mM Sodium Pyruvate (1:100); 0.1 mM MEM Non-Essential Amino Acids (1:100); Embryomax Nucleosides (1:100); 0.1 mM β-Mercaptoethanol (1:500); 1000 U/ml LIF (1:10000 from 10^7^ U/ml stock); 50 U/ml Pen/Strep (1:100).
Chemically defined naïve culture conditions (2iL):
  50% DMEM/F-12; 50% Neurobasal Medium (no L-Glutamine); B-27 Supplement, minus vitamin A (1:100); N-2 Supplement (1:200); 2 mM L-Glutamine or GlutaMAX (1:100); 0.1 mM β-Mercaptoethanol (1:500); 3 µM CHIR 99021 (GSK3β inhibitor) (1:1000 from 3 mM stock in DMSO); 1 µM PD 0325901 (MEK inhibitor) (1:1000 from 1 mM stock in DMSO); 1000 U/ml LIF (1:10000 from 10^7^ U/ml stock); 50 U/ml Pen/Strep (1:100).

### Neural differentiation

#### Directed differentiation into neuro-ectoderm

WT, *Dnttip1* KO and *Elmsan1* KO mESCs were dissociated by trypsinization, resuspended in differentiation medium 1 and pelleted by centrifugation. 10^6^ mESCs were resuspended in 3 ml differentiation medium 1 and then transferred into one well of 6-well ultra-low attachment plate (Corning, 3471). Cells were grown in differentiation medium 1 for 3 days. Differentiation medium 1 was changed every day. After 3 days the emerging embryoid bodies (EBs) were cultured in differentiation medium 2 containing 2 µM retinoic acid (Santa Cruz Biotechnology, sc-200898) for an additional 3 days. Differentiation medium 2 was changed every day. After 6 days the EBs were picked up gently with a 200 µl large orifice tip and transferred into a 1.5 ml tube. The EBs were allowed to settle down by gravity followed by careful aspiration of the supernatant. 1 ml differentiation medium 3 containing 20 ng/ml FGF2 and 20 ng/ml EGF was carefully added to the 1.5 ml tube containing the EBs, and the EBs were gently picked up with a 200 µl large orifice tip and transferred onto a 0.1% gelatin-coated well of a standard 6-well plate (Corning, 3516). Subsequently, 1 ml of additional differentiation medium 3 was carefully added to the well containing the EBs. The EBs were allowed to differentiate for the next 6 days, with daily changing of differentiation medium 3. The EBs will attach slowly over time and aster-shaped neurons will emerge from the periphery of the EBs forming increasingly longer neurite extensions and networks. Neurite outgrowth was quantified and visualized after 12 days of differentiation. Experiments to rescue the neurite outgrowth defects of *Dnttip1* KO and *Elmsan1* KO neurons with CM from WT NE were conducted as above with the following alterations. After 6 days of differentiation all *Dnttip1* KO and *Elmsan1* KO CM was removed and replaced daily with 50% fresh differentiation medium 3 and 50% CM from WT NE for the next 6 days. Experiments to rescue the neurite outgrowth defects of *Dnttip1* KO neurons with axon guidance ligands were carried out as described above except that recombinant SLIT3 (R&D Systems, 9296-SL-050), NTN1 (R&D Systems, 6419-N1-025) or a combination of SLIT3/NTN1 were added daily to differentiation medium 3 (at a concentration of 0.5 and 0.25 µg/ml for SLIT3 and NTN1 respectively) from day 7 of differentiation onward. The rescued neurite outgrowth defects of *Dnttip1* KO neurons via SLIT3, NTN1 or SLIT3/NTN1 supplementation were blocked by using antibodies directed against the extracellular domain of the axon guidance receptors ROBO3 (R&D Systems, AF3155), UNC5B (R&D Systems, MAB1006), a combination of ROBO3/UNC5B or IgG (Millipore, 12–370) as a negative control. Blocking was performed daily from day 7 onward by adding 0.5 µg of each antibody to differentiation medium 3 two hours before addition of the ligands SLIT3, NTN1 or SLIT3/NTN1.

Differentiation medium 1:
  50% DMEM/F-12; 50% Neurobasal Medium (no L-Glutamine); B-27 Supplement with vitamin A, serum free (1:100); N-2 Supplement (1:200); 0.1 mM β-Mercaptoethanol (1:500); 50 U/ml Pen/Strep (1:100).
Differentiation medium 2:
  Differentiation medium 1; 2 µM retinoic acid.
Differentiation medium 3:
  Differentiation medium 1; 20 ng/ml FGF2; 20 ng/ml EGF.

### Chamber assay to assess neuronal network formation from granule neuron progenitor cells (GNPs)

GNPs were isolated from mouse cerebella from postnatal day 6–7 (a gift from Martine Roussel) (Vo et al., 2016). GNPs were grown as neurospheres in GNP medium in 6-well ultra-low attachment plates (Corning, 3471). GNP neurospheres were dissociated by trypsinization, resuspended in GNP culture medium and pelleted by centrifugation. 10^5^ GNPs were resuspended in 600 µl GNP culture medium and seeded into one well of a 24-well ultra-low attachment plate (Corning, 3473) and allowed to form neurospheres for 3 days. GNP culture medium was changed every day. From this point onward GNPs were differentiated in the same fashion as described in ‘Directed differentiation into neuro-ectoderm’ by sequential culturing in differentiation medium 2 and 3 and adjustment of media volumes to a 24-well format (one fifth of a 6-well format) with the following alterations. After culturing in differentiation medium 2 GNPs were plated into one well of a 24-well transwell chamber (pre-coated with 1% gelatin) in differentiation medium 3 (Corning, 354480) and differentiated for another 6 days. WT, *Dnttip1* KO and *Elmsan1* KO mESCs were differentiated according to the ‘Directed differentiation into neuro-ectoderm’ protocol for the first 6 days but experiments were scaled down so that EBs were grown in one well of a 24-well ultra-low attachment plate (Corning, 3473) and all media volumes were adjusted to one fifth of the 6-well protocol. The EBs were carefully transferred into a matrigel-coated insert and allowed to differentiate for the next 6 days, with daily changing of differentiation medium 3 in the insert and GNP medium in the bottom chamber. In parallel, GNP medium and MEF CM was added to separate inserts as positive and negative controls, respectively and media changes were carried out in the same way as for differentiation medium 3. Experiments to rescue the network formation defects of GNP-derived neurons caused by culturing in CM of *Dnttip1* KO NE were carried out as described above for the first 6 days of differentiation. However, instead of co-culturing GNPs with *Dnttip1* KO NE, GNPs were supplemented daily with CM of *Dnttip1* KO NE (50%), 50% fresh differentiation medium 3 and recombinant SLIT3 (R&D Systems, 9296-SL-050), NTN1 (R&D Systems, 6419-N1-025) or a combination of SLIT3/NTN1 for 6 days from the day of GNP seeding. Network formation of GNP-derived neurons grown in CM of *Dnttip1* KO NE and differentiation medium 3 supplemented with SLIT3, NTN1 or SLIT3/NTN1 was blocked by using antibodies directed against the extracellular domain of the axon guidance receptors ROBO3 (R&D Systems, AF3155), UNC5B (R&D Systems, MAB1006), a combination of ROBO3/UNC5B or IgG (Millipore, 12–370) as a negative control. Blocking was performed daily for 6 days from the day of GNP seeding by aspirating the old medium and adding 0.1 µg of each blocking antibody in fresh differentiation medium 3 two hours before adding CM of *Dnttip1* KO NE (50%), 50% fresh differentiation medium 3 with either the ligands SLIT3, NTN1 or SLIT3/NTN1. Network formation of GNP-derived mature neurons was quantified and visualized 6 days after GNPs were seeded. A neuronal network was scored when all neurite projections of an individual neuron were well connected with the neurites of neighboring neurons and formed a closed local circuit as assessed by TUBB3 staining (Doetsch and Alvarez-Buylla, 1996; Shepherd, 1998). The percentage of network formation was scored as follows: =total number of complete networks per TUBB3-positive neuron/total number of DAPI-positive cells) x 100. The different groups were statistically analyzed using ONE-way ANOVA t-test.

GNP medium:
  Neurobasal medium (no L-Glutamine); 2 mM L-Glutamine; B-27 Supplement with vitamin A, serum free (1:100); N-2 Supplement (1:200); 20 ng/ml FGF2; 20 ng/ml EGF; 50 U/ml Pen/Strep (1:100).

### Alkaline Phosphatase staining and quantification

Alkaline phosphatase staining of mESCs was carried out with the Alkaline Phosphatase Detection Kit (Millipore, SCR004) following the manufacturer’s instructions. 100 mESC colonies were assessed per genotype.

### ChIP-seq library preparation and sequencing

DNA was quantified using the Quant-iT PicoGreen dsDNA Assay (Thermo Fisher Scientific, P11496). Libraries were prepared with the KAPA HyperPrep Library Kit (Roche, 07962363001) and analyzed for insert size distribution with the High Sensitivity DNA Kit (Agilent, 5067–4626) on a 2100 Bioanalyzer or the High Sensitivity D1000 ScreenTape Assay (Agilent, 5067–5584, 5067–5585, 5067–5587, 5067–5603) on a 4200 TapeStation. Libraries were quantified using the Quant-iT PicoGreen dsDNA Assay. Single end 50 cycle sequencing was performed on a HiSeq 2500, HiSeq 4000, or NovaSeq 6000 System (all from Illumina).

### Chromatin immunoprecipitation (ChIP)

ChIPs were performed according to a modified version of Lee et al. (2006). For ChIP-seq applications of non-histone proteins ChIP was carried out with 5 × 10^7^ mESCs and for histone ChIPs with 2–2.5 × 10^7^ mESCs. For manual ChIP applications of non-histone proteins ChIP was carried out with 2 × 10^6^ NE cells and for histone ChIPs with 10^6^ NE cells. For non-histone ChIPs dual crosslinking was performed at room temperature (RT) for 30 min with 2 mM disuccinimidyl glutarate (DSG) in DPBS followed by addition of paraformaldehyde to a final concentration of 1% and further crosslinking for 15 min. For histone ChIPs crosslinking was performed at RT for 15 min with 1% paraformaldehyde. Crosslinking was quenched with 150 mM glycine for 5 min at RT. After quenching the cells were pelleted, the supernatant aspirated and the cell pellet washed once in DPBS and then snap-frozen and stored at −80°C or immediately further processed. The crosslinked cell pellet was carefully resuspended in Lysis Buffer 1 with a transfer pipet and the cell suspension incubated for 10 min on a nutator at 4°C. Nuclei were then pelleted and the supernatant aspirated. The pelleted nuclei were carefully resuspended in Lysis Buffer 2 with a transfer pipet and the cell suspension incubated for 10 min on a nutator at 4°C. Nuclei were then pelleted again and the supernatant aspirated. The nuclear pellet was then resuspended in Lysis Buffer 3 and the suspension sonicated with a probe sonicator (Fisher Scientific Model 705 Sonic Dismembrator) at output setting 55 (27–33 W) for 12 cycles with each cycle constituting a 30 sec sonication burst followed by a 60 sec pause. After sonication 1/20 volume of 20% Triton X-100 was added and the sample was mixed. The chromatin was cleared by centrifugation for 10 min at 20000 g at 4°C and the supernatant was transferred to a fresh tube. The cleared chromatin was then stored at 4°C. For each ChIP 100 µl Protein A/G-Plus agarose (Santa Cruz Biotechnology, sc-2003) slurry was used. The beads were washed in 1 ml Blocking Solution, pelleted and the supernatant was removed. The bead wash step was repeated another time. The beads were resuspended in 1 ml Blocking Solution followed by addition of the appropriate antibody and were incubated on a nutator at 4°C overnight. For ChIP-seq applications of non-histone proteins and histones 10 µg of antibody was used. For manual ChIP applications of non-histone proteins and histones 3 µg of antibody was used. On the next day the stored chromatin was cleared another time by centrifugation for 10 min at 20000 g at 4°C and the supernatant was transferred to a fresh tube. A small chromatin aliquot of 50 µl was reserved as input control and was kept on ice until further processing (see below). The beads were washed twice with 1 ml Blocking Solution as on the previous day and resuspended in 100 µl Blocking Solution. The cleared chromatin was added and incubated with the beads on a nutator for 3 hr at 4°C. After the incubation the beads were pelleted and the supernatant aspirated. 1 ml Wash Buffer was added and the sample was mixed gently by inverting the tube several (8-10) times to ensure that all beads were fully resuspended. The beads were then pelleted and the supernatant aspirated. This wash step was repeated another four times (five washes total). A final wash with 1 ml TE buffer (10 mM Tris HCl pH 8.0; 1 mM EDTA) was added (including mixing, pelleting of beads and aspiration of supernatant). Chromatin was eluted with 200 µl Elution Buffer and the samples were incubated with shaking at 900 rpm for 30 min at 65°C in a ThermoMixer (Eppendorf, 5382000023 with a ThermoTop (Eppendorf, 5308000003). The beads were then pelleted and the supernatant transferred to a fresh tube. The input sample was brought up to 200 µl with Elution Buffer and all samples (input and ChIP samples) incubated overnight at 65°C (in a ThermoMixer with a ThermoTop) to reverse crosslinks. On the next day 200 µl TE and 8 µl of 10 mg/ml RNaseA were added followed by incubation in a ThermoMixer with a ThermoTop for 1 hr at 37°C. Next, 10 µl 20 mg/ml Proteinase K was added and the sample was incubated for an additional 2 hr at 55°C in a ThermoMixer with a ThermoTop. DNA was purified following the instructions of the QIAquick PCR Purification Kit from Qiagen (Qiagen, 28106). Elution of DNA was performed with 50 µl of prewarmed (55°C) EB buffer.

Lysis Buffer 1:
  50 mM HEPES KOH pH 7.5; 140 mM NaCl; 1 mM EDTA; 10% Glycerol; 0.5% NP-40 (Igepal CA-630); 0.25% Triton X-100; protease inhibitors (Sigma, P8340) (1:200).
Lysis Buffer 2:
  10 mM Tris HCl pH 8.0; 200 mM NaCl; 1 mM EDTA; 0.5 mM EGTA; protease inhibitors (Sigma, P8340) (1:200).
Lysis Buffer 3:
  10 mM Tris HCl pH 8.0; 100 mM NaCl; 1 mM EDTA; 0.5 mM EGTA; 0.1% Na-deoxycholate; 0.5% N-lauroylsarcosine; protease inhibitors (Sigma, P8340) (1:200).
Blocking Solution:
  DPBS (Thermo Fisher Scientific, 14190144); 0.5% BSA (Sigma, A7906); 0.1% Triton X-100; protease inhibitors (Sigma, P8340) (1:500).
Wash Buffer:
  50 mM HEPES KOH pH 7.5; 500 mM LiCl; 1 mM EDTA; 1% NP-40 (Igepal CA-630); 0.7% Na-deoxycholate; protease inhibitors (Sigma, P8340) (1:500).
Elution Buffer:
  50 mM Tris HCl pH 8.0; 10 mM EDTA; 1% SDS.

### Flow cytometry

mESC colonies were dissociated by trypsinization, resuspended in 2iL medium and pelleted by centrifugation. Cells were washed once in DPBS followed by aspiration of the supernatant. While the cells were gently vortexed to avoid clumping, fixation was performed by dropwise addition of cold 70% ethanol. After fixation for 30 min on ice, the cells were pelleted by centrifugation and the supernatant aspirated. The cell pellet was then washed in DPBS and pelleted by centrifugation followed by aspiration of the supernatant. The cell pellet was resuspended in 50 µl of a 100 µg/ml RNase solution to ensure that only DNA, not RNA, is stained. 200 µl propidium iodide (PI) from a 50 µg/ml stock solution was added to each sample to stain the DNA. Cell cycle analysis of mESCs was carried out on a BD LRPFortessa cell analyzer. For cytometry analysis of PAX6-positive neural progenitor cells and TUBB3-positive neurons from 8 and 12 day old NE respectively, PAX6/DAPI and TUBB3/DAPI IF staining of NE was carried out as described under ‘Immunofluorescence (IF)’ followed by trypsinization and FACS analysis. PAX6- and TUBB3-positive cells were sorted with a BD FACSAria III cell sorter and the DNA content of individual cells was determined as a readout of DAPI intensity. Bar plots were generated from the raw data. Experiments were conducted in triplicate for cell cycle analysis of mESCs.

### Immunofluorescence (IF)

Neural differentiation was carried out in wells of a 6-well or 24-well plate as described under ‘Neural differentiation’. Fixation Solution containing 8% paraformaldehyde was prepared from 16% paraformaldehyde (Electron Microscopy Sciences, 15710) and 10 x DPBS (Thermo Fisher Scientific, 14200075) and adjusted with H_2_O to achieve a final concentration of 1 x DPBS. 1 ml/200 µl (6-well/24-well) Fixation Solution was added to 1 ml/200 µl (6-well/24-well) of remaining culture medium and cells were incubated for 20 min at RT. The fixative was aspirated and rinsed with 2 ml/400 µl (6-well/24-well) DPBS (Thermo Fisher Scientific, 14190144) and the DPBS aspirated again. Permeabilization was performed with 1 ml/200 µl (6-well/24-well) Permeabilization Solution for 10 min at RT. Following aspiration of the Permeabilization Solution the cells were rinsed three times with 1 ml Wash Buffer and aspiration of the Wash Buffer after each rinse. Blocking was performed with 1 ml/200 µl (6-well/24-well) Blocking Buffer for one hour at RT. Blocking Buffer was aspirated and 500 µl/100 µl (6-well/24-well) Wash Buffer containing the primary antibody was added and the sample was incubated in a humidified light-tight chamber at 4°C overnight. On the next day Wash Buffer containing the primary antibody was aspirated. The sample was then washed three times for 5 min with 2 ml/400 µl (6-well/24-well) Wash Buffer with gentle shaking on a rotator at RT and aspiration of the Wash Buffer after each step. 500 µl/100 µl (6-well/24-well) Wash Buffer containing the fluorochrome-conjugated secondary antibody and DAPI (1 µg/ml final concentration) was added and the sample was incubated with gentle shaking on a rotator in a humidified light-tight chamber for one hour at RT. The sample was again washed three times for 5 min with 2 ml/400 µl (6-well/24-well) Wash Buffer with gentle shaking on a rotator at RT and aspiration of the Wash Buffer after each step. 1 ml/200 µl (6-well/24-well) DPBS was added and the sample was imaged with an inverted widefield microscope platform (Leica, DMi8).

Antibody dilutions for IF:
  Mouse α-MAP2 (Sigma, M9942); 1:1000. Mouse α-TUBB3 (BioLegend, 801201); 1:1000.
Fixation Solution:
  DPBS; 8% paraformaldehyde.
Permeabilization Solution:
  DPBS; 0.2% Triton X-100.
Blocking Buffer:
  DPBS; 50 mg/ml BSA (5%); 0.1% goat serum.
Wash Buffer:
  DPBS; 5 mg/ml BSA (0.5%).

### Immunoprecipation (IP)

2 × 10^7^ mESCs were used for each IP. mESCs were scraped off with a cell scraper and pelleted by centrifugation. The cell pellet was resuspended in DPBS and pelleted again. Cytoplasmic lysis was performed in 1 ml Lysis Buffer 1 by resuspending the cell pellet followed by incubation on a nutator for 5 min at 4°C. Nuclei were centrifuged for 5 min at 1500 g at 4°C, the supernatant (cytoplasmic fraction) aspirated and the nuclear pellet resuspended in 500 µl Lysis Buffer 2. The protein concentrations of the nuclear extracts were determined by a protein assay (BioRad, 5000006) with a spectrophotometer (Eppendorf, 6133000010) using disposable cuvettes (Eppendorf, 0030079353). Equal protein amounts were used for all samples of the same IP experiment and volumes were adjusted to 545 µl with Lysis Buffer 2. 45 µl of each sample was removed and used as Input. For each IP 50 µl Dynabeads Protein G (Thermo Fisher Scientific, 10004D) slurry was used. The beads were washed in 1 ml Lysis Buffer 2, collected with a magnetic stand (Thermo Fisher Scientific, 12321D) and the supernatant was removed. The bead wash step was repeated another time. The beads were resuspended in 500 µl Lysis Buffer 2 followed by addition of 5 µg of the appropriate antibody and were incubated for 2 hr on a nutator at 4°C. The beads were collected with a magnetic stand and the supernatant was aspirated followed by two wash steps in 500 µl Lysis Buffer 2. The nuclear extracts were added to the beads and incubated with the beads on a nutator at 4°C overnight. After the incubation the beads were collected with a magnetic stand and the supernatant aspirated. 1 ml Lysis Buffer 2 was added and the sample was mixed gently by inverting the tube until all beads were fully resuspended. The beads were then collected with a magnetic stand and the supernatant aspirated. This wash step was repeated another two times (three washes total). The beads were resuspended in 50 µl of 1 x SDS Laemmli Buffer and the inputs with 15 µl 4 x SDS Laemmli Buffer and all samples were boiled for 5 min at 95°C on a heating block (Thermo Fisher Scientific, 88870003). Inputs were centrifuged in a table top centrifuge for 5 min at full speed while bead IP samples were centrifuged for 2 min at 850 g at RT. Equal volumes of Input and IP samples were loaded and separated on a 4–20% gradient SDS-PAGE gel (Bio-Rad, 4561096 and 4561093) in running buffer (Bio-Rad, 1610772) using a Bio-Rad electrophoresis and blotting system (Bio-Rad, 1658033). Western blotting was carried out as described under ‘Western blotting’.

Lysis Buffer 1:
  10 mM HEPES pH 7.9; 10 mM KCl; 1.5 mM MgCl_2_; 0.5% Igepal CA-630 (NP-40); 0.5 mM DTT; protease inhibitors (Sigma, P8340) (1:200).
Lysis Buffer 2:
  20 mM HEPES pH 7.9; 420 mM NaCl; 1.5 mM MgCl_2_; 0.2 mM EDTA; 10% glycerol; 0.5 mM DTT; protease inhibitors (Sigma, P8340) (1:200).
4 x SDS Laemmli Buffer:
  250 mM Tris pH 6.8, 50% Glycerol, 8% SDS, 0.008% Bromophenol blue.
1 x SDS Laemmli Buffer:
  900 µl 4 X SDS Laemmli Buffer Stock + 100 µl β-Mercaptoethanol.

### Proliferation assay

5 × 10^4^ mESCs (WT, *Dnttip1* KO and *Elmsan1* KO) per well were plated in a 24-well plate and proliferation was monitored over a period of 5 days. From day 2 onward mESCs were harvested and counted with an automated cell counter (Thermo Fisher Scientific, Countess II FL Automated Cell Counter). For each time point and clone experiments were repeated in triplicate. For statistical analysis unpaired Student’s t-test was performed between WT and *Dnttip1* KO/*Elmsan1* KO mESCs.

### qPCR

qPCR reactions were carried out with SYBR Green PCR Master Mix (Thermo Fisher Scientific, 4309155) on a QuantStudio 7 Flex Real-Time PCR System (Thermo Fisher Scientific) in 384-well format (Thermo Fisher Scientific, 4309849) in a total reaction volume of 10 μl with 1 µl of undiluted eluted ChIP DNA and a final primer concentration of 200 nM. qPCR primers used in this study are shown in Supplementary file 6. The calculation and analysis for % Input was as follows Dahl and Collas (2008): % Input=[(Amount of ChIP DNA)/(Amount of Input DNA x Dilution Factor)] x 100.

### RNA isolation

RNA was isolated from 3 × 10^6^ cells with the RNeasy Mini Kit (Qiagen, 74106) following the manufacturer’s instructions with the following alterations. Cells were resuspended in 600 μl RLT buffer (with 2-Mercaptoethanol) and the homogenate further passed through a QiaShredder column (Qiagen, 79656) by centrifugation in a table top centrifuge for 2 min at full speed at RT. The optional step after the second wash with RPE buffer was applied to dry the membrane. RNA was eluted with 85 μl H_2_O and supplied with 10 μl 10 x DNAase buffer and 5 μl DNAse I (NEB, M0303S), mixed and incubated at RT for 20 min. After incubation RNA was purified by following the ‘RNA Cleanup’ protocol in the RNeasy Mini Handbook. The optional step after the second wash with RPE buffer was applied to dry the membrane. RNA was eluted in 50 μl H_2_O and concentration determined with a NanoDrop 8000 Spectrophotometer.

### RNA-seq library preparation and sequencing

RNA was quantified using the Quant-iT RiboGreen RNA Assay Kit (Thermo Fisher Scientific, R11490) and quality-checked with the RNA 6000 Nano Kit (Agilent, 5067–1511) on a 2100 Bioanalyzer (Agilent, G2939BA) or High Sensitivity RNA ScreenTape Assay (Agilent, 5067–5579, 5067–5580, 5067–5581) on a 4200 TapeStation (Agilent, G2991AA) prior to library generation. Libraries were prepared from total RNA with the TruSeq Stranded Total RNA Library Prep Gold Kit (Illumina, 20020599) according to the manufacturer’s instructions. Libraries were analyzed for insert size distribution with the High Sensitivity DNA Kit (Agilent, 5067–4626) on a 2100 Bioanalyzer or the High Sensitivity D1000 ScreenTape Assay (Agilent, 5067–5584, 5067–5585, 5067–5587, 5067–5603) on a 4200 TapeStation. Libraries were quantified using the Quant-iT PicoGreen dsDNA Assay (Thermo Fisher Scientific, P11496). Paired end 100 cycle sequencing was performed on a HiSeq 2500, HiSeq 4000, or NovaSeq 6000 System (all from Illumina) according to the manufacturer’s instructions.

### qRT-PCR

qRT-PCR reactions were carried out with the *Power* SYBR Green RNA-to-C_T_ *1-Step* Kit (Thermo Fisher Scientific, 4389986) on a QuantStudio 7 Flex Real-Time PCR System (Thermo Fisher Scientific) in 384-well format (Thermo Fisher Scientific, 4309849) in a total reaction volume of 10 μl with 40 ng of RNA and a final primer concentration of 200 nM. qRT-PCR primers used in this study are shown in Supplementary file 5. Analysis was performed applying the delta-delta Ct method (2^-ΔΔCt^) as previously described (Livak and Schmittgen, 2001).

### Western blotting

Whole cell lysates from mESCs or differentiated neuroectoderm were obtained according to the following protocol. Medium was aspirated, DPBS was added and cells were detached by resuspension with a pipet or a cell scraper and transferred into a fresh tube. After centrifugation the supernatant was aspirated and the pellet resuspended in 1 ml ice cold DPBS. After repelleting in a cooled table top centrifuge and aspiration of the supernatant the cell pellet was resuspended in RIPA buffer followed by incubation on a nutator for 30 min at 4°C. The resulting cell lysate was centrifuged in a cooled table top centrifuge for 5 min at full speed and transferred to a new tube. The protein concentration of the supernatant was determined by a protein assay (BioRad, 5000006) with a spectrophotometer (Eppendorf, 6133000010) using disposable cuvettes (Eppendorf, 0030079353). The protein concentration was adjusted to a desired final protein concentration of 1–2 µg/µl with 4 x SDS Laemmli Buffer and additional RIPA Buffer to achieve a final 1 x SDS Laemmli Buffer concentration. 1 x SDS Laemmli Buffer samples were boiled for 5 min at 95°C on a heating block (Thermo Fisher Scientific, 88870003) and centrifuged in a table top centrifuge for 5 min at full speed at RT. From the supernatant equal amounts of protein (usually 10–30 µg) were loaded and separated on a 4–20% gradient SDS-PAGE gel (Bio-Rad, 4561096 and 4561093) in running buffer (Bio-Rad, 1610772) using a Bio-Rad electrophoresis and blotting system (Bio-Rad, 1658033). Proteins were transferred to either a PVDF or nitrocellulose membrane (Santa Cruz Biotechnology, sc-3723 and sc-3724) with the same Bio-Rad system using Western Transfer Buffer (Bio-Rad, 1610771 and 20% methanol) for 90 min at 400 mA. The membranes were blocked for 1 hr at RT with gentle rocking in 5% dry milk in TBST buffer. Primary antibody incubation was performed overnight at 4°C with gentle rocking in 5% dry milk in TBST Buffer. On the next day the membranes were washed three times for 5 min with 10 ml TBST Buffer with gentle rocking and then incubated with horse radish peroxidase coupled secondary IgG-specific antibodies in TBST Buffer for 1 hr at room temperature with gentle rocking. After an additional three washes for 5 min with 10 ml TBST Buffer with gentle rocking the membranes were developed using Immobilon Crescendo Western HRP Substrate (Millipore, WBLUR0500) and imaged on an Odyssey Fc imaging system (LI-COR, Model: 2800). Buffer compositions and antibodies that were used and their concentrations are listed below. For histone western blots cells were trypsinized, resuspended in growth medium and pelleted by centrifugation. The pellet was resuspended in DPBS and cells were counted with an automated cell counter (Thermo Fisher Scientific, Countess II FL Automated Cell Counter). Equal numbers of cells were pelleted, resuspended in 1 x SDS Laemmli Buffer, boiled for 10 min at 95°C on a heating block and centrifuged in a table top centrifuge for 5 min at full speed at RT. From the supernatant equal volumes (usually 5–15 µl) were loaded and separated on a 4–20% gradient SDS-PAGE gel. The remainder of the workflow was identical to the one for the RIPA buffer extracted samples described above.

Antibody dilutions for western blot applications:
  Mouse α-Actin (Developmental Studies Hybridoma Bank [DSHB], JLA20); 1:1000 (supernatant). Mouse α-DNTTIP1 (Novus Biologicals, NBP2-02507); 1:500. Rabbit α-DNTTIP1 (Bethyl Laboratories, A304-048A); 1:2000. Rabbit α-DAB1 (Cell Signaling Technology, 3328); 1:5000. Rabbit α-pDAB1 (Cell Signaling Technology, 3327); 1:1000. Rabbit α-ELMSAN1 (This study, 34421); 1:5000. α-FAK (Thermo Fisher Scientific, 39–6500); 1:1000. α-pFAK (Thermo Fisher Scientific, 700255); Rabbit α-H3 (Abcam, ab1791); 1:50000. Rabbit α-H3K4ac (RevMAb, 31-1063-00); 1:1000. Rabbit α-H3K27ac (RevMAb, 31-1056-00); 1:1000. Rabbit α-H3K79ac (RevMAb, 31-1052-00); 1:1000. Rabbit α-H4 (Abcam, ab10158); 1:50000. Rabbit α-H4K20ac (RevMAb, 31-1084-00); 1:1000. Rabbit α-HDAC1 (Cell Signaling Technology, 34589); 1:2000. Rabbit α-HDAC2 (Cell Signaling Technology, 57156); 1:2000. Rabbit α-MASH1 (Abcam, ab74065); 1:5000. Sheep α-NETRIN1 (R&D Systems, AF6419); 1:1000. Mouse α-PAX6 (DSHB, AB_528427); 1:500. Goat α-ROBO3 (R&D Systems, AF3155); 1:500. Rabbit α-SLIT3 (Abcam, ab186706); 1:1000. Mouse α-UNC5B (R&D Systems, MAB1006); 1:1000.

Western blotting buffers:
RIPA Buffer:
  25 mM Tris pH 7.5; 150 mM NaCl; 1 mM EDTA; 1% Triton X-100; 0.1% SDS; 0.1% Na-deoxycholate; protease inhibitors (Sigma, P8340) (1:100).
SDS-PAGE Running Buffer:
  25 mM Tris pH 8.3, 192 mM glycine, 0.1% SDS.
Western Transfer Buffer:
  25 mM Tris pH 8.3, 192 mM glycine, 20% methanol.
TBST Buffer:
  20 mM Tris pH 7.5, 150 mM NaCl, 0.1% Tween 20.
4 x SDS Laemmli Buffer Stock:
  250 mM Tris pH 6.8, 50% Glycerol, 8% SDS, 0.008% Bromophenol blue.
1 x SDS Laemmli Buffer:
  900 µl 4 X SDS Laemmli Buffer Stock + 100 µl β-Mercaptoethanol.

### CRISPR/Cas9 genome editing

Genetically modified C57/BL6 Bruce-4 mESCs were generated using CRISPR/Cas9 technology. Briefly, 400000 C57/BL6 Bruce-4 mESCs grown in feeder free culture conditions (KnockOut DMEM medium) were transiently co-transfected with 500 ng of gRNA expression plasmid (Addgene, 43860), 1 µg Cas9 expression plasmid (Addgene, 43945), and 200 ng of pMaxGFP via nucleofection (Lonza, 4D-Nucleofector X-unit) using solution P3 and program CA137 in small (20 µl) cuvettes according to the manufacturer’s recommended protocol. Cells were single cell sorted by FACS to enrich for GFP-positive (transfected) cells, clonally selected and verified for the desired targeted modification via targeted deep sequencing. Three clones were identified for each modification, assessed in relevant assays and then transitioned to chemically defined naïve culture conditions (2iL). Two clones for each gene knock-out were further used for more specific assays in this study. The sequences for each gRNA and relevant primers are listed in Supplementary file 1.

### Quantification and statistical analysis

#### ChIP-seq analysis

##### Mapping reads and visualizing data

ChIP-seq raw reads were aligned to the mouse and *Drosophila melanogaster *hybrid reference genomes (mm9+dm3) using BWA (version 0.7.12; default parameters) and duplicated reads were then marked with Picard (version 1.65), with only nonduplicated reads kept by samtools (version 1.3.1, parameter ‘‘-q 1 -F 1024’’). Mapped reads were then split into two bam files (mapped to mm9 and dm3 respectively). For data quality control and to estimate the fragment size, the nonduplicated version of SPP (version 1.11) was used to calculate the relative strand correlation value with support of R (version 3.3.1). To visualize ChIP-seq data on the integrated genome viewer (IGV) (version 2.3.82), we utilized genomeCoverageBed (bedtools 2.25.0) to obtain genome-wide coverage in BEDGRAPH file format and then converted it to bigwig file format by bedGraphToBigWig. The bigwig files were scaled to 15 million reads to allow comparison across samples.

##### Peak calling, annotation and motif analysis

MACS2 (version 2.1.1 20160309) was used to call narrow peaks (DNTTIP1, HDAC1, H3K27ac and H3K4me3) with option ‘nomodel’ and ‘extsize’ defined as fragment size estimated by SPP and a FDR corrected p-value cutoff of 0.05.SICER (version 1.1, with parameters of redundancy threshold 1, window size 200 bp, effective genome fraction 0.86, gap size 600 bp, FDR 0.00001 with fragment size defined above) was used for broad peak/domain calling (H3K4me1 and H3K27me3). Enriched regions were identified by comparing the ChIP library file to input library file. Peak regions were defined to be the union of peak intervals from two ChIP replicates of WT, *Dnttip1* KO or *Elmsan1* KO mESCs, respectively. Promoter regions were defined as ±1000 bp from a TSS based on the mouse RefSeq annotation. Genomic feature annotation of peaks was carried out by annotatePeaks.pl, a program from HOMER suite (v4.8.3, http://homer.salk.edu/homer/). HOMER software was used to perform de novo motif discovery and to check for enrichment of known motifs from a set of DNTTIP1 peaks (associated with up- or downregulated genes in *Dnttip1* KO versus WT mESCs) or all DNTTIP1 peaks.

##### Spike-in normalization and differential analysis

ChIP-seq raw read counts were reported for each region/each sample using bedtools 2.25.0. Spike-in normalization was performed by counting *Drosophila*r eads and mouse reads in each ChIP sample and corresponding input sample and using those counts to generate a normalization factor for each sample, which was calculated as (ChIP_dm3.reads/ChIP_mm9.reads)/(Input_dm3.reads/Input_mm9.reads). Raw read counts were voom normalized and statistically contrasted using the pipeline limma in R (version 3.3.1). The normalization factor defined above was used to modify the mouse library size in edgeR (version 3.16.5) for CPM calculation and differential analysis. An empirical Bayes fit was applied to contrast *Dnttip1* KO and *Elmsan1* KO samples to WT samples and to generate log_2_ fold changes, p-values and false discovery rates for each peak region. Histograms showing average ChIP-seq intensity over gene bodies were generated using ngsplot (v2.61).

#### RNA-seq analysis

Total stranded RNA sequencing data were generated and mapped against mouse genome assembly NCBIM37.67 using the StrongArm pipeline described previously (Wu et al., 2016). Gene level quantification values were obtained with HT-seq based on the GENCODE annotation (vM20) and normalized by the TMM method with edgeR (version 3.16.5). Differential expression analysis was performed with the voom method applying the limma pipeline in R (version 3.3.1). Significantly up- and down- regulated genes were defined by at least a 1.5 fold change in gene expression and a p-value<0.01. Reactome and gene set enrichment analysis (GSEA) were carried out using GSEA or EnrichR, respectively. Gene expression log_2_ CPM (counts per million) values were computed for heatmap and box plot visualization. Log_2_ FPKM gene expression values were applied for bar plot diagrams.

#### Neurite and neuron analysis

The neuron-specific markers TUBB3 and MAP2 were used to identify neurons by IF as described under ‘Neural differentiation’. NeuriteTracer, a plugin of ImageJ (version 1.52a), was used to manually trace the length and number of neurites per neuron and to automatically detect nuclei based on DAPI staining using the IF raw image data for each genotype. The length of neurites was determined from 200 neurons for each genotype. The number of neurites per neuron was determined manually for a total of 200 neurons per genotype. The percentage of neurons within the total cell population in NE was calculated manually by determining the number of MAP2-positive neurons in relation to the total number of cells as determined by DAPI staining or alternatively by flow cytometry analysis of TUBB3/DAPI-stained NE cell populations. Neurite length was classified into shorter neurites (<50 µm) and longer neurites (≥50 µm) and the mean length was compared amongst relevant conditions by applying the Student’s t-test. % of neurons = (number of neurons per image as assessed by MAP2 staining/total number of cells per image as assessed by DAPI staining) x 100. For each analysis, experiments were carried out in triplicate. An unpaired Student’s t-test as well as ONE-way ANOVA was performed for each of the treated conditions and compared either to the WT or to their respective controls.

#### Statistical analysis of qPCR and qRT-PCR data

qPCR signals for manual ChIPs were calculated as % of input (% Input) from technical duplicates. Error bars represent the standard deviation from technical duplicates. For qRT-PCR relative gene expression levels were calculated applying the delta-delta Ct method (2^-ΔΔCt^). Error bars depict the standard deviation from technical triplicates. Statistical significance was determined by applying the Student’s unpaired t-test.

### Public datasets and additional bioinformatics analysis

HDAC1 ChIP-seq data from WT mESCs was obtained from gene expression omnibus (GEO): GSE55437. Data was analyzed as described under ‘Quantification and statistical analysis’ within the ‘ChIP-seq analysis’ section if applicable.

## Data Availability

RNA-sequencing and ChIP-sequencing data have been deposited in GEO under the accession code GSE131062. All data generated or analyzed during this study are included in the manuscript and supporting files. The following dataset was generated: MondalBJinHKallappagoudarSSedkovYMartinezTSentmanatMFPoetGJLiCFanYPruett-MillerSMHerzH-M2020The histone deacetylase complex MiDAC regulates a neurodevelopmental gene expression to control neurite outgrowthNCBI Gene Expression OmnibusGSE13106210.7554/eLife.57519PMC719258232297854 The following previously published dataset was used: LeeBKShenWLeeJRheeCChungHKimKYParkIHKimJ2015TG-interacting factor1 (Tgif1) maintains the identity of mouse ES cells by counterbalancing the expression of core pluripotency factors and ES cell core factorsNCBI Gene Expression OmnibusGSE55437

# Supplementary material for: The histone deacetylase complex MiDAC regulates a neurodevelopmental gene expression program to control neurite outgrowth
**Source:** eLife. 2020 Apr 16;9:e57519. doi: 10.7554/eLife.57519
**Supplement:** Supplementary file 1.

**Supplementary file 1.** List of guide RNA and deep sequencing primer sequences used for CRISPR/Cas9-mediated genome editing of *Dnttip1* and *Elmsan1* in mESCs.

| **gRNAs** | **Sequence (5’ to 3’)** |
| --- | --- |
| *Dnttip1* gRNA | ACAUCGGCAGGUGCAGCGAA |
| *Elmsan1* gRNA | GCUCUCUUGGCGGCUAAGGC |
|  |  |
| **Deep Sequencing Primers** | **Sequence (5’ to 3’)** |
| Dnttip1.NGS.F  partial Illumina adaptors (upper case) | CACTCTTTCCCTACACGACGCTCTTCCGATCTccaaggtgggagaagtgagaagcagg |
| Dnttip1.NGS.R  partial Illumina adaptors (upper case) | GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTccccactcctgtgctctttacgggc |
| Elmsan1.NGS.F  partial Illumina adaptors (upper case) | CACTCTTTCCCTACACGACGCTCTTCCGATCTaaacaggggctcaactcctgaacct |
| Elmsan1.NGS.R  partial Illumina adaptors (upper case) | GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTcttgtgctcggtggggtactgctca |

# Supplementary material for: The histone deacetylase complex MiDAC regulates a neurodevelopmental gene expression program to control neurite outgrowth
**Source:** eLife. 2020 Apr 16;9:e57519. doi: 10.7554/eLife.57519
**Supplement:** Supplementary file 5.

**Supplementary file 5.** List of primer sequences used for qRT-PCR analysis.

| **Gene** | **Forward Primer (5’ to 3’)** | **Reverse Primer (5’ to 3’)** |
| --- | --- | --- |
| *Dnttip1* | CCCATGAGCTTCCAGGAATA | CGAGATCCCAACACAAAGGT |
| *Elmsan1* | AAAGGATGGCAGTGGTTCTG | CCTCAGTTGGGTCCACAGTT |
| *Hdac1* | GGAAATCTATCGCCCTCACA | AACAGGCCATCGAATACTGG |
| *Hdac2* | CGGAGAAGATTGTCCGGTGT | ATTTCACAGCCCCAGCAACT |
| *Oct4* | ATGGCATACTGTGGACCTCA | AGCAGCTTGGCAAACTGTTC |
| *Nanog* | CTCATCAATGCCTGCAGTTTTTCA | CTCCTCAGGGCCCTTGTCAGC |
| *Sox2* | GGTTACCTCTTCCTCCCACTCCAG | TCACATGTGCGACAGGGGCAG |
| *Pax6* | TGGTATTCTCTCCCCCTCCT | TAAGGATGTTGAACGGGCAG |
| *Nes* | TGAGGGTCAGGTGGTTCTG | AGAGCAGGGAGGGACATTC |
| *Tubb3* | TCCGAGTACCAGCAGTACCA | GGCTTCCGATTCCTCGTCAT |
| *Map2* | CCCCATGGCAAACCGCTAA | AAGGCAAGTAGGAGAGGGAGA |
| *Slit3* | AGTTGTCTGCCTTCCGACAG | GCACTCGGAGGGATCTTAGC |
| *Ntn1* | CACTGCCACTACTGCAAGGA | TAGCCTTTGGCACATCGGTT |
| *Ncam1* | AGAGGACGGGAACTCCATCA | GGTTTCCACTCAGAGGCGAG |
| *Robo3* | GAATCGCCGAGAGGAACCAA | CACATCGGTTGACCAGGGAA |
| *Unc5b* | GTGCTGACCCTGGAGACATC | GAGAACCGCTACCACCACAA |
| *Spry4* | TTCGGGGATTTACACAGACG | CTGCTGTCAAGGAGGGGC |
| *Id1* | GAGGCGGCATGTGTTCCA | GAAGGGCTGGAGTCCATCTG |
| *Pacsin1* | GCAGGACCACTTCTCTCACC | GCTTGTAGTTCCCCACCTCC |
| *Gapdh* | TGTGTCCGTCGTGGATCTGA | CCTGCTTCACCACCTTCTTGA |

# Supplementary material for: The histone deacetylase complex MiDAC regulates a neurodevelopmental gene expression program to control neurite outgrowth
**Source:** eLife. 2020 Apr 16;9:e57519. doi: 10.7554/eLife.57519
**Supplement:** Supplementary file 6.

**Supplementary file 6.** List of primer sequences used for ChIP qPCR analysis.

| **Gene** | **Target Type** | **Forward Primer (5’ to 3’)** | **Reverse Primer (5’ to 3’)** |
| --- | --- | --- | --- |
| *Slit3* | Promoter (p1) | CACTGTGGTGAGGAGAGCTG | CTGAACACCCATCCAGCCAT |
| *Slit3* | Enhancer 1 (e1) | CCTGCACTCCCTCACTCTTC | GCTGAACAATCATCCCAGGT |
| *Slit3* | Enhancer 2 (e2) | TAAGCTTGCTTGGTGCCTTT | TGTTGCCCTTGGTAACCTTC |
| *Slit3* | Intragenic Control Region (NC) | TCTTGTTCAGAATGCATTTACAGAT | TCTGTATGTCTCTCAGCAACCT |
| *Ntn1* | Promoter 1 (p1) | TCAAACTGGGGGCTATGAAG | AGCTCCTGGCCAAACACTAA |
| *Ntn1* | Promoter 2 (p2) | TATGCCCATTCTCCTTGCTC | GGCCAGGCAAACTTTTCTTT |
| *Ntn1* | Enhancer (e1) | TTTGAGGCAGGGTCTCAGTT | TGAGGGAGGTGGAGTCAAAC |
| *Spry4* | Promoter (p1) | TCAGAAATTCGCTTGCCTCT | TGGCCAACGCTATTTAAACC |
| *Spry4* | Enhancer 1 (e1) | ACGCATTGTTGCTTCTGTTG | TCATGGCTTGGGACCATATT |
| *Spry4* | Enhancer 2 (e2) | GGAGGAAGGAGAAAGGGATG | CCACCAATCACCACAGACAG |
| *Spry4* | Intragenic Control Region (NC) | TCACCAGCAGGGCAATTTTATG | AGGAGCCAAAAATCAGCACCA |
| *Id1* | Promoter (p1) | CACCTGGGGTCAGAACATCT | CTGTTGGAAGATTGGGCTGT |
| *Id1* | Enhancer 1 (e1) | CTGGGAATGTAGGCACCTGT | CTTAGCTGTTGCCCTGGAAG |
| *Id1* | Enhancer 2 (e2) | TCCTGCAGCATGTAATCGAC | ATACTCTGCCTCGGACCTCA |
| *Robo3* | Promoter | GGGCTAAGGACAATACTGTAGGA | GGCTCATCAACCCTGGAATGT |
| *Unc5b* | Promoter | CTCATTTCTCAAATGGGGCAGT | GCCAGCACTGGGATGACTTA |

How the deposited data were processed for this re-analysis (not part of the article)

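RNA-seq libraries of mESCs were re-analysed from the table of FPKM values that the authors deposited. It covers WT cells, the *Dnttip1* KO clones D2A7 and D1E6 and the *Elmsan1* KO clones E2E8 and E2G7, with 2 libraries of each and 10 in all. The authors sequenced stranded total RNA from both ends, aligned the reads to NCBIM37, counted them per gene with HT-seq and computed FPKM from the counts. For their own differential expression, the authors normalized counts by TMM in edgeR and tested them with voom and limma. The gene lengths and the library total behind the deposited FPKM values are not stated. The methods name GENCODE vM20 for the counting, whereas 97.2% of the 34591 gene identifiers are in GENCODE vM1, the annotation on NCBIM37, which was therefore used for positions, exon lengths and gene types. The 985 genes without a match kept their FPKM values and were left out wherever a position or length was needed. Samples were grouped by genotype and clone as their labels name them, and every column of the table was used.

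The FPKM values were checked for what they hold. In each library, the FPKM of low genes multiplied by the exon length were whole multiples of a single step for 98.3% to 98.6% of the values under 100 steps. The deposited values thus hold no scaling within a library beyond exon length and 1 factor per library. This step gave the fragments behind each value and library totals from 31098269 to 86463774. The summed FPKM ranged from 501875 to 588663, the most abundant gene took from 3.94% to 8.74% of it, and from 37.4% to 42.6% of genes were at 0. The whole fragments served only to state the depth, to thin libraries and for an alternative with voom.

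Each library was divided by the median ratio of its values to their geometric mean over the genes with at least 1 FPKM in all libraries. Genes with at least 0.1 FPKM in at least 2 libraries of a comparison were tested on log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3, using a moderated test with a trend of the variance on the expression level and Benjamini-Hochberg adjustment over all genes tested. All adjusted p-values of single genes are from this two-sided test. DEGs were called by the paper's rule of a fold change of at least 1.5 and an unadjusted p under 0.01. The comparisons were *Dnttip1* KO with WT and *Elmsan1* KO with WT (4 libraries against 2), the knockouts with each other (4 against 4), and the clones of each knockout with each other (2 against 2). Libraries of a clone are not independent replicates of a knockout, so a fit with the correlation within clones (limma's duplicateCorrelation) was among the alternatives. Tables, sequence searches and figures were made with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

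Genes named in the text are those the paper names for RNA levels in mESCs and, among genes called in the same direction in both knockouts with a mean of at least 1 FPKM and all 8 KO libraries on the same side of both WT libraries, the 3 with the largest mean log2 fold change in each direction. Lists of genes were tested with limma's camera, with a preset correlation of 0.01 between genes, and with fry. Both took the libraries of a clone as independent, and no list was tested with the correlation within clones. They comprise the downregulated and upregulated genes of Figure 1G, the MiDAC subunits and related genes, the SLIT and NETRIN ligands and receptors, the pluripotency factors, cell cycle genes and neural differentiation markers that the paper names, and lists of imprinted, ERK response, BMP response, WNT response, naive pluripotency, primed pluripotency, germline, Y-linked and abundant non-coding RNA genes. Adjusted p-values of lists are over all lists of a comparison. The study chose the lists of Figure 1G on these libraries, so their set tests are not reported as evidence. A list of fibroblast genes was tested by its levels.

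The normalization, tests, lists, rule for named genes and the alternatives, apart from those said to be chosen later, were set before the data were examined. The alternatives were a pseudocount of 1 or 0.01, only genes with a mean of at least 1 FPKM, no filter, the FPKM as deposited, quantile normalization, no variance trend, all 10 libraries in a single fit, the correlation within clones, a block on the replicate number, a threshold of 0.05 on the adjusted p with a fold change of at least 1.5, calls made in each clone separately, and each library left out in turn. After seeing the data, 2 further alternatives were chosen, voom on the fragments recovered from the FPKM and the centring of chromosomes 6 and 8. Their effects are given in the closing part.

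The fits were tested on simulated data with 200 changed genes, drawn from genes with at least 1 FPKM in WT. These data held noise between libraries and no differences between clones. With a log2 change of 1.5 put in, all 200 were called in each knockout comparison of 16678 and 16615 genes, with median sizes of 1.47 and 1.46. Of the unchanged genes, 84 of 15617 (0.538%) and 113 of 15553 (0.727%) were called. These shares hold only without differences between clones. With such differences and no effect of the knockout, means of 483 downregulated and 483 upregulated genes were called in *Dnttip1* KO. Without any changed genes, 89 of 16669 and 140 of 16615 were called, and 0 and 5 had an adjusted p under 0.05. A shift of 0.4 put into 658 genes of chromosome 8 came back as 0.38 to 0.389. The camera test gave 5.3e-63 for 20 raised genes and 0.307 for 20 unchanged ones, and voom also recovered all 200 changed genes of 16678. Because both knockouts share the WT libraries, data without an effect of the knockouts were simulated 20 times, once with the noise between libraries alone and once with differences between cell populations of the size seen between clones of the same knockout.

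GC content was taken from the exons of each gene in NCBIM37, and its trend was removed from each library for a check of the calls. Chromosomes were summarised by the median log2 difference from WT, and compared with genes of other autosomes matched on GC content, exon length and WT level in 5 classes each. Chromosome medians of at least 0.2 in size, single libraries beyond Dixon's critical value (0.829 for 4 libraries) and named genes that differ between clones of a knockout were singled out for a closer look. Sequences of guide RNAs were searched on both strands of NCBIM37. ChIP-seq, neuro-ectoderm, protein and imaging data of the paper were not analysed here.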

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

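The tests of loss of the proteins and of the scaling factor for chromosome 8, of loss of the proteins for chromosome 6, both tests of the Y chromosome, both tests of *AY036118* and the test of loss of the proteins for imprinted genes were chosen only after the result was seen.

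Genes on chromosome 8 were higher than in WT in every clone, which the paper does not report. Over 667 expressed genes, the median log2 differences were 0.37 in D2A7, 0.37 in D1E6, 0.35 in E2E8 and 0.36 in E2G7, and they lay between 0.349 and 0.379 in the single libraries. Compared with genes of other autosomes matched on GC content, exon length and WT level, the lowest of the 4 clones still stood at 0.36, which argues against these properties as the cause. A wrong factor per library would shift all chromosomes, and the other autosomes apart from chromosome 6 moved by at most 0.073. All 13 windows of 10 Mb along the chromosome were raised, by 0.13 to 0.45, and in each of 5 classes by WT level the median was at least 0.25. A gain of copies in many cells of each clone is a candidate explanation, and copy number was not measured. Loss of DNTTIP1 or ELMSAN1 as the cause cannot be told apart from a change during cloning, because every clone carries a knockout and even the lowest median was 0.35. Of the 212 common upregulated genes, 54 lie on this chromosome.

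Genes on chromosome 6 were higher than WT in 3 clones, with medians over 542 genes of 0.42 in D1E6, 0.39 in E2E8 and 0.29 in E2G7. In D2A7 the median was -0.082. Loss of DNTTIP1 would have to raise the chromosome in both *Dnttip1* KO clones, so the value of D2A7 argues against it. Matching on GC content, exon length and WT level left at least 0.31 in each of the 3 clones. The windows of 10 Mb ranged from -0.01 to 0.52. A gain of copies may be the source here as well, and was not tested separately. *Nanog*, *Cdkn1b* and *Peg10* lie on this chromosome, and 14 of the common upregulated genes do.

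Genes on the Y chromosome differed between clones of a male line, with median log2 differences from WT of 0.58 in D2A7, -5.88 in E2E8 and -0.95 in E2G7. The summed FPKM of *Ddx3y*, *Eif2s3y*, *Ube1y1* and *Uty* was 131% of WT in D2A7, 79.7% in D1E6, 0.0286% in E2E8 and 52.2% in E2G7. In E2E8 no Y-linked gene with at least 1 FPKM in WT kept more than 0.907% of its level. Cells of a female line with both X chromosomes active would raise X-linked genes, whose median in E2E8 was -0.066, which argues against them. Female cells with a single X chromosome were not tested for, and these values do not set them apart. Loss of the Y chromosome from this clone may account for the pattern. The list of Y-linked genes had a median of -2.37 in *Elmsan1* KO mESCs with all 7 genes lower (adjusted p = 0.00551 by camera), which did not hold in fry (0.0819). In *Dnttip1* KO mESCs it was -0.26 (0.594 by camera, 0.138 by fry). The clones of this knockout differ in these genes, so the list describes the clones more than the knockout.

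Mitochondrial genes were higher in both *Dnttip1* KO clones, with medians over 24 genes of 0.44 in D2A7 and 0.35 in D1E6, against 0.03 in E2E8 and -0.04 in E2G7. These genes are poor in GC (median 35.9%, against 48.6% over all genes). With a trend on GC content removed, the lower of the medians of D2A7 and D1E6 was 0.43, so GC content does not account for it. A loss of DNTTIP1 and differences between batches of cells stay open, and neither was tested.

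Among the genes named in the text, 11 differences between clones of the same knockout passed the 1.5-fold threshold. For D2A7 against D1E6 they were *C330008G21Rik* (1.75, adjusted p = 0.00622), *Dnttip1* (0.80, 0.000951), *Gm13623* (-0.63, 0.0182), *Peg10* (-2.87, 0.000752), *Spry4* (-2.51, 0.000443) and *Trerf1* (-0.72, 0.0108). For E2E8 against E2G7 they were *C330008G21Rik* (0.69, 0.0172), *Id1* (-1.73, 0.0015), *Pacsin1* (0.90, 0.00572), *Spry4* (-1.80, 0.000703) and *Unc5b* (-0.65, 0.00151). In each case both libraries of a clone lay on the same side. With every library thinned to the depth of the shallowest, 11 of the 11 were still called, and 11 of the 11 with a trend on GC content removed, so neither depth nor GC content accounts for them. The differences of *Gm13623* and of *C330008G21Rik* between E2E8 and E2G7 lost their call under several alternatives. Clones of a knockout share the targeted gene, so these differences are not effects of its loss alone. Differences between the edited alleles and differences between single cells that preceded editing remain open, as untested.

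Single libraries stood apart from the other 3 of their knockout in 3 of the 52 groups of 4 libraries examined. Dixon's critical value assumes 4 independent libraries, and these come in pairs from 2 clones. The number that chance would give is therefore unknown. The gap to the nearest library as a share of the range was 0.853 for *Elmsan1* in D2A7 replicate 1 (7.79 FPKM against 8.68, 8.65 and 8.55), 0.866 for *Sox2* in E2E8 replicate 1 (132 FPKM against 138, 138 and 137) and 0.969 for *AY036118* in D1E6 replicate 2 (120 FPKM against 12.5, 15.9 and 13.9). The first pair are small in size, and no biological explanation was tested for them.

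*AY036118* fell in every clone, with a log2 fold change of -8.61 in *Dnttip1* KO and -9.59 in *Elmsan1* KO mESCs, but its WT libraries differ by a factor of 14.9, the largest difference between the WT libraries among the 5796 genes compared (3.96 on the log2 scale, against 1.24 for the next gene). Without WT replicate 1 the fold changes were -6.63 and -7.61, and without WT replicate 2 they were -10.59 and -11.57. The libraries of D1E6 also differ, by a factor of 8.62. Ribosomal RNA left in a library, with this pseudogene taking up such reads, is a candidate explanation, since it predicts that libraries of the same cells differ in this gene far more than in others. A lower level after the loss of DNTTIP1 or ELMSAN1 cannot be told apart from it, because all WT libraries stand above all KO libraries while libraries of the same line spread this widely.

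Imprinted genes were lower in both knockouts. Of 54 listed genes, 43 were tested in *Dnttip1* KO (median -0.22, 27 lower, adjusted p = 0.0044 by camera and 1.6e-04 by fry) and 42 in *Elmsan1* KO mESCs (median -0.26, 28 lower, 0.0011 and 1.3e-04). The medians of the clones were -0.20, -0.25, -0.21 and -0.19 for D2A7, D1E6, E2E8 and E2G7. Camera and fry both took the libraries of a clone as independent. With a trend on GC content removed, the larger of the adjusted p-values of the knockouts was 0.00472, so GC content does not account for the pattern. Part of it comes from genes that are nearly silent in every clone. *Meg3*, *Rian*, *Mirg* and *Peg10* reached at most 4.30%, 7.04%, 8.16% and 6.34% of WT in any KO library. Loss of the proteins and a loss of imprinted expression during single-cell cloning cannot be told apart, because no line without a knockout that is stated to be a clone is among these libraries.

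WNT response genes were lower in *Elmsan1* KO mESCs, with a median of -0.37 over 12 tested genes, 10 of them lower and 4 called (adjusted p = 0.00249 by camera and 4.9e-04 by fry). The medians of the clones were -0.57 in E2E8 and -0.27 in E2G7. Neither test treated libraries of a clone as correlated. With a trend on GC content removed, the adjusted p was 0.00137. For *Dnttip1* KO mESCs the median of 13 genes was -0.04 (0.0913 by camera, 0.0451 by fry), with -0.16 in D2A7 and -0.17 in D1E6, and whether the knockouts differ was not tested for the list. A lower response to WNT after the loss of ELMSAN1 and other differences between the clones and the WT cells stay open, as untested.

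Germline genes were lower in *Dnttip1* KO mESCs, with a median of -0.25 over 13 genes, 9 of them lower and 2 called (adjusted p = 0.0427 by camera and 0.00165 by fry). With a trend on GC content removed, the adjusted p was 0.080, so GC content may account for part of it. The median in *Elmsan1* KO mESCs was -0.20 (0.431 and 0.312). The clones gave -0.22 (D2A7), -0.44 (D1E6), -0.06 (E2E8) and -0.38 (E2G7). The list tests here also counted libraries of a clone as independent.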

How the results depend on the processing

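Among the results that summarise a comparison, R² between the knockouts stayed closest to its value, from 0.733 to 0.814 over the alternatives and from 0.698 to 0.826 with each library left out. Downregulated genes ranged from 255 to 639 in *Dnttip1* KO and from 253 to 712 in *Elmsan1* KO mESCs, upregulated genes from 251 to 640 and from 227 to 579, and the common sets from 119 to 346 downregulated and 95 to 287 upregulated genes. With each KO library left out, the counts of each knockout and of the common sets stayed within 1.5 times their value.

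With a pseudocount of 1, 289 genes were called downregulated and 251 upregulated in *Dnttip1* KO, 298 and 227 in *Elmsan1* KO, and 153 and 95 in both. The direct comparison of the knockouts gave 79 genes, that of D2A7 with D1E6 1036 and that of E2E8 with E2G7 846. This pseudocount shrinks the fold changes of low genes by construction. Restricted to genes with a mean of at least 1 FPKM, which tests fewer genes (12243 and 12152 in the knockouts), the counts were 288 downregulated and 375 upregulated genes in *Dnttip1* KO, 276 downregulated genes in *Elmsan1* KO, 124 common downregulated genes, 112 genes between the knockouts, and 1386 and 1254 between the clones of each knockout. With the correlation within clones, they were 255 and 283 genes in *Dnttip1* KO, 253 and 233 in *Elmsan1* KO, 119 and 102 in both, and 54 between the knockouts. This fit counts 2 libraries of a clone as less than 2 independent samples. It left 57 genes in *Dnttip1* KO and 64 in *Elmsan1* KO mESCs at an adjusted p under 0.05, against 1651 and 1807, and of the named genes under 0.05, 2 of 15 and 4 of 12 stayed so. Called in each clone separately, upregulated genes fell to 328 in *Dnttip1* KO, 298 in *Elmsan1* KO and 126 in both. With voom, chosen after seeing the data, 307 genes were called upregulated in *Elmsan1* KO and 126 in both, and the cause was not tested. At an adjusted p under 0.05 with a fold change of at least 1.5, 4 genes differed between the knockouts.

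The direct comparison of the knockouts depended most on single libraries, with 105 to 507 genes when each was left out. It gave 127 and 108 genes without D2A7 replicate 1 or 2, 507 and 459 without D1E6 replicate 1 or 2, and 105 and 117 without E2E8 replicate 1 or 2. The cause was not tested.

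Libraries of all lines carry the numbers 1 and 2. With these numbers as a replicate block, 171 genes were called between the knockouts, and no other count of called genes moved beyond 1.5 times its value. Genes at an adjusted p under 0.05 fell to 447 in *Dnttip1* KO and 656 in *Elmsan1* KO mESCs. Deviations of libraries with the same number had correlations from -0.14 to 0.19 across genes, above 0.1 in 1 of 10 pairs of lines, so the libraries share only a number.

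The share of downregulated genes among the DEGs of *Dnttip1* KO mESCs changed side with the processing. More genes were down than up with a pseudocount of 1, no filter, quantile normalization, no variance trend, the replicate block, the threshold on the adjusted p, calls in each clone, voom and the centring of chromosomes 6 and 8, and fewer with the other alternatives, with 45.9% to 52.4% down when each KO library was left out. In *Elmsan1* KO mESCs downregulated genes were in excess except with genes of at least 1 FPKM, with all 10 libraries in a fit (531 and 556), and without E2G7 replicate 1 (556 and 589).

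Directions reversed only for genes whose fold change is near 0. *Ccna2* in *Elmsan1* KO mESCs was at 0.011 with the FPKM as deposited and 0.0026 with quantile normalization, and from -0.040 to 0.016 with each library left out. *Cdkn1a* in *Dnttip1* KO mESCs was at -0.013 with quantile normalization and from -0.025 to 0.037 with each library left out. In the same comparison, *Cdkn1b* ranged from -0.064 to 0.085 and *Pou5f1* from -0.12 to 0.0049 with each library left out. The cause was not tested.

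Of the other values of named genes under the alternatives, 26 no longer passed the thresholds, 3 newly passed them and 580 did neither. With libraries left out, 7 no longer passed and 1 newly passed. The call of *Elmsan1* in *Dnttip1* KO mESCs was lost with a pseudocount of 1 (0.52) and quantile normalization (0.56). *Trerf1* in *Dnttip1* KO mESCs was called with a pseudocount of 0.01 (1.18), the FPKM as deposited (1.08), all 10 libraries in a fit, and without D2A7 replicate 1 (1.22), and its call in *Elmsan1* KO mESCs was lost with a pseudocount of 1 (0.52) and the correlation within clones. The latter also removed the calls of *AY036118* and *2510046G10Rik* in *Dnttip1* KO and of *2510046G10Rik* and *Gm13623* in *Elmsan1* KO mESCs. Without D2A7 replicate 2, *2510046G10Rik* was no longer called in *Dnttip1* KO mESCs (1.69), and with a WT library left out it ranged from 1.01 to 2.42 there and from 1.38 to 2.80 in *Elmsan1* KO mESCs. No alternative of the scaling moved the median of all genes by more than 0.0485.

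Genes were not counted between clones with a library left out, since 1 would remain and only fold changes of named genes were computed, nor with the correlation within clones or with all libraries in a fit. Without a WT library only fold changes and R² were computed. Depth limits *Robo3* (0 to 4 fragments per library) and *Zfp541* (0 to 8), which were below the filter, and the size of the change of *Slit3*, with 7 to 26 fragments in each KO library.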

Differences from the paper's values

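The number of upregulated genes in *Dnttip1* KO mESCs was 569, against the paper's 368. Of the alternatives set before the data were examined, a pseudocount of 1 (251), genes with a mean of at least 1 FPKM (375), quantile normalization (526), the correlation within clones (283), the replicate block (441), the threshold on the adjusted p (424), calls in each clone (328) and leaving out D2A7 replicate 1 (470) or 2 (446) came within 1.5 times the paper's value. A pseudocount of 0.01 (618), no filter (578), the FPKM as deposited (640), no variance trend (597), all 10 libraries in a fit (605) and leaving out D1E6 replicate 1 or 2 (573 each) did not. Voom (402) and the centring of chromosomes 6 and 8 (454), chosen after seeing the values, also came within it.

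In *Elmsan1* KO mESCs 472 genes were upregulated, against the paper's 306. A pseudocount of 1 (227), genes with a mean of at least 1 FPKM (327), the correlation within clones (233), the replicate block (363), the threshold on the adjusted p (364), calls in each clone (298) and leaving out E2E8 replicate 1 (389) or 2 (386) closed the gap to under 1.5 times. No filter (477), a pseudocount of 0.01 (526), the FPKM as deposited (533), quantile normalization (579), no variance trend (470), all 10 libraries in a fit (556) and leaving out E2G7 replicate 1 (589) or 2 (495) left it open. Voom (307) and the centring (354), both chosen after seeing the values, closed it.

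Common upregulated genes numbered 212, against the paper's 114. A pseudocount of 1 (95), genes with a mean of at least 1 FPKM (155), the correlation within clones (102), the replicate block (148), the threshold on the adjusted p (149) and calls in each clone (126) came within 1.5 times, and the other alternatives set before the data were examined did not, with each KO library left out in turn among them (185 to 231). Voom (126) and the centring (161), chosen after seeing the values, came within it.

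The paper's supplementary list gives *Slit3* a log2 fold change of -3.79 in *Dnttip1* KO and -4.43 in *Elmsan1* KO mESCs, against -2.21 and -2.40 here. None of the alternatives set before the data were examined closed the gap, and a pseudocount of 0.01 came closest (-3.52 and -4.02). Voom, chosen after seeing the values, gave -3.79 and -4.44. *Id1* in *Dnttip1* KO mESCs had 1.29, against the paper's 1.41, a gap smaller than its standard error of 0.126. It ranged from 0.67 with a pseudocount of 1 to 1.43 with a pseudocount of 0.01, and from 1.23 to 1.35 with each library left out. *Ncam1* in the same knockout had -1.33, against the paper's -1.37, also less than its standard error of 0.0767 away. It ranged from -1.37 with quantile normalization to -1.07 with a pseudocount of 1, and from -1.36 to -1.31 with each library left out. *Pacsin1* in the same knockout had 0.80, against the paper's 1.15, and only a pseudocount of 0.01 (1.13) closed the gap. *Nod2* had 1.95 in *Dnttip1* KO and 1.55 in *Elmsan1* KO mESCs, against the paper's 2.20 and 1.78. Of the alternatives set before the data were examined, a pseudocount of 0.01 came closest to both values (2.18 and 1.76). Leaving out D1E6 replicate 1 or 2 gave *Nod2* 2.01 each in *Dnttip1* KO mESCs. *Peg10* had -5.34 (standard error 1.01) in *Dnttip1* KO mESCs, against the paper's -6.98. It had -6.56 with a pseudocount of 0.01 and -3.33 with a pseudocount of 1. With voom, chosen after seeing the values, *Id1* had 1.41, *Ncam1* -1.37, *Pacsin1* 1.15 and *Nod2* 2.20 and 1.78.

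The paper describes *Elmsan1* RNA as unchanged by the loss of DNTTIP1. Here *Elmsan1* was higher in all 4 *Dnttip1* KO libraries, with a log2 fold change of 0.59 that was called, and the paper's supplementary list gives it 0.60. The call was absent with a pseudocount of 1 and with quantile normalization. The paper describes *Hdac2* as somewhat reduced in *Dnttip1* KO mESCs by qRT-PCR, and in the RNA-seq its log2 fold change was -0.19 (adjusted p = 0.368). *Unc5b* is described as not regulated in mESCs, and was called upregulated in *Dnttip1* KO mESCs with 0.74, for which the paper's list gives 0.75.

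*Spry4* and *Id1* are described as upregulated in both knockouts. *Spry4* was called in neither knockout under any alternative, and the paper's supplementary table gives it 1.92 in *Dnttip1* KO mESCs with an unadjusted p of 0.277. *Id1* was called in *Dnttip1* KO mESCs alone. *Sox2* is described as unaffected, and here it lay below both WT libraries in all 8 KO libraries (-0.38 with adjusted p = 0.0157, and -0.46 with 0.00726), under the 1.5-fold threshold. *Nanog*, described in the same way, had -0.35 in *Elmsan1* KO mESCs (adjusted p = 0.0242). With the correlation within clones none of these was under 0.05 (0.174 and 0.168 for *Sox2*, and 0.218 for *Nanog*).

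The paper describes more downregulated than upregulated genes in each knockout, and *Dnttip1* KO mESCs had 565 downregulated and 569 upregulated genes here. Voom, the method the paper names for its own test, gave 602 and 402 in this knockout. More genes were down than up with a pseudocount of 1, no filter, quantile normalization, no variance trend, the replicate block, the threshold on the adjusted p and calls in each clone, and with voom and the centring, which were chosen after seeing the values. The legend of Figure 1—figure supplement 1B places the region targeted in *Elmsan1* in exon 2, and in GENCODE vM1 the guide RNA lies in exon 3. The target underlined there starts 4 bases before the guide RNA of Supplementary file 1.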

Other observations

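The tests of exchanged libraries, of X-linked genes and of the part of clones D1E6 and E2G7 in R² were chosen only after the result was seen.

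The KO libraries are deeper than the WT libraries. With every library thinned to 31098269 fragments, 1023 genes were called in *Dnttip1* KO (of 1110 called among the same genes at full depth) and 976 in *Elmsan1* KO mESCs (of 1095), and 919 and 871 of them were among the genes called at full depth. Fold changes followed GC content, with Spearman correlations across genes of 0.237 and 0.236, and removing a trend on GC content from each library brought these to 0.0237 and 0.0279. The corrected libraries gave 1045 and 1093 called genes, of which 986 and 1000 were called before. These values argue against depth or GC content as the whole cause of the calls.

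Each of the 5 populations was compared with each pair of the others, 30 comparisons of 2 libraries with 4, which called from 75 to 2369 genes. At least as many genes as in *Dnttip1* KO against WT were called in 15 of them, and at least as many as in *Elmsan1* KO in 16. With WT as the single population, 6 comparisons called 932 to 1784 genes. The 12 with D2A7 or E2E8 as the single population called 1271 to 2369, and the 12 with D1E6 or E2G7 called 75 to 657. Counts as high as those against WT thus also arose for D2A7 and E2E8, but not for D1E6 and E2G7, and the number of DEGs alone does not tell the knockouts from differences between populations. The genes shared by both knockouts numbered more than in the simulated populations (268 and 212, against at most 174 and 175). With chromosomes 6 and 8 centred, chosen after seeing the data, the 161 common upregulated genes lie inside the simulated range of 121 to 175. The 281 common downregulated genes of that setting stay above theirs, of 134 to 174. The ranges were simulated without the centring. This comparison does not separate the loss of MiDAC from what all clones share beside it, such as growth from a single cell. Nor does it cover a state shared by only some clones, since differences were simulated independently for each line. D1E6 and E2G7, of different knockouts, changed alike (r = 0.917).

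The 268 genes called between *Dnttip1* KO and *Elmsan1* KO mESCs were set against all 35 splits of the 8 KO libraries into 4 and 4. The counts ranged from 13 to 766, and 2 of the 35 splits, the real one included, gave as many genes. Most splits put libraries of the same clone on both sides, which adds differences between clones to the spread within each side. The splits that keep clones whole gave 268 genes (the real one), 766 (D2A7 with E2E8) and 266 (D2A7 with E2G7). The real grouping thus does not stand out among them, and the 35 splits cannot show that it is rare. For genes with an adjusted p under 0.05 the number was also 2.

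Clones D1E6 and E2G7, which carry different knockouts, were more alike than clones of the same knockout. The SD across 12216 genes of the difference between their log2 changes from WT was 0.164, against 0.393 to 0.567 for the other pairs. Exchanged or mislabelled libraries are argued against by *Dnttip1*, which was lower in D1E6 than in E2G7 by a log2 difference of -1.54. Without chromosomes 6 and 8, which are raised in both, the correlation of their changes across genes was 0.912, so these chromosomes do not account for the likeness. A raised ERK response in both clones may contribute. Without *Spry4*, 17 ERK response genes had medians of 0.45 in D1E6 and 0.36 in E2G7, each at percentile 99.99 among 10000 random lists matched on expression, against medians of 0.0032 in D2A7 and -0.03 in E2E8, the higher of which was at percentile 39.1. ERK activity itself was not measured, and the growth state of the cultures at harvest stays open, as untested. The paper states that mESCs were moved after editing to a medium with a MEK inhibitor. Differences in medium between the cultures were not examined.

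This likeness enters the R² between the knockouts. Over the genes called in either knockout, the log2 changes of the other clones, D2A7 and E2E8, had an R² of 0.417. Data without an effect of the knockouts were simulated for pooled clones only, so this value has no reference. The pooled R² was 0.698 to 0.719 without a library of D1E6 or E2G7. It was 0.812 to 0.826 without a library of D2A7 or E2E8. The pooled R² of 0.771, with its jackknife standard error of 0.154, may therefore rest in part on D1E6 and E2G7.

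X-linked genes were frequent among the downregulated genes. Of 714 tested X-linked genes, 91 were called downregulated in *Dnttip1* KO mESCs, where 21.7 were expected from autosomal genes of the same WT level. Among 708 tested in *Elmsan1* KO mESCs 65 were called, where 27.3 were expected, a ratio of 2.38 against 4.19 in *Dnttip1* KO, so the level of the genes does not account for it. A lower dosage of the whole chromosome would lower all its genes, and the lowest median of expressed X-linked genes in any clone was -0.10. The 47 X-linked genes among the common downregulated genes are spread along the chromosome. An effect of the knockouts on a subset of X-linked genes and other differences between the clones and the WT cells stay open, as untested.

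Fibroblasts among the WT cells would bring collagen transcripts. Of 12 fibroblast genes, 10 were not below WT in every clone. *Col1a1*, *Col1a2* and *Col3a1* were at or below 0.0169 FPKM in WT. *Sparc* and *Fbln1* had the highest levels of the list and were at 100 and 11.4 FPKM in WT and at 146 and 13.1 FPKM on average in the KO libraries. A loss of fibroblasts from the cultures is thus argued against as a cause of the common downregulated genes.

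*Hdac1* was at 42.6 ± 2.11 FPKM (SD, n = 2) in WT, 51.6 ± 1.02 in *Dnttip1* KO and 47.1 ± 3.39 in *Elmsan1* KO mESCs (SD, n = 4 each), with log2 fold changes of 0.25 (standard error 0.0428, adjusted p = 0.0235) and 0.12 (standard error 0.0785, adjusted p = 0.38) and 7 of 8 KO libraries above both WT libraries. *Hdac2* was at 55.5 ± 0.622 FPKM (SD, n = 2) in WT, 49.8 ± 6.38 in *Dnttip1* KO and 44.6 ± 3.74 in *Elmsan1* KO mESCs (SD, n = 4 each), with log2 fold changes of -0.19 (standard error 0.124, adjusted p = 0.368) and -0.34 (standard error 0.0882, adjusted p = 0.0589), and 7 of 8 KO libraries lay below both WT libraries. *Trerf1*, at 0.504 FPKM in WT, was higher in all 8 KO libraries, by 1.06 (adjusted p = 0.0753, not called) and 1.05 (adjusted p = 0.0299, called). *Zfp541* was below the filter, with 1 fragment in the WT, 13 in the *Dnttip1* KO and 7 in the *Elmsan1* KO libraries. Of the 8 genes of MiDAC and related complexes, 7 were tested, with medians of -0.02 (adjusted p = 0.821 by camera, 0.0143 by fry) and -0.19 (0.339 and 0.0283), and they go both ways.

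The remaining lists were not past an adjusted p of 0.05 by camera in either knockout. The values that follow are for *Dnttip1* KO and then *Elmsan1* KO mESCs. ERK response genes (18 tested) had medians of 0.40 (adjusted p = 0.0913 by camera, 0.0329 by fry) and 0.23 (0.269, 0.312). BMP response genes (10 and 9 tested) had 0.05 (0.951, 0.0129) and -0.48 (0.0668, 0.00386). Naive pluripotency genes (15 tested) had -0.08 (0.667, 0.921) and -0.26 (0.0526, 0.141), and primed pluripotency genes (8 tested) had -0.20 (0.667, 0.132) and -0.08 (0.581, 0.428). Of the neural differentiation markers the paper names, *Nes*, *Tubb3* and *Map2* were tested, with 0.46 (0.667, 0.138) and 0.15 (0.753, 0.428), and *Nes* was called upregulated in both knockouts (1.30 and 0.80). *Map2* was called downregulated in *Dnttip1* KO (-1.05, adjusted p = 0.00999) and not in *Elmsan1* KO mESCs (-0.39, adjusted p = 0.203), and the direct comparison of the knockouts gave *Map2* -0.67 (adjusted p = 0.263) and *Nes* 0.50 (adjusted p = 0.301). Abundant non-coding RNA genes (3 tested) had 0.29 (0.821, 0.334) and -0.17 (0.174, 0.0459). With a trend on GC content removed, the adjusted p by camera in *Elmsan1* KO mESCs was 0.0479 for BMP response genes, 0.0479 for the SLIT and NETRIN ligands (0.0533 before) and 0.0329 for naive pluripotency genes. In *Dnttip1* KO mESCs it was 0.0353 for *Sox2*, *Pou5f1* and *Nanog* as a set (0.053 before). *Spry4* is both an ERK response gene and a gene of Figure 1G, *Id1* both a BMP response gene and a gene of Figure 1G, and *Slit3* and *Ntn1* are both ligands and genes of Figure 1G.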
